# Stellate cells are in utero markers of pancreatic disease in cystic fibrosis

**DOI:** 10.1186/s10020-024-00871-2

**Published:** 2024-08-07

**Authors:** Shih-Hsing Leir, Svyatoslav Tkachenko, Alekh Paranjapye, Frederick Meckler, Arnaud J. Van Wettere, Jenny L. Kerschner, Elizabeth Kuznetsov, Makayla Schacht, Pulak Gillurkar, Misha Regouski, Iuri Viotti Perisse, Cheyenne M. Marriott, Ying Liu, Ian Bunderson, Kenneth L. White, Irina A. Polejaeva, Ann Harris

**Keywords:** Pancreatic disease, Cystic fibrosis (CF), CFTR, In utero development, Stellate cells, Single-cell RNA-seq

## Abstract

**Background:**

Pancreatic fibrosis is an early diagnostic feature of the common inherited disorder cystic fibrosis (CF). Many people with CF (pwCF) are pancreatic insufficient from birth and the replacement of acinar tissue with cystic lesions and fibrosis is a progressive phenotype that may later lead to diabetes. Little is known about the initiating events in the fibrotic process though it may be a sequela of inflammation in the pancreatic ducts resulting from loss of CFTR impairing normal fluid secretion. Here we use a sheep model of CF (*CFTR*^*−/−*^) to examine the evolution of pancreatic disease through gestation.

**Methods:**

Fetal pancreas was collected at six time points from 50-days of gestation through to term, which is equivalent to ~ 13 weeks to term in human. RNA was extracted from tissue for bulk RNA-seq and single cells were prepared from 80-day, 120-day and term samples for scRNA-seq. Data were validated by immunochemistry.

**Results:**

Transcriptomic evidence from bulk RNA-seq showed alterations in the *CFTR*^*−/−*^ pancreas by 65-days of gestation, which are accompanied by marked pathological changes by 80-days of gestation. These include a fibrotic response, confirmed by immunostaining for COL1A1, αSMA and SPARC, together with acinar loss. Moreover, using scRNA-seq we identify a unique cell population that is significantly overrepresented in the *CFTR*^*−/−*^ animals at 80- and 120-days gestation, as are stellate cells at term.

**Conclusion:**

The transcriptomic changes and cellular imbalance that we observe likely have pivotal roles in the evolution of CF pancreatic disease and may provide therapeutic opportunities to delay or prevent pancreatic destruction in CF.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-024-00871-2.

## Introduction

The first description of the common inherited disorder cystic fibrosis (CF) noted the profound alterations in pancreatic tissue which were reflected in the original name “cystic fibrosis of the pancreas” (Andersen 1938; Andersen 1958). CF pancreatic disease has a prenatal origin (Reid et al. 1997; Boue et al. 1986) and is often associated with pancreatic insufficiency at birth. Since it is currently not possible to examine these initiating events of CF pancreatic disease in human, we chose to utilize the sheep model of CF (*CFTR*^*−/−*^) (Fan et al. 2018) that closely recapitulates the in utero phenotypes of human CF pancreatic disease (Van Wettere et al. 2022; Harris 2021), and has many physiological and developmental similarities (reviewed in Banstola and Reynolds (2022); Abi-Nader et al. 2012; Alcorn et al. 1981; Barry and Anthony 2008)). One of the earliest features of human CF in utero, which is evident at about 12 weeks of gestation, is the appearance of mucoid (periodic acid Schiff-positive) material in the pancreatic ducts (Boue et al. 1986). In earlier work we showed that this material contained the MUC6 mucin (Reid et al. 1997) and that *MUC6* gene expression colocalized with that of *CFTR* in pancreatic duct cells (Hyde et al. 1997; Marino et al. 1991). Similarly, in the *CFTR*^*−/−*^ sheep model (Fan et al. 2018; Van Wettere et al. 2022) pancreatic disease with acinar and ductal dilation, mucus obstruction and fibrosis is evident by 80 days of gestation (147 days). There is some controversy about the initiating events in CF pancreatic disease and whether these may involve a developmental defect in duct tubulogenesis (Breton et al. 2016) rather than simple obstruction of the ducts by inspissated secretions. To address the underlying mechanisms, we took a genome-wide approach to identify transcriptional differences between developing WT and *CFTR*^*−/−*^ sheep pancreas at five timepoints through gestation and at term, as described previously (Van Wettere et al. 2022). We dissected pancreatic tissue from the center of the organ (Fig. S1A), extracted RNA and performed bulk RNA-seq. Bioinformatic analysis revealed developmental changes in the pancreas transcriptomic profile across the time points in WT and *CFTR*^*−/−*^ sheep separately. We also identified genes that were differentially expressed between WT and *CFTR*^*−/−*^ sheep pancreas at each timepoint. These data provide a high-quality molecular profile of WT and *CFTR*^*−/−*^ pancreas development and differentiation, and gene ontology (GO) process enrichment analysis using two platforms identified disease-associated changes in multiple biological processes. Next, we performed single-cell RNA-seq (scRNA-seq) on pancreas tissue collected at three gestational time points 80-day, 120-day and term from WT and *CFTR*^*−/−*^ animals to investigate the impact of loss of CFTR function on cellularity and cell identity within the tissue. Accompanying the initiation of aberrant histology in the *CFTR*^*−/−*^ pancreas by 80 days gestation, we observed fewer acini, stromal imbalance, and a cell cluster with marker genes consistent both with activated stellate cells and injured Schwann cells, which was significantly over-represented in the disease state at this time point and at 120 days. At term, the stellate cell population was significantly more abundant in the *CFTR*^*−/−*^ lambs. These scRNA-seq results were confirmed by immunostaining.

Pancreatic stellate cells (PSCs) are multifunctional cells that were first identified in mouse pancreas due to their similarity with the much better defined hepatic stellate cells, and based upon storage of vitamin A/lipid droplets (Watari et al. 1982). Later work isolating and characterizing equivalent star-shaped, lipid-containing cells in rat and human pancreas led to the terminology of PSCs (Apte et al. 1998; Bachem et al. 1998; Ikejiri 1990). PSCs exist in two main states: quiescent (under normal physiological conditions) and activated. Quiescent cells, which play a structural role in the pancreas around acini and vasculature, contain lipid droplets, which stain with Oil-Red O, also desmin and vimentin. In contrast activated cells, which are triggered by many pathological stimuli, lose lipid droplets and acquire a myofibroblast phenotype, expressing alpha smooth muscle actin (αSMA) among other characteristic markers. PSC activation is well studied both in pancreas cancer (Murray et al. 2022; Froeling et al. 2011) and pancreatitis (Yang et al. 2022) (reviewed in Masamune and Shimosegawa (2013); Sherman 2018; Apte et al. 2013)) and though the markers of this process may show some species specificity, the underlying mechanisms are largely conserved. Of note a comprehensive single-cell atlas of the human and mouse pancreas (Baron et al. 2016) identified at least two types of activated stellate cells, the first expressing markers of extracellular matrix more highly, and the second showed high levels of cytokine, interleukin and chemokine gene expression. Our observation of overrepresentation of a unique population of activated stellate cells/injured Schwann cells in the *CFTR*^*−/−*^ sheep pancreas during gestation, together with a significantly greater abundance of stellate cells at term, suggests that loss of CFTR from pancreatic duct cells results in a fibrotic and/or injury response that may be governed by these cells. Hence, CF pancreatic disease mechanisms share key features in common with other pancreatic pathologies including pancreatitis and pancreatic adenocarcinoma. These similarities may indicate novel therapeutic approaches to attenuating or reversing CF pancreatic pathology by targeting these cells.

## Materials and methods

The materials and methods for this study were as described in our previous work (Van Wettere et al. 2022; Kerschner et al. 2023), but are reiterated here for purposes of reproducibility.

*Animals.* American Romney breed of domestic sheep (*Ovis aries*) was used in this study. All animal studies were approved and monitored by the Institutional Animal Care and Use Committee (IACUC) at Utah State University (IACUC protocol # 10089) and conformed to the National Institute of Health guidelines. WT sheep were bred according to standard protocols. Briefly, ewes were synchronized at estrus using an intramuscular (IM) injection of 2.5 ml EstruMate containing 250 μg/ml of cloprostenol, a synthetic analogue of prostaglandin F2α (Merck Animal Health) or Controlled Internal Drug Release (CIDR) (0.3 g prostaglandin) and introduced to the ram on the same day. Ultrasonography around 40 days confirmed pregnancy status and day 1 of gestation was defined as 48 h post EstruMate injection. WT term animals were born naturally and time after birth until euthanasia was recorded. Additionally, heterozygous exon 2 targeted (Fan et al. 2018) (*CFTR*^*+/−*^) ewes were bred to an exon 2 targeted *CFTR*^*+/−*^ ram to produce newborn *CFTR*^*−/−*^ lambs by natural breeding.

### Generation of *CFTR*^*−/−*^ sheep pregnancies by somatic cell nuclear transfer (SCNT)

A. Cloned animals used for bulk RNA-seq experiments were described previously (Kerschner et al. 2023). Briefly, *CFTR*^*−/−*^ sheep were generated by SCNT using genetically modified sheep fetal fibroblasts (SFFs) (CF 60 male, *CFTR*^*−/−*^ exon 2 targeted) derived from American Romney fetuses as described previously (Fan et al. 2018). SCNT recipient ewes were synchronized prior to embryo transfer as described elsewhere (Yang et al. 2016) with the following modification: CIDR devices containing 0.3 g of progesterone were used and 2.0 mL of EstruMate was given IM at the time of CIDR removal. A minimum of two fetuses were recovered at days 50, 65, 80, 100, 120 of gestation and 147–150 day (term) for histological and molecular analysis as described below. All lambs were genotyped immediately after birth using PCR/RFLP assay and Sanger sequencing as previously described (Fan et al. 2018) to confirm the *CFTR*^*−/−*^ animals. The number of fetuses analyzed was limited by the stochastic frequency of singleton, twin and triplet pregnancies, the need to collect all animals for bulk RNA-seq in a single breeding season to minimize natural variation, and the high cost of large animal work. However, since all sheep were inbred American Romney, we expect natural variation to be less than in human tissues.
B. For scRNA-seq experiments: a male neonatal fibroblast cell line (CF2503, exon 2 targeted *CFTR*^*−/−*^) was used for SCNT as described previously (Fan et al. 2018). In total, 290 cloned embryos were transferred into 22 estrus synchronized recipients. Eleven pregnancies were initially established as confirmed by ultrasonography at 40 ± 3 days of gestation (11/22 = 50%). The following samples were collected at various gestational time points: three fetuses collected from two recipients at day 80 of gestation, 5 fetuses from 3 recipients at day 120 of gestation (one fetus had large offspring syndrome and was not used for subsequent analysis) and one pregnancy went to term and was used for newborn sample collection. As previously PCR/RFLP and Sanger sequence results (Fan et al. 2018) indicated that all cloned fetuses/lambs carried the same mutations as those of the donor cells they originated from. The late-term abortion rate was 22.7% (5/22*)*, which is consistent with other sheep cloning data (Davies et al. 2022).

### Histopathologic analysis and immunochemistry

A necropsy was performed on all fetuses collected, to examine for gross lesions and the findings were documented as described previously (Van Wettere et al. 2022). Pancreatic tissue samples were collected and fixed in 10% neutral buffered formalin for histology. Formalin-fixed tissue sections were processed and embedded in paraffin according to routine histologic techniques. Sections, 5-µm thick, were stained with hematoxylin and eosin (H&E), alcian blue, or periodic acid–Schiff (PAS) stain according to standard methods and examined by light microscopy. For immunostaining of sections, tissues were deparaffinized and rehydrated, followed by antigen retrieval with sodium citrate buffer (10 mM sodium citrate and 0.05% Tween 20, pH 6.0) in a 98 °C water bath for 45 min. The sections were then post-fixed in 4% paraformaldehyde (in PBS) for 15 min, permeabilized with 0.5% saponin for 10 min, blocked with 3% BSA, and stained by standard protocols. Briefly, the sections were first incubated with primary antibodies [collagen I (Abcam ab34710), alpha smooth muscle actin (Abcam ab7817), SPARC (Abcam ab290636) and cleaved caspase-3 (Cell Signaling #9661); all at 1/100 dilution in PBS containing 0.1% BSA] overnight at 4 °C. After three washes with PBS containing 0.05% tween 20 (PBS-T), the sections were incubated with secondary antibodies [Alexa Fluor 488 AffiniPure donkey anti-rabbit IgG (H + L) or Rhodamine Red-X (RRX) AffiniPure Donkey Anti-Mouse IgG (H + L), at 1: 400 dilution; Jackson ImmunoResearch] at room temperature for 1 h in the dark. After three further washes with PBS-T, the specimens were counterstained with DAPI and mounted with mounting medium (Vector laboratories H-1700). The terminal deoxynucleotidyl transferase-mediated dUTP nick-end labelling (TUNEL; Invitrogen C10619) assay and cleaved caspase-3 [cleaved caspase-3 (Asp175) antibody staining at 1/100 dilution; Cell Signaling, #9661] immunohistochemistry were performed simultaneously according to the manufacturer’s protocol.

### Tissue collection for RNA processing

Simultaneously with tissue collection for histology, pancreas tissue samples (defined in Fig S1A) were snap frozen in liquid nitrogen and stored at − 80 °C for RNA purification. All tissues collected for bulk RNA-seq of *CFTR*^*−/−*^ animals were from cloned animals. Tissues were homogenized in TRIzol (Thermo Fisher, 15596018) in a dry ice-cooled MP Biomedicals FastPrep-24 Classic homogenizer using Lysing Matrix D tubes (MP Biomedicals, 116913100) for 1 or 2 × 20 s cycles at 4.0 m/s. RNA was isolated using the TRIzol manufacturer's protocol. RNA quality was assessed by NanoDrop, formaldehyde gel electrophoresis and Tapestation prior to choosing high quality samples for RNA-seq.

### RNA sequencing (RNA-seq) and data analysis

RNA samples passing strict QC criteria were used as templates for cDNA library synthesis with oligo dT priming, and amplified libraries were pooled and sequenced (100 bp paired end) on a NovaSeq 6000 machine. Raw sequence reads were aligned to the Oar_v4.0 (oviAri4) genome of the Texel sheep breed with STAR version 2.7.0e_0320 (https://github.com/alexdobin/STAR) (Dobin et al. 2013). Aligned reads were assigned to genomic features with featureCounts version 1.6.3 in the Subread package (http://subread.sourceforge.net/) (Liao et al. 2014). Gene expression analysis to identify differentially expressed genes (DEGs) was performed using edgeR version 3.34.1 (Chen et al. 2016). Genes were filtered by the default minimum count defined by library sizes and then normalized by tagwise dispersion. DEGs were filtered for those with a > 1.5 or < -1.5 fold change (log_2_ ± 0.58) and an adjusted p-value ≤ 0.01. For term animals where a large number of DEGs passed the p-value ≤ 0.01 filter and p-value ≤ 0.001 was also used. Data are deposited at GEO: GSE254376.

### Gene ontology analyses

DEGs were filtered to enrich for genes with a fold change ≥ 1.5 and negative binomial adjusted p-value ≤ 0.01 or ≤ 0.001 as specified. RNA-seq gene lists were read into gProfiler (version: e108_eg55_p17_39cdea3), or DAVID gene ontology program and database (DAVID 2021 v2023q1) for individual WT, *CFTR*^*−/−*^ time courses and WT vs *CFTR*^*−/−*^ at each time point, p ≤ 0.01; (Reimand et al. 2016; Raudvere et al. 2019; Huang et al. 2009; Sherman et al. 2022). RNA-seq gene lists for the same conditions at p ≤ 0.001 were read into gProfiler (version: e109_eg56_p17_1d3191d) and DAVID using the same version as above. gProfiler and DAVID were run with default parameters after selecting ‘*Homo sapiens*’ with Benjamini–Hochberg correction for multiple testing. *Ovis aries* DEG lists were run against *Homo sapiens* GO terms since the updated Oar_v4.0 genome is not currently incorporated into the database (June 2023) leading to fewer biological process results.

### Single-cell RNA sequencing (scRNA-seq)

#### Isolation of single cells from tissues

Tissues for scRNA-seq were from WT animals at 80-, 120- and 147 days (term) gestation, cloned *CFTR*^*−/−*^ animals at 80-, 120-days and term, and naturally bred *CFTR*^*−/−*^ lambs at 120 -days and term. For single cell isolation from fresh pancreas: ~ 300 mg of tissue was cut into 2–3 mm pieces and subjected to two rounds of digestion. First in 5 ml of collagenase solution (200 U/ml collagenase, 40 IU/ml DNAse I, 250 μg/ml soybean trypsin inhibitor (SBTI), (all from Worthington), 3 mM CaCl_2_), at 37 °C, with continuous stirring for 30–40 min. Alternatively, Roche Liberase TL (Millipore Sigma) containing 100 µg/ml collagenase was used. Tissue clumps were then disassociated by pipetting 10 times in a 5 ml serological pipette and left to settle for 3–4 min at which point the supernatant was collected and stored on ice as cell suspension 1. Second, 5 ml of fresh collagenase digestion solution as above was added to the settled tissue clumps remaining after the first digestion and again stirred at 37 °C for 30–40 min, at which point very little tissue debris remained. The supernatant (cell suspension 2) was pooled with cell suspension 1 and together passed through a cell strainer (200 µm, pluriSelect) to remove any tissue debris. The strained cell suspension was then centrifuged at 300×*g* for 5 min, washed once in HBSS (Sigma Aldrich) + 2% FBS and centrifuged again. 4 ml of 1 × Red Blood Cell Lysis Solution (Miltenyi Biotec 130-094-183) was added to the cell pellet which was vortexed for 5 s and then incubated for 5 min at room temperature. After 10 ml of HBSS with 2% FBS was added, the mixture was centrifuged at 300×*g* for 5 min and the supernatant was removed. The cell pellet was then digested with 3 ml of Accutase (Innovative Cell Technologies, #AT104) for 15–25 min with frequent gentle pipetting with a wide-bore pipette after which time cells were visualized under a microscope. If any cell clumps persisted these were collected by centrifugation and further digested with 3 ml of Accutase for an additional 10–15 min. Accutase was removed by washing the cells with 5 ml HBSS + 2% FBS, followed by centrifugation to collect the cells. The supernatant was discarded, and the cell pellet was resuspended in 0.5–1.0 ml HBSS, passed through a 20-µm mini cell strainer (pluriSelect) and cells counted.

### Single-cell RNA-sequencing analysis

A Approximately 3000–5000 cells were used for scRNA-seq using the 10 × Genomics Chromium Single Cell 3’ Reagent Kit v3, or v3.1. After quality control of both cDNA and final libraries using Tapestation, the libraries were sequenced on a NovaSeq 6000 machine. Reads were aligned to the Oar_v4.0/oviAri4 (Texel) genome using Cell Ranger 3.1.0. Cell-UMI matrices were exported into Seurat v4.0.3 (Hao et al. 2021) and filtered with the default parameters and a seed specified at 88, min.cells = 3, min.features = 200. Each dataset was then filtered with the following parameters: nFeature_RNA > 200, nFeature_RNA < 6000, percent.mt < 25. Ribosomal protein genes were also filtered out. Batch effect correction was then performed using 30 dimensions and 2000 anchor features. Cell neighbors were found using 10 dimensions and unsupervised clustering at a resolution of 0.06 for all tissues. 10 PCA dimensions were reduced using Uniform Manifold Approximation and Projection (UMAP). Seurat was also used to perform differential gene expression analysis using the receiver operating characteristic (ROC) method. Sequence data are deposited at GEO: GSE254376.

Pancreas samples were as follows with post-processing cell number in parentheses and are summarized in Table 1.

**Table 1:** Samples for scRNA-seq analysis

scRNA-seq ID/ (cell #)	Animal #	Genotype	Age	Cloned/natural
AXH033 (3171)	SF1501-1	WT	80d	Natural
AXH066 (1661)	SFWT194-1	*CFTR*^*+/−*^	80d	Natural
AXH067 (1885)	SFWT194-2	WT	80d	Natural
AXH068 (3694)	SFWT194-3	*CFTR*^*+/−*^	80d	Natural
AXH059 (2464)	SFY1722-1	*CFTR*^*−/−*^	80d	Cloned
AXH115 (3571)	SFP2050-1	*CFTR*^*−/−*^	80d	Cloned
AXH116 (3990)	SFP2050-2	*CFTR*^*−/−*^	80d	Cloned
AXH039 (3407)	SF1301-1	WT	120d	Natural
AXH040 (2589)	SF1301-2	WT	120d	Natural
AXH073 (6027)	SFWT1601-2	WT	120d	Natural
AXH079 (5637)	SFY1705A^a^	*CFTR*^*−/−*^	120d	Cloned
AXH080 (4101)	SFY1705B^a^	*CFTR*^*−/−*^	120d	Cloned
AXH121 (2812)	SFY1905-1	*CFTR*^*−/−*^	120d	Cloned
AXH122 (1612)	SFY1905-2	*CFTR*^*−/−*^	120d	Cloned
AXH127 (3629)	SFP2077	*CFTR*^*−/−*^	120d	Cloned
AXH130 (5186)	SFCF2502-1	*CFTR*^*−/−*^	120d	Natural
AXH131 (4462)	SFCF2502-2	*CFTR*^*−/−*^	120d	Natural
AXH036 (2090)	SF173-1	WT	Term	Natural
AXH092 (11676)	SFWT2011-1	WT	Term	Natural
AXH136 (4009)	SFWT2281	WT	Term	Natural
AXH139 (4176)	SFWT1615	WT	Term	Natural
AXH087 (5993)	CF2103A^a^	*CFTR*^*−/−*^	Term	Natural
AXH088 (6490)	CF2103B^a^	*CFTR*^*−/−*^	Term	Natural
AXH112 (6403)	SFCF2114	*CFTR*^*−/−*^	Term	Natural
AXH142 (3452)	SFP2058A^a^	*CFTR*^*−/−*^	Term	Cloned
AXH143 (3502)	SFP25058B^a^	*CFTR*^*−/−*^	Term	Cloned

^a^Denotes 2 separate samples from one animal

B. *Pseudotime analysis* was performed in R (version 4.4.0) using the Monocle3 package (version 1.4.17) (https://cole-trapnell-lab.github.io/monocle3). Eleven  wild type (WT) (4 at 80-days, 3 at 120-days of gestation and 4 at term) and thirteen *CFTR*^*−/−*^ (3 at 80-days, 5 at 120-days of gestation and 5 at term) samples were separately run through the same pipeline.
  For each of the samples, contents of the *filtered_gene_bc_matrices* directory of the *cellranger count* command were used as an input and converted to a Monocle3 object using the *load_mm_data* command. Then samples for each of the runs (WT or *CFTR*^*−/−*^) were combined, the resulting object normalized by log and size factor, and the lower dimensional space calculated using the PCA method. The number of principal components (PC) to use in downstream analysis was found using an elbow plot, resulting in 25 PC used for both WT and *CFTR*^*−/−*^ samples.

The samples were consequently “aligned” to compensate for batch effects using *align_cds* command and UMAP reduced dimensions calculated. Clustering was then performed using the *cluster_cells* command with a resolution of 1e-6 and 10 nearest neighbors for WT and 1e−5 and 20 nearest neighbors for *CFTR*^*−/−*^ and “trajectory” of gene expression change (pseudotime trajectory) found using the *learn_graph* command with default arguments, thus learning a disjointed graph in each partition.

To find pseudotime start points, starting principal points (root principal nodes) were manually identified by picking root nodes in each partition with the largest number of earlier gestation time point cells surrounding them. Then, cells were ordered in pseudotime using the found principal nodes using the *order_cells* command.

### Statistics

Statistical methods are built into the single-cell analysis pipelines as described above.

### Study approval

All animal studies were approved and monitored by the Institutional Animal Care and Use Committee (IACUC) at Utah State University (IACUC protocol # 10089) and conformed to the National Institute of Health guidelines.

## Results

### Developmental transcriptome of WT and *CFTR*^*−/−*^ sheep pancreas

We showed a distinct pattern of histological changes in the ovine *CFTR*^*−/−*^ pancreas by 80 days gestation (Van Wettere et al. 2022). At term the pancreas shows acinar atrophy with stromal collapse, loss of acinar tissue, and also dilation of acini and intralobular ducts with mucus (Fig. S1B). 

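Bulk RNA-seq of pancreas tissue was analysed from 20 libraries, with 2 WT and 2 CFTR−/− animals at each of 65, 80, 100 and 120 days of gestation and at term (147 days). The 50-day samples were not analysed here. The deposited labels give 1 animal label to both WT animal 1 at 65 days and CFTR−/− animal 2 at 100 days, which was not resolved, and libraries were grouped by their genotype and age labels. The CFTR−/− animals were cloned by somatic cell nuclear transfer, in which the nucleus of a donor cell replaces that of an egg, from a male American Romney fetal fibroblast line targeted in exon 2 of CFTR, while WT animals were bred. The authors isolated RNA with TRIzol, primed cDNA synthesis with oligo dT, and sequenced 100 bp paired-end reads on a NovaSeq machine. They aligned the reads to the Oar_v4.0 assembly of the Texel sheep genome with STAR and assigned them to genes with featureCounts. The deposited values are whole-number counts of reads for 24478 genes, without normalization, in 1 table of the WT libraries, 1 of the CFTR−/− libraries and 1 of all 20. Total counts ranged from 58758258 to 64397668 per WT library (median 61745219) and from 23171353 to 64947692 per CFTR−/− library (median 60135019.5). The shallowest libraries were those of CFTR−/− animal 2 at 100 days, with 35973948 counts, and CFTR−/− animal 2 at term, with 23171353. After normalization for library size by edgeR's TMM method, 1 count was worth between 0.0101 CPM (counts per 1000000) in CFTR−/− animal 2 at 65 days and 0.0805 CPM in CFTR−/− animal 2 at term. The 10 most abundant genes took 8.84% to 49.7% of a library's counts, and the locus LOC101117443 alone took 2.33% to 33.2% in all libraries but CFTR−/− animal 2 at 100 days, where EEF1A1 led with 1.43%. Differences between groups were tested with edgeR's quasi-likelihood F-test, in which the spread of each gene is shared over all groups of the table. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p of at most 0.01 and a log2 fold change of at least 0.58 in either direction. An exact permutation test of 2 animals against 2 cannot give a two-sided p under 0.333, so the CPM of both animals are given below, animal 1 before animal 2, in place of a mean and SD. All CPM come from the table of all 20 libraries, while changes with age within a genotype were tested in that genotype's own table. Choices that could change the values include the normalization, the filter on low counts, the test and each single library.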

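The targeted gene itself, CFTR, lies on chromosome 4 from 50644000 to 50864925 of Oar_v4.0. Its transcript was counted in CFTR−/− animals at levels that did not differ detectably from WT. The log2 fold change of CFTR−/− over WT was 0.48 at 65 days (SE 0.36, edgeR, Benjamini-Hochberg adjusted p 0.713) and 0.37 at 80 days (SE 0.36, adjusted p 1). It was -0.12 at 100 days (SE 0.36, adjusted p 0.913), 0.07 at 120 days (SE 0.36, adjusted p 1) and -0.30 at term (SE 0.38, adjusted p 0.653). At 100 days the value was 0.03 without CFTR−/− animal 1 and 0.09 without WT animal 2, and at 120 days -0.62 without CFTR−/− animal 2 and -0.29 without WT animal 2, so the sign at these ages changed when any 1 of these animals was left out.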

To examine the initiating events, RNA-seq was performed on pancreatic tissues (the region as defined in Fig. S1A) from WT and *CFTR*^−/−^ animals (2 of each) at 50, 65, 80, 100, 120-day animals during gestation and 147-day (term). Principal component analysis (PCA) of RNA-seq data is shown in Fig. S2, where samples are largely seen to cluster by developmental time point. 

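Principal components were computed from log2 CPM (prior count 2) of the 19522 genes kept in the table of all 20 libraries. PC1 held 24.6% of the variance and PC2 20.5%. Of the variance of PC2, 59.7% lay between ages (permutation test over the 20 libraries, 100000 permutations, p = 0.0016) and 4.54% between genotypes (p = 0.397). The animals of a group correlated at 0.867 to 0.971 in log2 CPM (Pearson, across genes, which are not independent replicates). The lowest values were those of WT at 120 days (0.867) and CFTR−/− at 100 days (0.876). On the plane of the first principal components the animals of a group lay 10.1 apart in WT at 65 days, 184 in CFTR−/− at 100 days and 196 in WT at 120 days. With only the 500 most variable genes, the alternative that moved it most, PC1 held 32.7% of the variance.

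**Figure D1:**
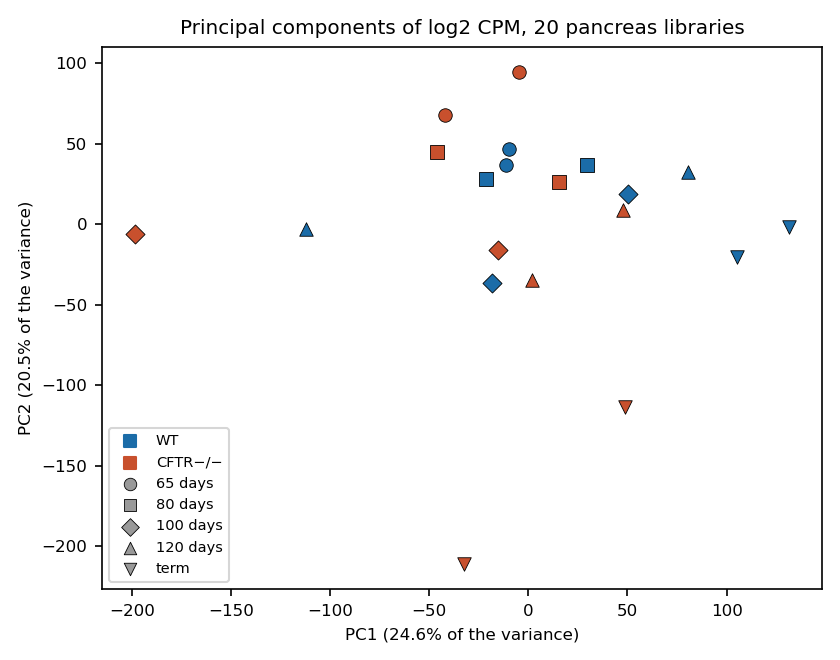
Scores of the 20 libraries on the first principal component (horizontal axis, 24.6% of the variance) and the second (vertical axis, 20.5%), computed from log2 CPM. Each point is 1 animal, WT in blue and CFTR−/− in red, and CFTR−/− animal 2 at 100 days (score -199 on PC1) and WT animal 2 at 120 days (-112) lie at the left of the plot.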

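Of the variance along PC1, 25.3% lay between the 5 ages (permutation test with 100000 permutations, two-sided, p = 0.328) and 9.9% between WT and CFTR−/− animals (p = 0.181), so neither share exceeded what shuffled labels gave. In WT the scores on this component were -11.4 and -9.78 at 65 days, -21.5 and 29.8 at 80 days, -18.4 and 50.3 at 100 days, 80.4 and -112 at 120 days, and 132 and 105 at term. In CFTR−/− animals they were -41.8 and -4.53 at 65 days and 48.9 and -32.4 at term. Among the alternative settings the share between ages was highest with the 500 most variable genes, at 40.05%. It was lowest with a prior count of 0.5, at 16.41%.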

The predominant principal component was defined by the progression along the time course. 

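Beside the CFTR−/− animal with a PC1 score of -199 at 100 days and the WT animal with -112 at 120 days, the next lowest score of the 20 libraries was -45.8, in CFTR−/− animal 2 at 80 days. The other animal of each group scored -15.2 and 80.4. The median gene differed by 0.798 in log2 CPM between the WT animals at 120 days and by 0.681 between the CFTR−/− animals at 100 days, against 0.275 to 0.647 between the animals of the other 8 groups.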

Two outliers on the PCA plot (d120 WT 2 and *CFTR*^*−/−*^ (CF) d100 2) may be accounted for by minor differences in the cellularity of the tissue and/or in the RIN (RNA integrity) value of RNA samples. Not surprisingly given the profound tissue destruction in the *CFTR*^*−/−*^ term pancreas, the RIN values were slightly lower than those of WT pancreas RNA samples, but still met criteria for RNA-seq (~ RIN > 7).

### Differentially expressed genes through gestation in WT sheep pancreas

First, to establish the normal course of gene expression through development we conducted pairwise comparisons of differentially expressed genes (DEGs) between each time point of gestation in WT sheep pancreas (Table S1). 

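Each age was compared with the one before it in the 10 WT libraries, over the 18714 genes kept by edgeR's filterByExpr (minimum count 10, minimum total count 15). Before use, the test was run on simulated counts with the means and library sizes of these animals, in which 200 genes had been changed by known fold changes. It recovered 28% of them between 65 and 80 days and 20% between 120 days and term. Of the genes changed 8-fold it recovered 65.6% and 52.5%, of those changed 4-fold 22.2% and 12.5%, and of those changed 2-fold 0%. In these simulations 2 animals per age thus missed most 4-fold and all 2-fold changes.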

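The number of genes that pass depends on whether p-values are adjusted for multiple testing. At an unadjusted p of 0.01 with the same limit on the fold change, edgeR's quasi-likelihood test gave 68 genes between 65 and 80 days, 118 between 80 and 100 days, 191 between 100 and 120 days and 1898 between 120 days and term. A test against a fold change of 1.5 (edgeR's glmTreat) at the same unadjusted p gave 19, 49, 84 and 1062.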

DEGs were identified using a p-value filter of ≤ 0.01 and log_2_fold change of ± 0.58 (± 1.5 fold change). We compared 65 days to 80 days, 80 days to 100 days, 100 days to 120 days, and 120 days to term. Gene Ontology (GO) process enrichment analysis was then performed using DAVID and g:Profiler on the upregulated and downregulated genes across gestation to determine processes that change with time. For all analyses the sheep DEGs were compared to human GO processes rather than sheep as the latter are not well annotated in databases. Where possible sheep LOCs (assigned to Gene IDs before orthologs of the gene were identified) were manually converted to equivalent human loci, though some were lost in the GO analysis. First, we considered GO processes identified from the list of all DEGs at each time point and then separately upregulated and downregulated DEGs (Table S2A). Between 65 and 80 days gestation there were very few significant DEGs and no associated biological processes called by either DAVID or g:Profiler. 

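Between 65 and 80 days edgeR's quasi-likelihood test called 0 genes, and the smallest adjusted p was 0.359. At an unadjusted p under 0.05 there were 407 genes, 2.175% of those tested, fewer than the share that chance gives. DESeq2's Wald test and edgeR's likelihood ratio test each called 3. The expression of 7226 genes (38.61%) did not overlap between the ages, where chance gives 33.3% for independent animals.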

Between 80 and 100 days both programs identified biological processes associated with the unfolded protein response, which were driven by few upregulated genes including homocysteine inducible ER protein with ubiquitin like domain 1 (*HERPUD1*), heat shock protein family A (Hsp70) member 6 (*HSPA6*), BAG cochaperone 3 (*BAG3*) and DnaJ heat shock protein family (Hsp40) member B1 (*DNAJB1*) in DAVID, and more genes associated with response to stress/response to stimulus in g:Profiler. 

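The edgeR quasi-likelihood test called 0 genes between 80 and 100 days, with 586 at an unadjusted p under 0.05, against 20 by DESeq2's Wald test and 12 by edgeR's likelihood ratio test. HERPUD1, on chromosome 14 from 24326126 to 24337298 of Oar_v4.0, rose from 81.1 and 85 CPM at 80 days to 271 and 218 CPM at 100 days, a log2 fold change of 1.56 (SE 0.28, edgeR, Benjamini-Hochberg adjusted p 0.894). HSPA6 rose from 3.29 and 2.37 to 55.3 and 32.2 CPM, a change of 3.95 (SE 0.66, edgeR, Benjamini-Hochberg adjusted p 0.759). BAG3 rose from 8.51 and 10.1 to 35.4 and 21.3 CPM and DNAJB1 from 54.4 and 56 to 182 and 201 CPM, with log2 fold changes of 1.61 and 1.79 and adjusted p-values of 1 (edgeR). For all 4 genes both 100-day animals lay above both 80-day animals. A list of heat shock genes fixed before the counts were read was higher at 100 days in 18 of 19 genes, with a median log2 fold change of 0.59 (limma, adjusted p 2e-16 by camera and 0.49 by fry). Both p-values are adjusted over 266 tests of lists. Camera presets the correlation between genes, and fry, a rotation test, does not. When adjusted over the list alone, 1 of its genes passed, and over all genes 0 did. A list of unfolded protein response genes was higher in 28 of 30 genes, with a median of 0.59 (limma, adjusted p 9.15e-14 by camera and 0.261 by fry). The paper names 3 genes of the heat shock and 5 of the unfolded protein response list.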

Between 100 and 120 days a somewhat larger DEG list identified inflammatory response, positive regulation of interleukin-8 production, and positive regulation of the I-kappaB kinase/NF-kappaB signaling biological processes in DAVID (Fig. 1A). Though marked upregulation of some inflammatory markers such as complement 4A (*C4A*) (see volcano plot in Fig. 1C) was seen in both 120-day animals, others such as fatty acid synthase (*FASN*) and S100 calcium bonding protein A12 (*S100A12*) were particularly strongly upregulated in one animal. 

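Between 100 and 120 days edgeR's quasi-likelihood test called 0 genes, with 1362 at an unadjusted p under 0.05, while DESeq2's Wald test called 46 and the likelihood ratio test 15. With WT animal 1 at 120 days left out it called 31 genes, 29 of them higher at 120 days, and with animal 2 left out 2. The gene named C4A (LOC101123419) had 7.84 and 12.3 CPM at 100 days and 42.1 and 44.4 CPM at 120 days, a log2 fold change of 2.10 (SE 0.45, edgeR, Benjamini-Hochberg adjusted p 0.659). Complement C4 genes have near-identical copies, between which the counting could have split reads. FASN had 34.5 and 40 CPM at 100 days and 77.3 and 147 CPM at 120 days, a change of 1.59 (SE 0.34, edgeR, Benjamini-Hochberg adjusted p 0.659). S100A12 (LOC101103771) had 0.106 and 0.0614 CPM at 100 days, from 5 and 4 counts, and 0.368 and 48 CPM in the 120-day animals, so that its log2 fold change of 8.19 (SE 2.01, adjusted p 0.659) rested on animal 2. A fit without animal 1 compares animal 2 alone with the 100-day animals, so it holds no spread of 120-day animals.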

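ADIPOQ, on chromosome 1 from 198460186 to 198473290 of Oar_v4.0, was counted at 12.5 and 175 CPM in the WT animals at 120 days, against 0.0426 and 0.23 CPM at 100 days, where it had 2 and 15 counts. The log2 fold change was 9.28 (SE 1.28, edgeR, Benjamini-Hochberg adjusted p 0.248). ADIPOQ was thus raised in both 120-day animals and most in animal 2. A fit with animal 1 left out rests on animal 2 alone, so its p-value is not given.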

Of note pancreatic tissue from the same animal had abundant expression of the adiponectin, C1Q and collagen domain containing (*ADIPOQ*) gene, which is thought to be expressed exclusively in adipocytes, suggesting adipose tissue contamination of this sample. Using the same DEG list, g:Profiler identified 11 biological processes the most significant of which were response to stimulus, response to stress, response to chemical, and inflammatory response (Fig. 1B). Since a large number of DEGs were observed between 120 days and term pancreas with the p-value ≤ 0.01 filter (see volcano plot in Fig. 1F) we increased the stringency for this comparison to a p-value ≤ 0.001 filter (Table S2B). 

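Between 120 days and term edgeR's quasi-likelihood test called 2 genes in WT. PSAT1, on chromosome 2 from 58139556 to 58167245, rose from 20.6 and 15.4 CPM to 266 and 319 CPM, a log2 fold change of 4.02 (SE 0.26, edgeR, Benjamini-Hochberg adjusted p 0.00144). C3H2orf40 fell from 29.9 and 44 CPM to 3.85 and 3.11 CPM, a log2 fold change of -3.41 (SE 0.29, edgeR, Benjamini-Hochberg adjusted p 0.00946), and without WT term animal 2 its adjusted p was 0.0149. At an unadjusted p under 0.05 there were 4685 genes, 25% of those tested. DESeq2's Wald test called 1677 genes and edgeR's likelihood ratio test 840, and at an adjusted p of 0.05 the quasi-likelihood test called 504. Of the single libraries left out, WT animal 1 at 120 days moved the count most. Without it the count was 1148, without animal 2 at 120 days 6, and without term animals 1 and 2 in turn 64 and 17. Each of these fits leaves 1 animal at an age. Without animal 1 the 120-day group is animal 2 alone, which lay apart on the first principal component. When all 20 libraries shared 1 estimate of the spread, 133 genes were called.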

The most significant biological processes identified by DAVID included, endoplasmic reticulum (ER) unfolded protein response (UPR)/response to unfolded protein (Fig. 1C, upregulated genes), oxygen/nitric oxide transport, and positive regulation of cell division (Fig. 1E, downregulated genes). Except for *HERPUD1*, the DEGs driving the UPR processes were different from those seen in the same pathways identified between 80 and 100 days and included *HSPA5,* activating transcription factor 6 (*ATF6*), *DNAJC3* and cAMP responsive element binding protein 3 Like 3 (*CREB3L3*) all of which were greatly upregulated (Fig. 1F). 

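HERPUD1 rose from 141 and 117 CPM at 120 days to 888 and 1324 CPM at term, a log2 fold change of 3.10 (SE 0.29, edgeR, Benjamini-Hochberg adjusted p 0.0108). HSPA5 rose from 817 and 697 to 2609 and 8873 CPM, a change of 2.92 (SE 0.58, edgeR, Benjamini-Hochberg adjusted p 0.0411). DNAJC3, ATF6 and CREB3L3 had log2 fold changes of 2.21, 1.67 and 3.02 with adjusted p-values of 0.0218, 0.0241 and 0.0221 (edgeR). DNAJC3 had 155 and 81.5 CPM at 120 days and 551 and 546 CPM at term, ATF6 52.4 and 32.2 CPM and 117 and 153 CPM, and CREB3L3 8.73 and 9.06 CPM and 57.5 and 86.8 CPM. None of the 5 genes passed the adjusted p of 0.01. Some of them passed it in fits with 1 animal left out, but such a fit holds no spread of animals at that age. The 30 tested genes of the unfolded protein response list were all higher at term, with a median log2 fold change of 1.60 (limma, adjusted p 7.24e-24 by camera and 0.027 by fry). With p-values adjusted over the list alone, 19 of them passed, against 0 over all genes. Their summed CPM, as a percentage of 1000000, was 0.633% and 0.586% in the 120-day animals and 1.47% and 3.58% in the term animals.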

ER stress is known to activate the cleavage of CREB3L3 (previously CREBH), which in turn initiates an acute inflammatory response (Zhang et al. 2006). The DEGs driving the oxygen/nitric oxide transport pathways were hemoglobin subunits, all of which were substantially downregulated at birth, as were the growth factors associated with the positive regulation of cell division process. These included midkine (*MDK*), platelet derived growth factor (*PDGFC*), pleiotropin (*PTN*) and fibroblast growth factor receptor 2 (*FGFR2*). g:Profiler also identified response to UPR as the most significant biological process from the 120 day to term DEG list (upregulated genes, Fig. S3A), but also multiple processes of cell communication and morphogenesis (downregulated genes Fig. S3B). 

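The hemoglobin subunit HBA1 (LOC101108797) lies on chromosome 24 from 154453 to 155251 of Oar_v4.0. It fell from 416 and 3404 CPM at 120 days to 2.02 and 4.22 CPM at term, a log2 fold change of -9.24 (SE 1.08, edgeR, Benjamini-Hochberg adjusted p 0.0152). HBB (LOC101105437) fell from 93.4 and 616 CPM to 3.68 and 3.2 CPM, a change of -6.69 (SE 0.98, edgeR, Benjamini-Hochberg adjusted p 0.022). Both 120-day animals lay above both term animals, but animal 2 at 120 days had several times the CPM of animal 1. A fit without animal 1 or without animal 2 rests the 120-day level on 1 animal, so its p-values are not given. Globin genes have near-identical copies, between which the counting could have split reads. In a list of erythroid genes 13 of 14 were lower at term (limma, adjusted p 1.02e-12 by camera and 0.175 by fry). Adjusted over the list alone 12 of them passed, and over all genes 0 did. The summed CPM of the list was 0.0553% and 0.42% of 1000000 at 120 days and 0.00261% and 0.00413% at term.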

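MDK fell from 61.3 and 152 CPM at 120 days to 5.97 and 4.13 CPM at term, a log2 fold change of -4.41 (SE 0.51, edgeR, Benjamini-Hochberg adjusted p 0.0152). PTN fell from 148 and 257 CPM to 26 and 18.8 CPM, a change of -3.18 (SE 0.35, edgeR, Benjamini-Hochberg adjusted p 0.0152). PDGFC had 12.7 and 22 CPM at 120 days and 4.89 and 4.55 CPM at term, and FGFR2 had 26.9 and 18.4 CPM and 6.72 and 5.83 CPM. Their log2 fold changes were -1.88 and -1.85, with adjusted p-values of 0.0354 and 0.0339 (edgeR). Each of the 4 genes was lower in both term animals than in both 120-day animals. None of them passed the adjusted p of 0.01 with all animals. A fit without WT animal 1 at 120 days would rest that age on animal 2 alone.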

Thirty-five DEGs were associated with the anatomical structure morphogenesis biological process (Table S2B). It is notable that we did not detect biological processes of acinar development or acinar cell differentiation in the developmental time course of WT lambs. This may be due to these processes being well established by 65 days gestation, as evidenced by high levels pancreatic enzyme gene transcripts.

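At 65 days the WT animals already had 1157 and 1092 CPM of PRSS2 (LOC101112559), 2033 and 1399 CPM of CELA3B (LOC101103454) and 4095 and 3040.0 CPM of CEL. The 17 acinar genes of a fixed list that are in the tables summed to 2.37% and 2.27% of 1000000 CPM. Several of these genes belong to families of near-identical copies, such as the trypsinogens and elastases, between which the counting could have split reads.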

**Fig. 1:**
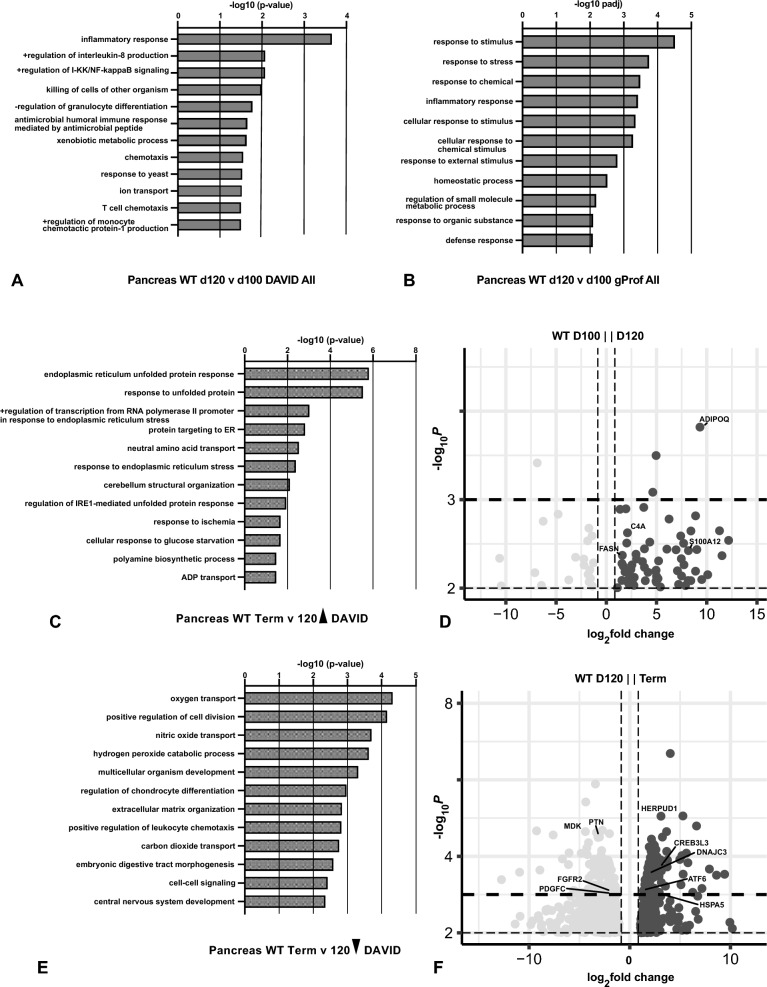
Gene ontology process enrichment analyses of differentially expressed genes between gestational time points in WT sheep pancreas. Differentially expressed genes (DEGs) were filtered to enrich for genes with a fold change ≥  ± 1.5 and Benjamini–Hochberg adjusted p-value ≤ 0.01 for all samples except term where a p-value of ≤ 0.001 was used. Gene ontology analysis by DAVID (**A**, **C**, **D**) or gProfiler (**B**) and up to the top 20 biological processes (BP) are shown. A, B, BP from all DEGs (20 downregulated and 61 upregulated) at 120 days compared to 100 days; **C** BP from genes (399) upregulated at term compared to 120 days; **E** BP from genes (656) downregulated at term compared to 120 days. **D**, **F** Volcano plots (− log_10_ p-value against log_2_ fold change) show DEGs between WT pancreas tissue at (**D**) 100 days and 120 days, and (**F**) 120 days and term. Genes noted in the results are marked

### Differentially expressed genes through gestation in* CFTR*^*−/−*^sheep pancreas

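In the CFTR−/− libraries edgeR's quasi-likelihood test called 0 genes between 65 and 80 days and 0 between 80 and 100 days. At an unadjusted p under 0.05 there were 1106 and 1341 genes in CFTR−/− animals, against 407 and 586 in WT. DESeq2's Wald test called 15 and 7 genes in CFTR−/− animals, and 3 and 20 in WT. The difference between the genotypes in these changes was tested as an interaction over 19522 genes. No gene passed for either step, with 481 genes from 65 to 80 days and 602 from 80 to 100 days at an unadjusted p under 0.05 (edgeR, DESeq2 not run).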

Compared to WT pancreas tissue, many more DEGs were identified between early gestational time points in the *CFTR*^*−/−*^ sheep (Table S3). Since the pancreas is very small and not always clearly identified at 50 days gestation, we started our transcriptomic analysis at 65 days as for WT animals. First performing gene ontology analysis on DEGs between 65 and 80 days using a p-value ≤ 0.01 filter identified many biological processes although many of them were driven by a small number of genes (Table S4, Fig. 2A, B). 

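The 18737 genes kept in the CFTR−/− table included none that edgeR called between 65 and 80 days, where the smallest adjusted p was 0.327 and the likelihood ratio test called 7. At an unadjusted p of 0.01 with the limit on the fold change, 232 genes passed, 81 higher and 151 lower at 80 days. Leaving out CFTR−/− animal 1 at 65 days gave 8 calls, all lower at 80 days. In simulated data for this comparison the test recovered 30% of the changed genes and 0% of those changed 2-fold, so 0 calls cannot show that few genes changed. The simulation gave a gene the same dispersion in all groups, while the real pairs of animals differed in spread. The real recovery may therefore differ.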

Extracellular matrix organization was a biological process associated with down regulation of collagens (*COL11A1* and *COL5A3*), fibulin 2 (*FBLN2*), matrilin (*MATN2*), and matrix metalloprotease 14 (*MMP14*) genes among others between 65 and 80 days (see volcano plot in Fig. 2D). 

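COL11A1 fell from 28.2 and 31.2 CPM at 65 days to 7.13 and 9.7 CPM at 80 days, a log2 fold change of -1.82 (SE 0.38, edgeR, Benjamini-Hochberg adjusted p 0.551). MATN2 fell from 112 and 109 to 25 and 45.6 CPM, a change of -1.65 (SE 0.34, edgeR, Benjamini-Hochberg adjusted p 0.543). For COL5A3, FBLN2 and MMP14 the log2 fold changes were -1.40, -1.63 and -1.65, with SEs of 0.33, 0.36 and 0.40 and adjusted p-values of 0.677, 0.677 and 0.677 (edgeR). All 5 genes were lower in both 80-day animals than in both 65-day animals, and none passed the adjusted p of 0.01. In a fixed list of stromal genes 22 of 22 were lower at 80 days, with a median log2 fold change of -1.11 (limma, adjusted p 6.47e-23 by camera and 0.4 by fry). This list holds 8 genes that the paper names.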

Significant down regulation of fibronectin (*FN1*), fibrinogen beta (*FGB*) and alpha (*FGA*) chains and plasminogen (*PLG*) between 65 and 80 days caused the biological processes of blood coagulation to be identified by DAVID (Fig. 2A). However, although *FN1* showed a reduction in both animals the *FGB*, *FGA* and *PLG* levels represent extremely high levels of these clotting factors in only one animal at 65 days. 

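FN1 had 236 and 253 CPM in the 65-day CFTR−/− animals and 34.7 and 56 CPM in the 80-day animals, a log2 fold change of -2.43 (SE 0.64, edgeR, Benjamini-Hochberg adjusted p 0.702). FGB had 6.31 and 225 CPM at 65 days and 6.28 and 7.38 CPM at 80 days, FGA 1.35 and 123 CPM at 65 days and 0.515 and 1.17 CPM at 80 days, and PLG 0.111 and 35 CPM and 0.0792 and 0 CPM. The log2 fold changes of FGB, FGA and PLG were -4.07, -6.20 and -8.72, with SEs of 1.14, 1.38 and 2.07 and adjusted p-values of 0.749, 0.543 and 0.677 (edgeR). Without CFTR−/− animal 2 at 65 days they were 0.11, -0.69 and -1.45.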

Biological processes identified by both GO platforms also included regulation of hormone/peptide hormone secretion which in g:Profiler (Fig. 2B) were associated with up regulation of secretogranin 5 (*SCG5*), cellular communication network factor 3 (*CCN3/NOV*), free fatty acid receptor 3 (*FFA3R*), serine peptidase inhibitor Kazal type 1 (*SPINK1*) and gastric inhibitory peptide (*GIP*) (Fig. 2D). 

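SCG5 rose from 84 and 146 CPM at 65 days to 361 and 338 CPM at 80 days, a log2 fold change of 1.61 (SE 0.30, edgeR, Benjamini-Hochberg adjusted p 0.543). GIP rose from 1.86 and 7.29 to 16.1 and 86 CPM, a change of 3.46 (SE 0.86, edgeR, Benjamini-Hochberg adjusted p 0.677), and FFAR3 from 2.83 and 4.07 to 14.2 and 9.66 CPM, a change of 1.79 (SE 0.46, edgeR, Benjamini-Hochberg adjusted p 0.677). The gene listed as NOV had 15.7 and 34.6 CPM at 65 days and 2.32 and 4.26 CPM at 80 days, a log2 fold change of -2.93 (SE 0.70, edgeR, Benjamini-Hochberg adjusted p 0.677). In a fixed list of endocrine genes 31 of 32 were higher at 80 days, with a median log2 fold change of 1.50 (limma, adjusted p 7.16e-32 by camera and 0.368 by fry). When adjusted over the list alone, 3 of them passed, and over all genes 0.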

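SPINK1, on chromosome 5 from 56437361 to 56444215 of Oar_v4.0, had 76.2 and 58.3 CPM in the CFTR−/− animals at 65 days and 230.2 and 257 CPM at 80 days, a log2 fold change of 1.86 (SE 0.50, edgeR, Benjamini-Hochberg adjusted p 0.702). In WT the same gene had 263 and 231 CPM at 65 days and 246 and 185 CPM at 80 days.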

Of particular interest is the upregulation of *SPINK1,* which encodes a trypsin inhibitor protein that is secreted from pancreatic acinar cells and prevents premature activation of pancreatic zymogen granules by trypsin (Greene et al. 1976). Also of note, GIP stimulates insulin secretion (Dupre et al. 1973). 

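In CFTR−/− animals edgeR's quasi-likelihood test called 0 genes between 80 and 100 days, the smallest adjusted p being 0.686. The likelihood ratio test called 2, DESeq2's Wald test 7, and 7.16% of the genes tested, or 1341, had an unadjusted p under 0.05. Without CFTR−/− animal 1 at 100 days the count was 105, 60 of them higher and 45 lower at 100 days.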

Between 80- and 100-days gestation the biological processes identified are largely based on a small number of DEGs and are of rather low significance. The most significant in the DAVID analysis (Fig. S4A) are response to hypoxia, negative regulation of transcription from RNA polymerase II promoter, and positive regulation of cell migration. In g:Profiler only 3 processes are called including regulation of biological processes/biological regulation and regulation of response to stimulus, though again the statistical significance is low. Next comparing day 120 to day 100 *CFTR*^*−/−*^ pancreas, although twenty biological processes were identified by DAVID from the list of DEGs, including B cell differentiation and adaptive immune response, most of these included only a few genes and the DEG list was biased by one 100-day animal which had particularly high expression of multiple genes in these pathways (Fig. S4B). None of these processes were identified by g:Profiler. In addition to the immune response processes, down regulated genes identified potassium ion transport as a significant process in DAVID, and this was also an artifact of high gene expression in the same 100-day animal. 

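Between 100 and 120 days in CFTR−/− animals, 0 genes were called by edgeR's quasi-likelihood test, 2412 had an unadjusted p under 0.05, and DESeq2's Wald test and the likelihood ratio test called 13 and 1. Without CFTR−/− animal 1 at 100 days the count was 744, and without animal 2 it was 0. In a fixed list of lymphoid genes, 23 of 24 were lower at 120 days (limma, adjusted p 1.13e-07 by camera and 0.61 by fry). The list summed to 0.00324% of 1000000 CPM in animal 1 at 100 days and 0.0556% in animal 2, and to 0.00446% and 0.00336% in the 120-day animals. Within the 100-day pair 23 of the 24 genes were higher in animal 2.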

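From 120 days to term in CFTR−/− animals edgeR's quasi-likelihood test called 0 genes, with 1473 at an unadjusted p under 0.05 and a smallest adjusted p of 0.123. DESeq2's Wald test called 141 genes, 100 of them lower at term, and edgeR's likelihood ratio test 92, 78 of them lower. With only the 4 libraries compared in the fit, 3 genes were called, and with CFTR−/− term animal 1 left out, 2. In simulated data for this comparison 22.5% of the changed genes were recovered.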

The relatively large number of biological processes (~ 50) identified from DEGs between 120 days and term when using the same p-value ≤ 0.01 filter that we employed at earlier time points encouraged us to again use a more stringent filter of p-value ≤ 0.001. However, unlike in WT pancreas across this development time period very few biological processes reached significance in the gene ontology analysis (data not shown) and were driven by a small number of genes. Considering the processes called from DEGs at p-value ≤ 0.01 (Fig. 2C, D), and then separating those associated with upregulated and downregulated genes, among the most significant in DAVID are apoptosis, response to hypoxia and regulation of blood pressure (upregulated genes, Fig. 2C), and cell adhesion/extracellular matrix (ECM) organization, response to hydrogen peroxide, ephrin receptor signaling and cell division (downregulated genes, Fig. 2E). 

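All 31 tested genes of a fixed list of mitosis genes were lower at term than at 120 days in CFTR−/− animals, with a median log2 fold change of -0.84 (limma, adjusted p 5.79e-17 by camera and 0.134 by fry). Their summed CPM was 0.0448% and 0.0422% of 1000000 at 120 days and 0.026% and 0.017% at term. In the list of stromal genes all 22 were lower at term, with a median of -0.94 (limma, adjusted p 1.83e-09 by camera and 0.46 by fry). Neither list passed fry. With p-values adjusted over the list alone, 1 of the stromal genes and 0 of the mitosis genes passed, and over all genes 0 of either list.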

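VCAN had 22.9 and 14.6 CPM in the CFTR−/− animals at 120 days and 4.29 and 4.1 CPM at term, a log2 fold change of -2.15 (SE 0.62, edgeR, Benjamini-Hochberg adjusted p 0.455). POSTN fell from 237 and 204 CPM to 25.3 and 37.3 CPM, a change of -2.83 (SE 0.50, edgeR, Benjamini-Hochberg adjusted p 0.34). HMOX1, an enzyme that breaks down heme, had 18.5 and 12.3 CPM at 120 days and 5.16 and 2.98 CPM at term, a change of -1.84 (SE 0.51, edgeR, Benjamini-Hochberg adjusted p 0.453). Each of these genes was lower in both term animals than in both 120-day animals. The locus LOC105601985, which the CPM of Table S3 match to the name SIGLEC14, had 41 and 23 counts at 120 days, or 0.711 and 0.456 CPM, and 0 counts in both term animals. Against a limit of 3 counts per library it was at least 1.89-fold lower at term in any pair of animals (edgeR, Benjamini-Hochberg adjusted p 0.681). Another locus given that name in the supplementary tables, LOC101106242, had 1.59 and 2.36 CPM at 120 days and 0 and 1.69 CPM at term (adjusted p 0.751).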

Significant downregulated genes driving the ECM organization process include versican (*VCAN*), periostin (*POSTN*) and sialic acid binding Ig like lectin 14 (*SIGLEC14*) while heme oxygenase 1 (*HMOX1*) contributes to the response to hydrogen peroxide process (see volcano plot in Fig. 2F). Of note, a repression of cell division between 120 days and term was also seen during our previous analysis of sheep lung development (Kerschner et al. 2023). 

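CASP9, on chromosome 12 from 49990944 to 50029451 of Oar_v4.0, rose from 17.8 and 30.1 CPM in the 120-day CFTR−/− animals to 119.9 and 107 CPM at term, a log2 fold change of 2.25 (SE 0.31, edgeR, Benjamini-Hochberg adjusted p 0.123). NR4A1 rose from 4.3 and 8.12 to 37.4 and 25.1 CPM, a change of 2.35 (SE 0.48, edgeR, Benjamini-Hochberg adjusted p 0.407). BNIP3 had 59 and 61 CPM at 120 days and 74.7 and 512 CPM at term, and DDIT4 had 33.2 and 33.6 CPM and 35.9 and 412 CPM. Their log2 fold changes were 2.29 and 2.74, with SEs of 0.64 and 0.78 and adjusted p-values of 0.453 and 0.454 (edgeR). Without CFTR−/− term animal 2, which has the lowest depth of the 20 libraries, these were 0.30 and 0.08. Most of their rise thus rested on term animal 2.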

The increase in expression of genes associated with apoptosis, such as caspase 9 (*CASP9*) and nuclear receptor subfamily 4 group A member 1 (*NR4A1*) was evident in the pancreas of both term *CFTR*^−/−^ animals (Fig. 2F), though other genes including BCL2 interacting protein 3 (*BNIP3*) and DNA damage inducible transcript 4 (*DDIT4*) were dramatically upregulated in only one animal.

**Fig. 2:**
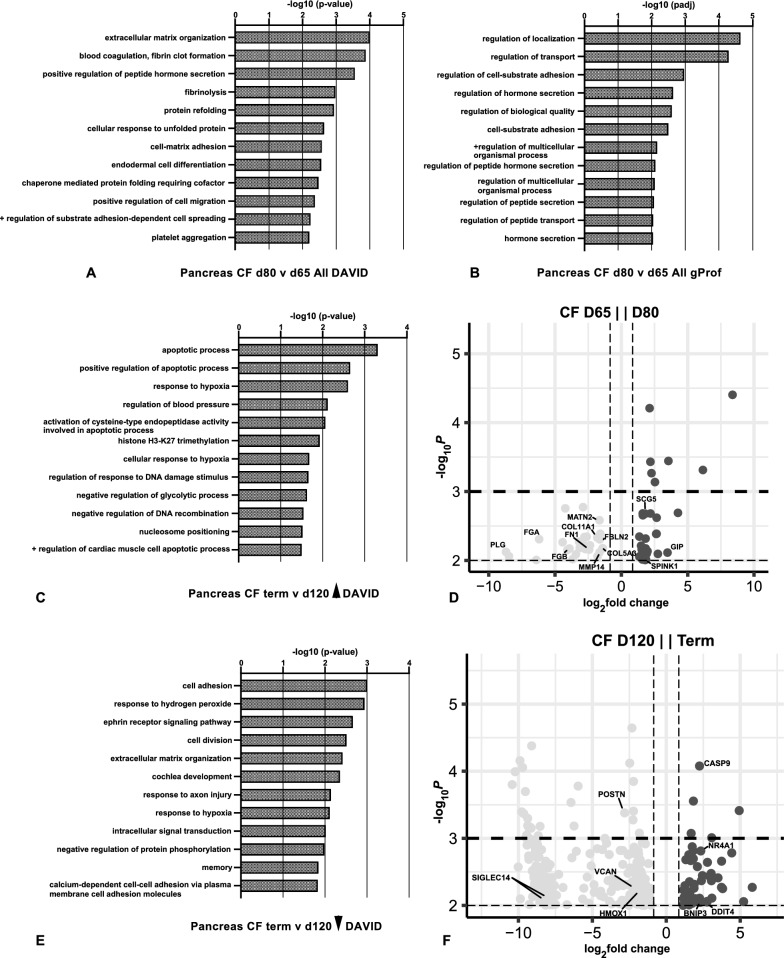
Gene ontology process enrichment analyses of differentially expressed genes between gestational time points in *CFTR*^−/−^ sheep pancreas. Differentially expressed genes (DEGs) were filtered to enrich for genes with a fold change ≥  ± 1.5 and Benjamini–Hochberg adjusted p-value ≤ 0.01 for all samples. Gene ontology analysis by DAVID (**A**, **C**, **E**) or gProfiler (**B**) and the top 20 biological processes (BP) are shown. **A**, **B** BP from all DEGs at 80 days compared to 65 days (27 downregulated and 31 upregulated); **C** BP from genes (49) upregulated at term compared to 120 days; **E** BP from genes (246) downregulated at term compared to 120 days. **D**, **F** Volcano plots (− log_10_ p-value against log_2_ fold change) show DEGs between *CFTR*^*−/−*^ pancreas tissue at (**D**) 65 days and 80 days, and (**F**) 120 days and term. Genes noted in the results are marked

### Differentially expressed genes comparing WT and *CFTR*^*−/−*^ animals at specific timepoints through gestation

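The genotypes were compared at each age in the table of all 20 libraries, over the 19522 genes kept by the filter on low counts. Each test set 2 CFTR−/− animals against 2 WT animals, with the spread of each gene estimated over all 10 groups. The animals were treated as independent, although in 6 of 10 groups the 2 animal labels share a stem, so that litter mates, if that is what this means, cannot be separated from age and genotype. Positive log2 fold changes mean higher expression in CFTR−/− animals. In simulated data with 200 changed genes the test recovered 27% of them at 65 days and 32% at term. Of those changed 2-fold it recovered 1.41% and 1.64%. The genotypes also differ in how the animals were made, since CFTR−/− animals were cloned from 1 male cell line and WT animals were bred, and the sex of the WT animals is not known here.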

Next, we compared DEGs between WT and *CFTR*^−/−^ pancreas through gestation (Table S5). 

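At 65 days edgeR's quasi-likelihood test called 0 genes between CFTR−/− and WT pancreas, with a smallest adjusted p of 0.147 and 1928 genes at an unadjusted p under 0.05. HSPA6, chosen after its values were seen, had that adjusted p, with a log2 fold change of -4.84 (SE 0.73, edgeR). It had 0.606 and 1.04 CPM in the CFTR−/− animals and 25.6 and 22.0 CPM in WT. DESeq2's Wald test called 43, edgeR's likelihood ratio test 8, and a fit of only the 4 libraries compared 123. Without CFTR−/− animal 1 the count was 1. A fixed list of endocrine genes was lower in CFTR−/− animals in 32 of 32 genes, with a median log2 fold change of -1.81 (limma, adjusted p 4.36e-30 by camera and 0.223 by fry). Adjusted over the list alone 2 of its genes passed, and over all genes 0. With each animal left out in turn the median lay between -2.35 and -1.33. The list summed to 0.213% and 0.36% of 1000000 CPM in the CFTR−/− animals and 1.33% and 0.869% in the WT animals.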

At 65 days a dramatic difference was observed between the two genotypes, with down-regulated genes in the *CFTR*^−/−^ pancreas identifying similar biological processes in both DAVID and g:Profiler (Fig. 3A, 3C, Fig. S5A) including hormone secretion, regulation of insulin secretion and peptide transport/peptide hormone processing (Fig. 3A, 3B). 

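GHRL had 0.582 and 0.685 CPM in the CFTR−/− animals at 65 days and 12.3 and 74.2 CPM in the WT animals, a log2 fold change of -6.08 (SE 1.65, edgeR, Benjamini-Hochberg adjusted p 0.236). GIP had 1.86 and 7.29 CPM against 60.8 and 215 CPM, a change of -4.90 (SE 1.11, edgeR, Benjamini-Hochberg adjusted p 0.17). CHGA had 168 and 221 CPM against 932 and 774 CPM, a log2 fold change of -2.13 (SE 0.59, edgeR, Benjamini-Hochberg adjusted p 0.244). VIP and KCNJ11 had log2 fold changes of -2.33 and -2.55, with SEs of 0.56 and 0.64 and adjusted p-values of 0.198 and 0.21 (edgeR), from 2.08 and 2.81 and 4.07 and 10.7 CPM in CFTR−/− animals and 9.94 and 14.8 and 50.8 and 36.4 CPM in WT. For all 5 genes both CFTR−/− animals lay below both WT animals, and none passed the adjusted p of 0.01. Chance gives no overlap, in either direction, for 33.3% of genes in a design of 2 against 2. Here 10531 genes (53.94%) did not overlap between the genotypes. The share that chance gives assumes independent animals, while the 2 labels of each pair share a stem at this age. Genes also move together, so the excess is no test of genotype.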

Much lower abundance transcripts of ghrelin and obsestatin prepropeptide (*GHRL*), gastric inhibitory polypeptide (*GIP*), vasoactive intestinal peptide (*VIP*), chromogranin A (*CHGA*) and potassium inwardly rectifying channel subfamily J member 11(*KCNJ11*) in the 65 day.

**Fig. 3:**
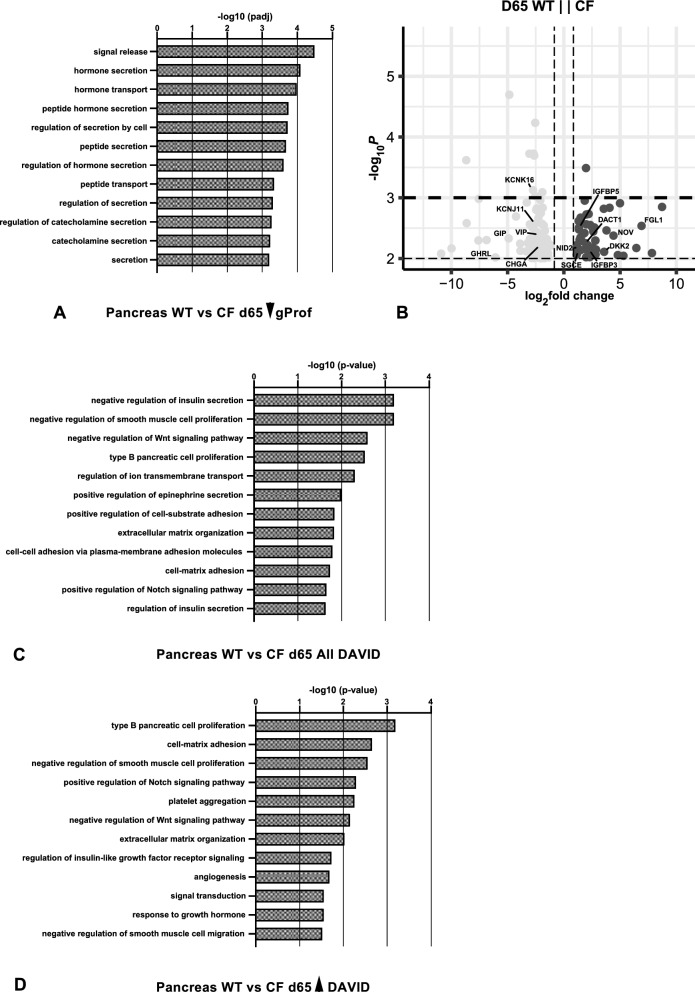
Gene ontology process enrichment analyses of differentially expressed genes between WT and *CFTR*^−/−^ sheep pancreas at individual gestational time points. Differentially expressed genes (DEGs) were filtered to enrich for genes with a fold change ≥  ± 1.5 and Benjamini–Hochberg adjusted p-value ≤ 0.01 for all samples. Gene Ontology analysis by gProfiler (**A**) or DAVID (**C**, **D**) and up to the top 20 biological processes (BP) are shown. **A** BP from genes downregulated at 65 days in *CFTR*^−/−^ compared to WT; **C** BP from all DEGs comparing WT and *CFTR*^−/−^ at 65 days; **D** BP from genes upregulated at 65 days in *CFTR*^−/−^ compared to WT. **B** Volcano plot (-log_10_ p-value against log_2_ fold change) shows DEGs between *CFTR*^−/−^ compared to WT at 65 days with a p-value ≤ 0.01 (80 genes downregulated and 52 upregulated)

*CFTR*^−/−^ pancreas compared to WT were among genes contributing to these processes (see volcano plot in Fig. 3B). Ghrelin regulates gastric acid secretion, gastrointestinal motility and pancreatic glucose-stimulated insulin secretion, among other functions (Napolitano et al. 2018). *GIP* and *VIP* encode glucagon superfamily proteins (Gremlich et al. 1995; Chandra and Liddle 2014) the former has a key role in glucose homeostasis through stimulation of insulin secretion from pancreatic beta cells and the latter increases glycogenolysis and relaxes stomach and gall bladder smooth muscle. Chromogranin A is a precursor of pancreastatin (and other active peptides), which is found in secretory vesicles in the endocrine pancreas where it inhibits glucose-induced insulin release (Wollam et al. 2017). *KCNJ11* encodes a potassium channel that is necessary for normal regulation of insulin secretion (Fournet and Junien 2003). Also greatly downregulated in the *CFTR*^−/−^ pancreas compared to WT is potassium two pore domain channel subfamily K member 16 (*KCNK16*) which encodes an outwardly rectifying potassium channel notably involved in the pancreas where it is activated at alkaline pH (Han et al. 2003). In contrast, insulin like growth factor binding protein 3 and 5 (*IGFBP3*, *IGFBP5*) and cellular communication network factor 3 (*CCN3*/*NOV*) which are all significantly upregulated in *CFTR*^−/−^ pancreas compared to WT (Fig. 3B) are associated in the DAVID analysis with biological processes of type B pancreatic cell proliferation and negative regulation of smooth muscle cell proliferation (Fig. 3C). 

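KCNK16, on chromosome 20 from 13151046 to 13158917 of Oar_v4.0, had 15.7 and 28.1 CPM in the CFTR−/− animals and 148 and 144 CPM in the WT animals, a log2 fold change of -2.74 (SE 0.58, edgeR, Benjamini-Hochberg adjusted p 0.166).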

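IGFBP5, on chromosome 2 from 217641544 to 217664673, had 449 and 459.5 CPM in the CFTR−/− animals and 167 and 193 CPM in WT, a log2 fold change of 1.34 (SE 0.28, edgeR, Benjamini-Hochberg adjusted p 0.166). IGFBP3 had 15.5 and 14.2 CPM against 3.13 and 3.01 CPM, a change of 2.27 (SE 0.61, edgeR, Benjamini-Hochberg adjusted p 0.238). NOV had 15.7 and 34.6 CPM against 2.57 and 4.64 CPM, a change of 2.81 (SE 0.73, edgeR, Benjamini-Hochberg adjusted p 0.221). The lower CFTR−/− animal was above the higher WT animal for each of the 3 genes.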

Of note, these genes are also identified in g:Profiler associated with biological processes of regulation of cell migration and motility (Fig. S5B). Other upregulated DEGs include dickkopf WNT signaling pathway inhibitor 2 (*DKK2*) and dishevelled binding antagonist of beta catenin 1(*DACT1*), which are involved in the positive regulation of Notch signaling pathway (Li et al. 2015), and several genes involved in cell–matrix adhesion including sarcogylan epsilon (*SGCE*), fibrinogen like 1 (*FGL1*) and nidogen 2 (NID2) (Fig. 3B, D). 

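DKK2, on chromosome 6 from 18210859 to 18343939, had 7.23 and 6.13 CPM in the 65-day CFTR−/− animals and 0.552 and 0.562 CPM in WT, a log2 fold change of 3.58 (SE 0.75, edgeR, Benjamini-Hochberg adjusted p 0.166). DACT1 had 29 and 28 CPM against 7.13 and 7.73 CPM, a change of 1.94 (SE 0.49, edgeR, Benjamini-Hochberg adjusted p 0.213). FGL1 had 6.49 and 3.16 CPM in CFTR−/− animals, while in WT it had 2 and 4 counts, or 0.0245 and 0.0523 CPM, so that its log2 fold change of 6.91 (SE 1.48, adjusted p 0.166) rests on few counts. SGCE and NID2 had log2 fold changes of 1.27 and 1.14, with adjusted p-values of 0.21 and 0.17 (edgeR), from 65.2 and 102 CPM and 88.9 and 101 CPM in CFTR−/− animals against 32.6 and 36.9 CPM and 42.5 and 43.9 CPM in WT.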

Significant variations in extracellular matrix binding and cell adhesion processes are also seen in the g:Profiler analysis (Fig. S5B). Together these DEGs and associated biological processes suggest that at 65 days the pancreas of *CFTR*^−/−^ animals is either immature or damaged compared to WT animals.

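At 65 days 22 of 22 genes of a fixed stromal list were higher in CFTR−/− than WT animals, with a median log2 fold change of 1.14 (limma, adjusted p 3.79e-16 by camera and 0.322 by fry). When adjusted over the list alone, 1 of them passed, and over all genes 0. The summed CPM of the list was 1.91% and 2.04% of 1000000 in CFTR−/− animals and 1.03% and 1.2% in WT. In the acinar list 16 of 17 genes were lower in CFTR−/− animals, with a median of -0.90 (limma, adjusted p 8.64e-05 by camera and 0.67 by fry). At this age no list passed fry after adjustment. The paper names 7 of the endocrine and 4 of the acinar genes. From the lower hormone and ion channel genes and the higher matrix and adhesion genes at this age, the paper proposes that the CFTR−/− pancreas is immature or damaged compared to WT.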

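At 80 days edgeR's quasi-likelihood test called 0 genes between CFTR−/− and WT animals, and the smallest adjusted p was 0.85. There were 486 genes at an unadjusted p under 0.05, or 2.49% of those tested, 6 by DESeq2's Wald test and 4 by the likelihood ratio test. The count stayed at 0 with each of the 4 animals left out in turn.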

The comparison of WT and *CFTR*^−/−^ pancreas at 80 days gestation was not informative as there were very few DEGs and several of these encoded long non-coding RNAs (lncRNAs) of unknown function. 

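At 100 days 0 genes were called between CFTR−/− and WT animals by edgeR's quasi-likelihood test, with a smallest adjusted p of 0.0932, 2413 genes at an unadjusted p under 0.05, and 35 and 8 genes by DESeq2's Wald test and the likelihood ratio test. Without CFTR−/− animal 1 the count was 241, 186 of them lower in the remaining CFTR−/− animal.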

At 100 days of gestation, although many biological processes were associated with DEGs including cellular response to interferon gamma, fatty acid transport, cholesterol homeostasis, extracellular matrix organization and negative regulation of transcription from RNA polymerase II promoters, substantial variation in transcript abundance between the two WT pancreas samples and between the two *CFTR*^−/−^ animals biased the results and prevented robust conclusions. Similarly at 120 days gestation substantial variation of the transcriptomes of the two WT pancreas samples was evident and few significant biological processes were identified from the DEG list in DAVID (and none in g:Profiler). However, of considerable interest was the dramatic upregulation of regenerating family member 1 alpha (*REG1A*) in the two *CFTR*^−/−^ animals compared to WT (Table S5). 

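Comparing CFTR−/− with WT animals at 120 days, edgeR's quasi-likelihood test called 0 genes, DESeq2's Wald test 9 and the likelihood ratio test 3, and 1044 genes had an unadjusted p under 0.05. Without WT animal 1 the count was 9, all lower in CFTR−/− animals.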

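REG1A (LOC101120996), on chromosome 3 from 49813746 to 49815890 of Oar_v4.0, had 808 and 885 CPM in the CFTR−/− animals at 120 days and 94.8 and 54.3 CPM in the WT animals, a log2 fold change of 3.50 (SE 1.15, edgeR, Benjamini-Hochberg adjusted p 0.893). It did not pass the adjusted p of 0.01, although both CFTR−/− animals lay above both WT animals. At term, an age chosen here after the values were seen, REG1A had 6784 and 2239 CPM in CFTR−/− animals and 99046 and 2851 CPM in WT, where animal 1 had far more than any other of the 20 libraries. The gene belongs to a family of similar copies, between which the counting could have split reads.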

*REG1A* encodes a protein that is secreted by the pancreas and associated with islet cell regeneration, diabetogenesis and pancreatic stone formation in pancreatitis (Hirano et al. 2013; Watanabe et al. 1990). Also substantially upregulated in *CFTR*^−/−^ animals at 120 days (and at 100 days and term) was the FAU ubiquitin-like and ribosomal protein S30 fusion gene (*FAU*) (Table S5), which may be a marker of apoptosis (Pickard et al. 2011).

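The CPM of Table S5 match its entry named FAU to the locus LOC101104797, which lies on chromosome 1 from 224367133 to 224368475 of Oar_v4.0 with 1 annotated exon. This locus had 50.6 and 66.7 CPM in CFTR−/− animals and 13.6 and 6.54 CPM in WT at 100 days, a log2 fold change of 2.55 (SE 0.65, edgeR, Benjamini-Hochberg adjusted p 0.36). At 120 days it had 31.2 and 50.5 CPM against 2.66 and 11.8 CPM, a change of 2.51 (SE 0.66, edgeR, Benjamini-Hochberg adjusted p 0.869), and at term 39.3 and 76.9 CPM against 1.66 and 3.71 CPM, a change of 4.40 (SE 0.73, edgeR, Benjamini-Hochberg adjusted p 0.00741). Without CFTR−/− term animal 2 its adjusted p at term was 0.0673, and without WT term animals 1 and 2 in turn 0.0268 and 0.0255. The gene listed as FAU itself, on chromosome 21 from 42534944 to 42536612 with 5 exons, had 1317 and 1514 CPM in CFTR−/− animals and 1706 and 770.2 CPM in WT at 100 days, 914 and 1323 CPM against 526 and 1481 CPM at 120 days, and 1308 and 2036 CPM against 303 and 645 CPM at term. Its log2 fold changes were 0.19, 0.16 and 1.82, with adjusted p-values of 0.902, 1 and 0.0507 (edgeR). The sign at 100 days turned without WT animal 2, to -0.30, and at 120 days without WT animal 1, to -0.41. Reads of near-identical sequences at the locus and the gene could have been split between them.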

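At term edgeR's quasi-likelihood test called 154 genes between CFTR−/− and WT animals, 68 higher and 86 lower in CFTR−/− animals, and 5386 genes had an unadjusted p under 0.05. At an adjusted p of 0.05 it called 1863, and at an adjusted p of 0.001 it called 0. The log2 fold change of the median gene was -0.17. Removing the trend of the fold change with gene length changed the split of calls, to 256 higher and 102 lower of 358. DESeq2's Wald test called 2401 genes and a fit of only the 4 libraries compared 21. The count was 3 (2 higher and 1 lower) without CFTR−/− animal 2, the shallowest library, 285 (106 higher and 179 lower) without CFTR−/− animal 1, 305 (30 higher and 275 lower) without WT animal 1 and 20 (3 higher and 17 lower) without WT animal 2, so the balance of directions depended on single animals. Among the genes with the smallest p-values, CCL26 had 366 and 491 CPM in CFTR−/− animals and 12.6 and 11.4 CPM in WT, a log2 fold change of 5.15 (SE 0.64, edgeR, Benjamini-Hochberg adjusted p 0.00281). C26H8orf4 had 125 and 264 CPM against 32.9 and 36.6 CPM, a change of 2.48 (SE 0.29, adjusted p 0.00281), and FBXO44 (LOC101112585) 65.5 and 42.7 CPM against 9.08 and 9.81 CPM, a change of 2.52 (SE 0.31). EXTL3 was lower, with 13.4 and 10.5 CPM in CFTR−/− animals and 95.1 and 61.7 CPM in WT, a log2 fold change of -2.69 (SE 0.30). UGT2B4 (LOC101117764) had 0 counts in both CFTR−/− animals and 23.2 and 10.5 CPM in WT, and LOC101120580 0 counts and 20.8 and 234 CPM, so against a limit of 3 counts per library they were at least 43.5-fold and 86.2-fold lower in any pair of a CFTR−/− and a WT animal. All 6 genes had an adjusted p of 0.00281 (edgeR). Without CFTR−/− animal 2 only FBXO44 was still called, the adjusted p-values of C26H8orf4, UGT2B4, CCL26, EXTL3 and LOC101120580 being 0.0122, 0.015, 0.0226, 0.025 and 0.0407. Without WT animal 2 the adjusted p-values of C26H8orf4, FBXO44 and CCL26 were 0.0109, 0.0121 and 0.0155.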

Lastly comparing pancreas from WT and *CFTR*^−/−^ animals at term, the gene ontology process enrichment analysis was carried out with p-value ≤ 0.01 filter (Table S6A) (see volcano plot in Fig. 4C) and p-value ≤ 0.001 filters (Table S6B) as so many genes passed the lower threshold. 

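A fixed list of DNA replication genes was lower in CFTR−/− than WT animals at term in 41 of 42 genes, with a median log2 fold change of -1.43 (limma, adjusted p 1.13e-17 by camera and 0.0119 by fry). Over all genes 7 of them passed the adjusted p of 0.01, and adjusted over the list alone 29 did. With each animal left out in turn the median lay between -2.35 and -1.09. A list of mitosis genes was lower in 29 of 31 genes, with a median of -0.97 (limma, adjusted p 8.11e-06 by camera and 0.261 by fry). With p-values adjusted over the list alone, 4 of its genes passed, against 0 over all genes. Without WT term animal 1 the median was -0.34, and the list no longer passed camera. The mitosis genes summed to 0.0623% of 1000000 CPM in that animal and 0.0273% in the other, against 0.026% and 0.017% in the CFTR−/− animals.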

With the p-value ≤ 0.01 and ≤ 0.001 cut offs, DEGs that were downregulated in *CFTR*^−/−^ term pancreas identified biological processes involved in DNA replication and cell division, with highly significant p-values in both DAVID and gProfiler (Fig. 4A, B). This observation is consistent with those in the comparison between *CFTR*^−/−^ and WT sheep lungs at term (Kerschner et al. 2023) and suggests a generalized deficit in these processes in the *CFTR*^−/^ animals at birth. In contrast, genes that were upregulated in *CFTR*^−/−^ animals identified biological processes associated with many components of translation including ribosome assembly in both DAVID and g:Profiler (Fig. 4D, E).

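The summed CPM of the DNA replication list at term was 0.0721% and 0.0484% of 1000000 in the CFTR−/− animals, below the 0.113% and 0.172% of the WT animals and below both animals of every earlier age in either genotype, which lay between 0.0975% and 0.135%. From the lower DNA replication and cell division genes, and from its earlier comparison of lungs at term, the paper proposes a generalized deficit in these processes in CFTR−/− animals at birth.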

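The 77 tested ribosomal protein genes were all higher in CFTR−/− than WT animals at term, with a median log2 fold change of 1.68 (limma, adjusted p 1.35e-36 by camera and 0.175 by fry). No single gene of the list passed the adjusted p of 0.01, over all genes or adjusted over the list alone (edgeR). The list summed to 20.5% and 31.1% of 1000000 CPM in the CFTR−/− animals and 5.94% and 10.6% in the WT animals. Libraries of earlier ages lay between 6.88% and 25.9%. Only CFTR−/− term animal 2 lay above that range and only WT term animal 1 below it, so the difference at term is not a rise in CFTR−/− animals alone. With each animal left out in turn the median lay between 1.25 and 2.13.

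**Figure D2:**
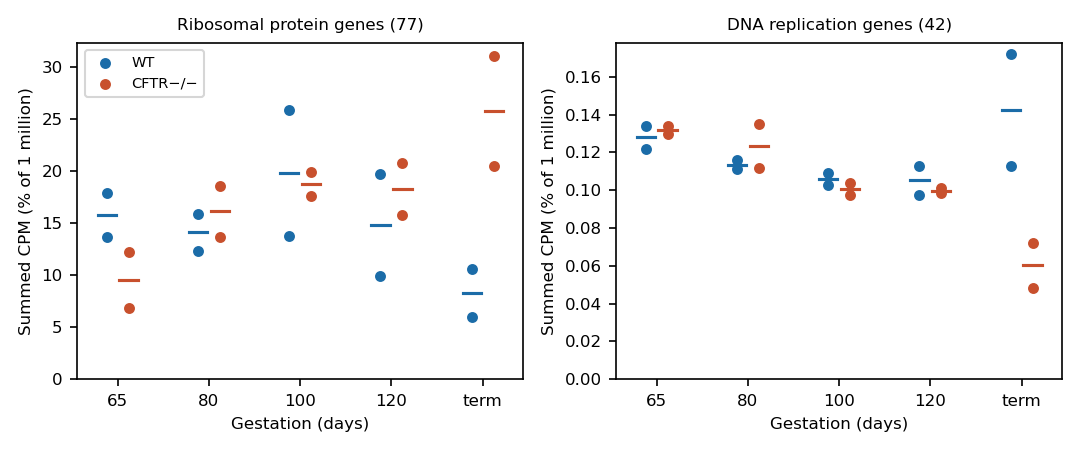
Summed CPM of the ribosomal protein genes and of the DNA replication genes in each library, as a percentage of 1000000 (vertical axis), by days of gestation (horizontal axis). Points are animals, WT in blue and CFTR−/− in red, and bars are the means of 2 animals. At term the ribosomal protein genes reach 20.5% and 31.1% in CFTR−/− animals against 5.94% and 10.6% in WT.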

**Fig. 4:**
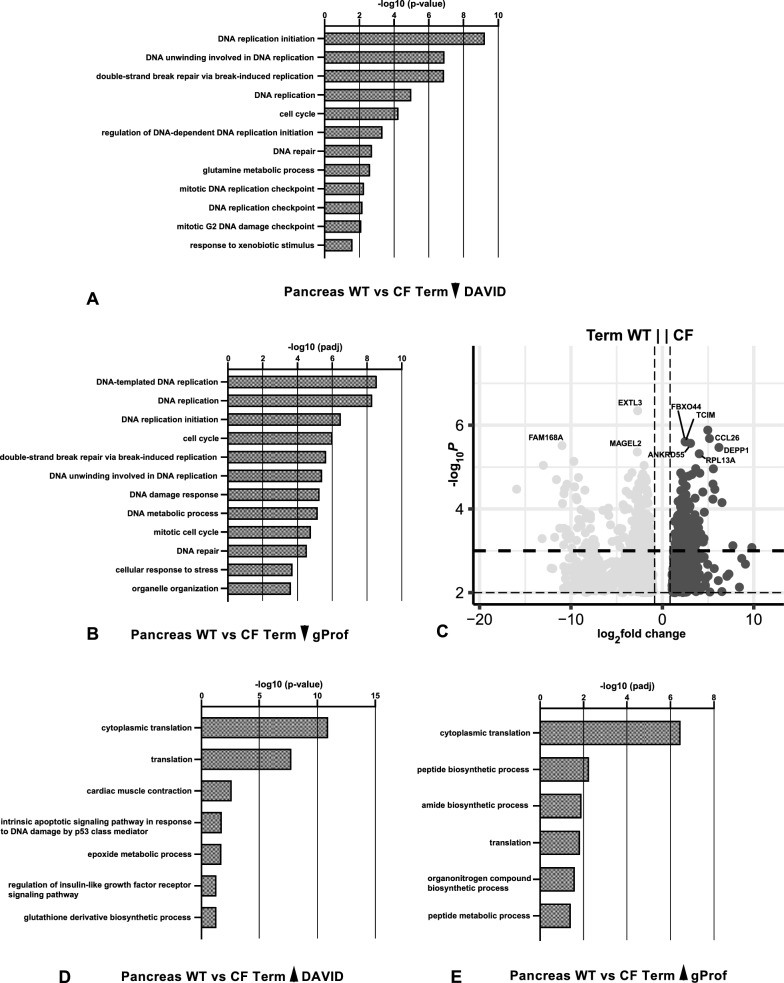
Gene ontology process enrichment analyses of differentially expressed genes between WT and *CFTR*^−/−^ sheep pancreas at individual gestational time points. Differentially expressed genes (DEGs) were filtered to enrich for genes with a fold change ≥  ± 1.5 and Benjamini–Hochberg adjusted p-value ≤ 0.001 for all samples. Gene ontology analysis by DAVID (**A**, **D**) or gProfiler (**B**, **E**) and up to the top 20 biological processes (BP) are shown. **A**, **B** BP from genes (246) downregulated in *CFTR*^−/−^ compared to WT at term; **D**, **E** BP from genes (183) upregulated in *CFTR*^−/−^ compared to WT at term. **C** Volcano plot (− log_10_ p-value against log_2_ fold change) shows DEGs between *CFTR*^−/−^ compared to WT at term with a p-value ≤ 0.01 (936 genes downregulated and 717 upregulated)

### Altered cell type abundance through gestation in *CFTR*^*−/−*^ fetuses as shown by bulk RNA-seq

We next took a gene-centric approach to examine changes in transcript abundance with gestational age for known markers of each major cell type in the developing pancreas. For this analysis we plotted normalized read counts for each gene in the bulk RNA-seq data against days of gestation for the 2 WT and 2 *CFTR*^−/−^ (CF) animals, with standard error of the mean (SEM) shown on the graphs for each sample pair (Fig. 5). The small number of animals precludes formal statistical analysis, so we simply document consistent trends. For acinar markers we chose serine protease 2 (*PRSS2*), chymotrypsin like elastase 3B (*CELA3B*) and carboxyl ester lipase (*CEL*), all of which increased gradually through gestation in both WT and *CFTR*^−/−^ animals with the most marked change between 120 days and term (Fig. 5A–C). These results likely reflect the growth and development of functional acini through gestation. 

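In WT, PRSS2 went from the 65-day values to 1670.3 and 1528 CPM at 80 days, 6993 and 4708 at 100 days, 5314 and 8353 at 120 days and 42919.7 and 29661 at term. In CFTR−/− animals it had 293 and 159.7 CPM at 65 days, 1137 and 569 at 80 days, 3194 and 403 at 100 days, 6953 and 8517 at 120 days and 35669 and 21291 at term. CELA3B reached 3885 and 4158 CPM at 120 days and 25098 and 9569 CPM at term in WT, and 4239 and 6217 CPM at 120 days and 29804 and 26269 CPM at term in CFTR−/− animals. CEL went from 16222 and 12020.2 CPM to 58716 and 24396 CPM in WT and from 16787 and 14822 CPM to 37318 and 24483 CPM in CFTR−/− animals. From 120 days to term the log2 fold changes of PRSS2, CELA3B and CEL were 2.41, 2.11 and 1.56 in WT, with adjusted p-values of 0.124, 0.133 and 0.357 (edgeR). In CFTR−/− animals they were 1.88, 2.42 and 0.97, with adjusted p-values of 0.668, 0.635 and 0.805. In CFTR−/− animal 2 at 100 days all 3 genes were lower than in either CFTR−/− animal at 80 days.

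**Figure D3:**
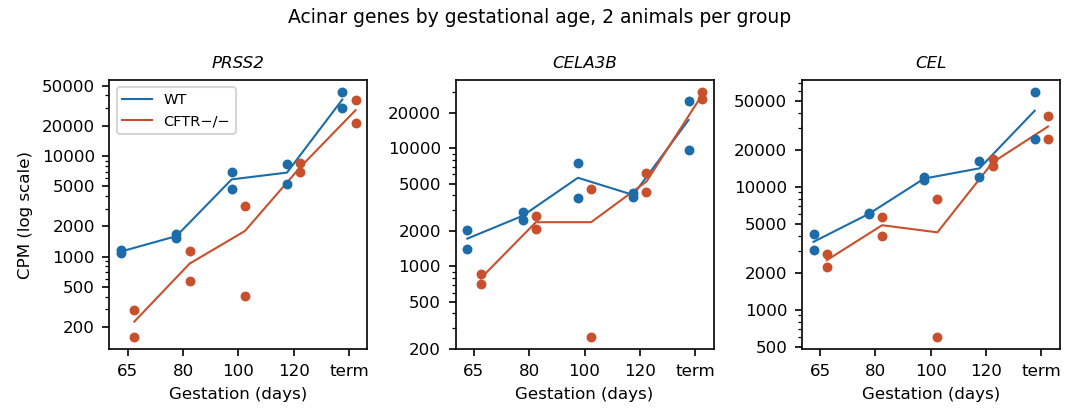
CPM of PRSS2, CELA3B and CEL (vertical axes, log scale) by days of gestation (horizontal axis). Points are animals, WT in blue and CFTR−/− in red, and lines join the means of 2 animals, which are highest at term in both genotypes.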

Read counts in the *CFTR*^−/−^ animals were generally slightly lower than WT until 120 days, suggesting early loss of acinar tissue or possibly a slightly delayed acinar development (Fig. 5A–C). 

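At 65 days the log2 fold change of CFTR−/− over WT was -2.31 for PRSS2 (SE 0.84, edgeR, Benjamini-Hochberg adjusted p 0.356), -1.12 for CELA3B (SE 0.90, adjusted p 0.731) and -0.50 for CEL (SE 0.92, adjusted p 0.899). Both CFTR−/− animals lay below both WT animals for all 3 genes. At 80 days the values were -0.91, -0.18 and -0.31, each with an adjusted p of 1. At 100 days they were -1.70, -1.25 and -1.45, with adjusted p-values of 0.416, 0.554 and 0.515 (edgeR), and without CFTR−/− animal 2 at that age -0.87, -0.33 and -0.56. The values at 120 days were 0.18, 0.38 and 0.16, each with an adjusted p of 1, and the signs of PRSS2 and CEL turned without WT animal 1 (-0.11) and without WT animal 2 (-0.04).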

For pancreatic duct epithelial cells, we examined E47-like ETS transcription factor 5 (*ELF5*), keratin 19 (*KRT19*) and the cystic fibrosis transmembrane conductance regulator (*CFTR*) gene. 

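ELF5, on chromosome 15 from 63107910 to 63159732 of Oar_v4.0, had 26.1 and 27.2 CPM in WT at 65 days, 25.5 and 21.6 at 100 days and 9.17 and 8.81 at term, and in CFTR−/− animals 35 and 23.8, 23.9 and 5.55 and 5.97 and 8.77. KRT19 (LOC101117946) went from 109 and 117 CPM at 65 days to 33.2 and 31.7 CPM at term in WT, and from 239 and 163 to 57.3 and 106 CPM in CFTR−/− animals, with 95.9 and 319 CPM at 80 days. At 65 days the log2 fold change of CFTR−/− over WT was 0.83 (SE 0.49, edgeR, Benjamini-Hochberg adjusted p 0.629) for KRT19 and 0.14 (SE 0.47, adjusted p 0.949) for ELF5, which turned to -0.16 without CFTR−/− animal 1. CFTR had 30.3 and 34.6 CPM at 65 days, 20.4 and 27.8 CPM at 100 days and 20.2 and 15.5 CPM at term in WT, and 44.5 and 45.8, 19.8 and 24.6 and 16.9 and 11.6 CPM in CFTR−/− animals. For all 3 genes both term animals of a genotype lay below both of its 65-day animals.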

Abundance of *ELF5, KRT19* and *CFTR* transcripts slightly decreased through gestation, consistent with a smaller cellular contribution from the ductal tree as the pancreas develops (Fig. 5D–F). The expression of general markers for stromal cells including decorin (*DCN*), collagen type 1 alpha 1 chain (*COL1A1*) and collagen type 3 alpha 1 chain (*COL3A1*), broadly declined through gestation but were somewhat higher in individual *CFTR*^−/−^ animals than WT animals at multiple time points prior to term (Fig. 5G–I). 

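DCN, on chromosome 3 from 127265719 to 127300989 of Oar_v4.0, fell in WT from 436 and 552 CPM at 65 days to 105 and 107 CPM at term, and in CFTR−/− animals from 855 and 653 to 184 and 369.5 CPM. COL1A1 fell from 1700.5 and 1704 to 852 and 306 CPM in WT and from 2777 and 3572 to 470.1 and 264 CPM in CFTR−/− animals, and COL3A1 from 3446 and 4108 to 860.2 and 429 CPM and from 5700.3 and 6271 to 972 and 960.5 CPM. The log2 fold changes of CFTR−/− over WT at 65 days were 0.61, 0.90 and 0.66 for DCN, COL1A1 and COL3A1, with adjusted p-values of 0.71, 0.594 and 0.728 (edgeR). At 100 days DCN, COL1A1 and COL3A1 had 290, 1092 and 2392 CPM in CFTR−/− animal 1 and 666, 1929 and 6251.5 CPM in animal 2. WT animal 1 had 257, 675 and 1820 CPM and WT animal 2 had 201, 947.5 and 1776 CPM. CFTR−/− animal 2 thus carried most of each difference at this age. The log2 fold changes at 100 days were 1.06, 0.90 and 1.27, with adjusted p-values of 0.382, 0.457 and 0.375. At 80 days they were 0.81, 0.31 and 0.33, each with an adjusted p of 1, and without CFTR−/− animal 2 0.00, -0.02 and -0.24. At 120 days they were 0.21, -0.03 and -0.10, and the animals of the genotypes overlapped for each gene. The signs at 120 days changed when single animals were left out, DCN being -0.08 without WT animal 1, and COL1A1 and COL3A1 0.41 and 0.15 without CFTR−/− animal 2 and 0.03 and 0.37 without WT animal 2.

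**Figure D4:**
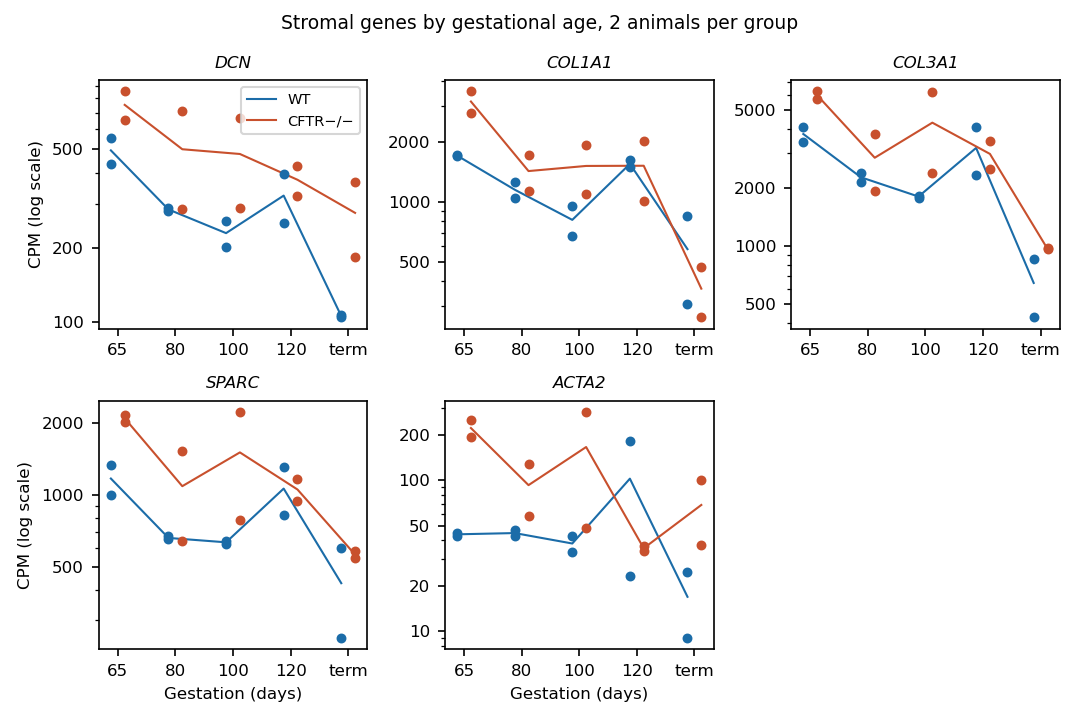
CPM of DCN, COL1A1, COL3A1, SPARC and ACTA2 (vertical axes, log scale) by days of gestation (horizontal axis). Points are animals, WT in blue and CFTR−/− in red, and lines join the means of 2 animals. Animals of one group lie far apart for ACTA2 in WT at 120 days (23.2 and 182 CPM) and in CFTR−/− at 100 days (48 and 284 CPM).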

Of note, markers of pancreatic stellate cells including secreted protein acidic and cysteine rich (*SPARC*) and actin alpha 2, smooth muscle (*ACTA2*) were generally higher in *CFTR*^−/−^ animals than WT controls before 80 days gestation though there was substantial variation between individuals (Fig. S6 A, B). 

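SPARC had 2176 and 2025 CPM in CFTR−/− animals at 65 days and 1004 and 1344 CPM in WT, a log2 fold change of 0.84 (SE 0.51, edgeR, Benjamini-Hochberg adjusted p 0.637). ACTA2 had 194 and 250.0 CPM against 44.6 and 43 CPM, a change of 2.34 (SE 0.84, edgeR, Benjamini-Hochberg adjusted p 0.353). At 80 days SPARC had 644 and 1537 CPM against 652 and 671 CPM and ACTA2 57.8 and 128 CPM against 42.6 and 46.7 CPM. The log2 fold changes were 0.72 and 1.06, each with an adjusted p of 1 (edgeR), and without CFTR−/− animal 2 at this age that of SPARC was -0.04. A fixed list of stellate cell or myofibroblast genes was higher in CFTR−/− animals at 65 days in 11 of 12 genes, with a median log2 fold change of 1.49 (limma, adjusted p 1.53e-08 by camera and 0.336 by fry). Adjusted over the list alone 1 gene passed, and over all genes 0.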

Lastly, the transcript abundance of endocrine cell markers secretogranin (*SCGN*) and ISL LIM homeobox 1 (*ISL1*) fall after 80 days through to term but are markedly lower at 65 days in the *CFTR*^−/−^ animals compared to WT, implicating a developmental delay in endocrine differentiation (Fig. 5J-K).

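SCGN had 49.2 and 83.8 CPM in the CFTR−/− animals at 65 days and 309.9 and 246 CPM in WT, a log2 fold change of -2.06 (SE 0.57, edgeR, Benjamini-Hochberg adjusted p 0.244). ISL1 had 12.2 and 18.4 CPM against 43.3 and 37.2 CPM, a change of -1.39 (SE 0.65, edgeR, Benjamini-Hochberg adjusted p 0.5). For both genes the CFTR−/− animals lay below both WT animals, and neither difference passed the adjusted p of 0.01. At 80 days the genotypes overlapped for SCGN, with 274 and 199 CPM in CFTR−/− animals and 335 and 264 CPM in WT. From there SCGN reached 28.2 and 89.8 CPM at term in WT and 169.5 and 202 CPM in CFTR−/− animals. ISL1 went from 41.7 and 36.3 CPM at 80 days to 3.95 and 7.42 CPM at term in WT and from 46 and 25.7 to 16.4 and 2.41 CPM in CFTR−/− animals. From the lower values at 65 days, the paper proposes a developmental delay in endocrine differentiation.

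**Figure D5:**
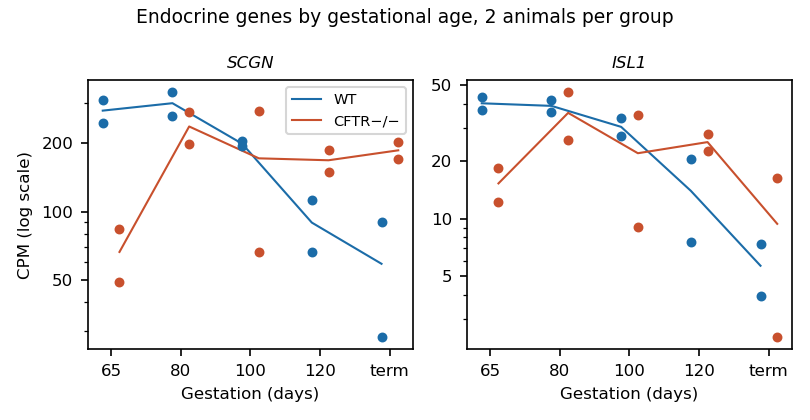
CPM of SCGN and ISL1 (vertical axes, log scale) by days of gestation (horizontal axis). Points are animals, WT in blue and CFTR−/− in red, and lines join the means of 2 animals. At 65 days the CFTR−/− animals lie at 49.2 and 83.8 CPM of SCGN, below the WT animals at 309.9 and 246 CPM.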

**Fig. 5:**
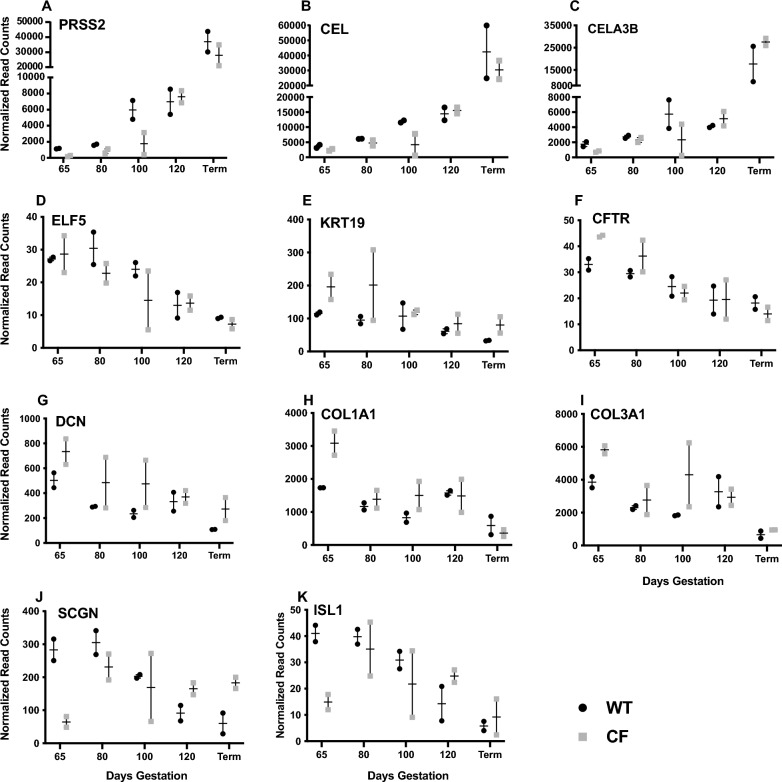
Developmental profile of marker gene expression for pancreatic acinar cells, pancreatic duct cells, stromal cells and endocrine cells in WT and *CFTR*^−/−^ sheep pancreas. Normalized read counts from bulk RNA-seq data show gene expression through gestation at 65-, 80-, 100-, 120-days gestation and at term in WT and *CFTR*^−/−^ sheep. **A**–**C** acinar cell markers *PRSS2*, *CEL* and *CELA3B;* (**D**–**F**) pancreatic duct epithelial cell markers *ELF5*, *KRT19* and *CFTR;* (**G**–**I**) markers of stromal cells *DCN*, *COL1A1*, *COL3A1*; (**J**, **K**) markers of endocrine cells *SCGN* and *ISL1*. WT values are shown has black circles and *CFTR*^*−/−*^ values as grey squares

### Comparative single-cell RNA-seq analysis of WT and* CFTR*^*−/−*^sheep pancreas through development

Because bulk RNA-seq can only provide a global readout of gene expression changes in the pancreas and our goal was to determine the cellular origins of pancreatic pathology in the *CFTR*^−/−^ animals, we next performed single-cell RNA-seq (scRNA-seq) on pancreatic tissue from animals at 80 days, 120 days gestation and at term. These data were generated from different animals from those used for bulk RNA-seq analyses above and were collected in subsequent annual sheep breeding cycles, one to three years later.

At 80 days a total of 10,025 cells from three cloned *CFTR*^*−/−*^ fetuses (AXH059, AXH115 and AXH116) were compared with a total of 10,411 cells from non-CF fetuses (AXH033 and triplets AXH066, AXH067, AXH068) (Table 1). Fetus AXH033 and AXH067 were homozygous WT, while AXH066 and AXH068 were heterozygous for WT and *CFTR*^*−/− (exon11)*^ alleles (Fan et al. 2018). As expected, since CF is an autosomal recessive disease, these heterozygote animals had a completely normal phenotype (confirmed by histology) and were utilized as WTs for comparisons in the scRNA-seq data. The distribution of cell types in the *CFTR*^*−/−*^ and WT tissue samples is shown in Fig. 6 and the associated marker gene list for each cluster is in Table S7. The UMAP plot in Fig. 6A shows identity by cluster and in Fig. 6B identity by donor. Twelve clusters are identified with the most abundant (cluster 0) including acinar cells/glandular secretory cells, endocrine cells (cluster 1), stromal cells (cluster 2), pancreatic duct epithelial cells (cluster 3), immune cells (i) (cluster 4), immune cells ii (cluster 5), a cluster (6) of dual identity, rapidly dividing cells (cluster 7), stellate cells (cluster 8), endothelial cells (cluster 9), immune cells iii (cluster 10) and centroacinar cells (cluster 11). Among the most significant marker genes used to identify each cluster at 80 days gestation in the 7-donor analysis (Fig. 6A) were the following: Cluster 0, acinar cells, carboxypeptidase A1 (*CPA1*), an enzyme that cleaves C-terminal amino acids from ingested proteins, pancreatic lipase related protein 2 (*PNLIPRP2*), which hydrolyses the main plant membrane lipids; chymotrypsin like elastase 1 (*CELA1*) and *CELA3B* (Fig. 6D) which are both zymogen granule components; *CEL*, which encodes an enzyme that hydrolyses cholesterol and lipid soluble vitamin esters; *PRSS2* that encodes anionic trypsinogen, *DNASE1* and aquaporin 8 (AQP8) encoding the major acinar cell water channel (reviewed in Arsenijevic et al. (2019)). Cluster 1 identifies endocrine cells though these are probably immature as different islet cell types do not have separate identities, even when subclustered on their own (data not shown). Highly expressed genes in this cluster include multiple secretogranins (*SCGN*, *SCG3* (Fig. 6D) and *SCG5*) and chromogranin (*CHGA*); transthyretin (*TTR*), which has a key role in vitamin A/retinol transport; and several genes that carry mutations in maturity onset diabetes of the young (MODY) including *KCNK16* (Graff et al. 2021); and the *ISL1* transcription factor (Chen et al. 2013). Of note at this developmental age insulin is not identified in the marker gene list but the insulin transcriptional repressor 1 (*INSM1*) is highly expressed as is glucagon (*GCG*). Cluster 2 are stromal cells/fibroblasts which differentially express a wide range of fibrillar collagen (*COL*) genes including *COL1A1* (Fig. 6D), *COL1A2*, *COL3A1, COL5A2*, *COL6A*1 and *COL6A3*; genes encoding proteins involved collagen assembly such as *DCN* and lumican (*LUM*); *SPARC*, which encodes a protein with a key role in ECM synthesis; and also TIMP metallopeptidase inhibitor 1 and 2 (*TIMP1/2*), which function as inhibitors of matrix metalloproteins involved in ECM degradation. The retinol-binding protein gene (*RBP4)* is a marker for cluster 2 while *ACTA2* is not, suggesting this cluster is not enriched for activated stellate cells. Cluster 3 cells includes pancreatic duct epithelial cells with markers including keratin 8 and 19 (*KRT8*, *KRT19* (Fig. 6D)); matrix metalloprotease 7 (*MMP7*); solute carrier family 4 member 4 (*SLC4A4*), a sodium bicarbonate transporter; transmembrane 4 L six family member 4 (*TM4SF4*) which regulates adhesive and proliferative status of intestinal epithelial cells (Wice and Gordon 1995); the epithelial ETS factors ETS homologous factor *EHF* and *ELF5*; several claudins (*CLDN4* and *CLDN6*); and *CFTR*. Multiple types of duct epithelial cells or immature cells are likely present in this cluster and the marker gene list includes some unexpected genes. Three distinct clusters (4, 5, and 10) of immune cells are seen which share some classical immune markers such as serglycin, *SRGN* (Fig. 6D) but also each have their own identity. However, since the immune system is quite immature at 80 days, precise cluster characterization may not be possible. Markers for cluster 4 are consistent with B-lymphocytes and include immunoglobulin heavy chain mu (*IGHM*), *CD37*, *CD74*, *CD79A* and *CD79B*, major histocompatibility complex, class II, DQ beta 1 (*DQB*) and lim domain containing 2 (*LIMD2*). Indicative of myeloid cells and specifically macrophages, markers for cluster 5 include toll like receptor 2 (*TLR2*) and *TLR4*, Fc epsilon receptor (*FCER1G*), C-X-C Motif Chemokine ligand 8 (*CXCL8*), cytochrome B-245 beta chain (*CYBB*), C-type lectin domain containing 5A (*CLEC5A*), and the scavenger receptor cysteine-rich superfamily member CD163 (*CD163*). Immune cells in cluster 10 are clearly antigen presenting cells and several major histocompatibility complex, class II genes (for example *HLA-DO*) and CD8 subunit beta (*CD8B*) are on the marker gene list. Cluster 10 cells differentially express many of the same marker genes as cluster 5 but are clearly distinct and may be dendritic cells. Cluster 7 is suggestive of rapidly dividing cells, with marker genes including several that are associated with cell proliferation and cell division such as topoisomerase ii alpha (*TOP2A* (Fig. 6D)), TPX2 microtubule nucleation factor (*TPX2*), centromeric proteins (*CENPE, CENPF and CENPW*).

**Fig. 6:**
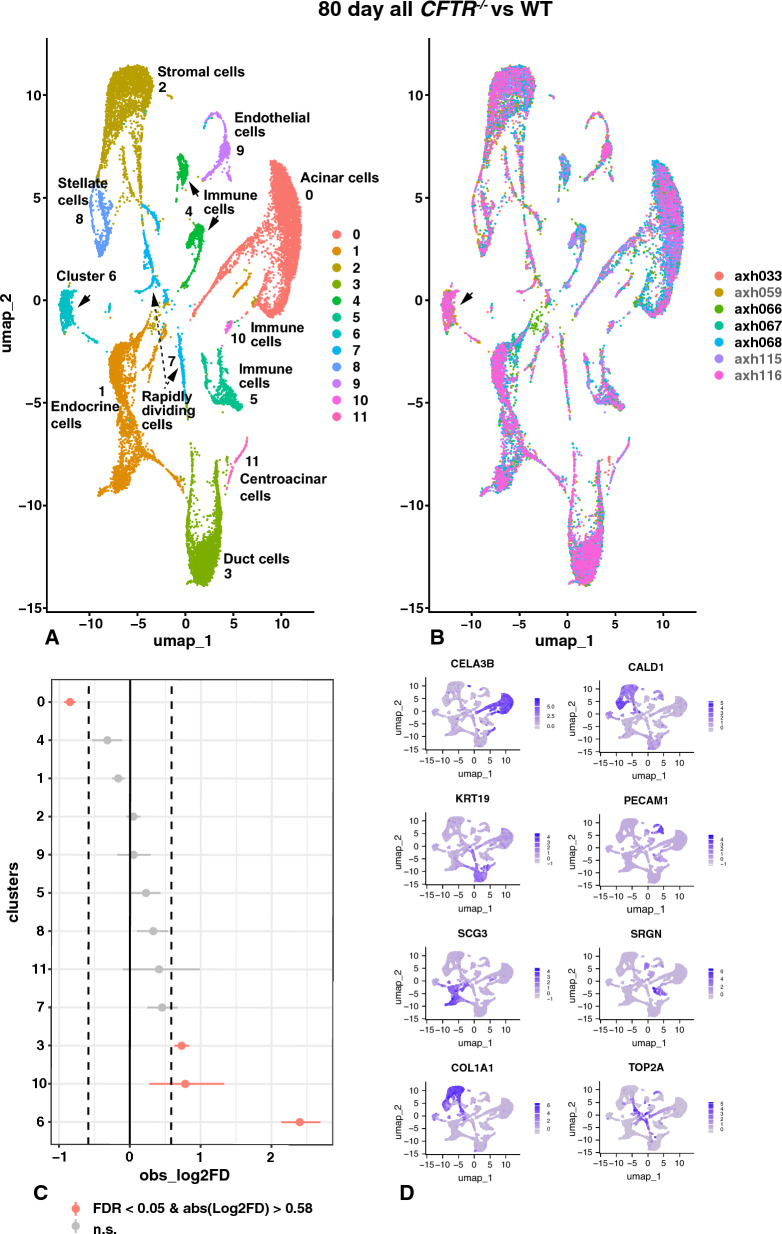
Single-cell RNA-seq defines cell types in 80-day WT and *CFTR*^−/−^ sheep pancreas and identifies an activated stellate cell/injured Schwann cell population that is significantly overrepresented in the *CFTR*^−/−^ pancreas. UMAP plots of merged WT (AXH033, AXH066, AXH067, AXH068) and *CFTR*^−/−^ (AXH059, AXH115, AXH116) sheep pancreas by differential gene expression profiles (**A**) or donor genotype (**B**, black font WT, grey font *CFTR*^−/−^). Twelve cell clusters are seen in (**A**, **B**) including acinar cells, endocrine cells, stromal cells, duct cells, three immune cell clusters, rapidly dividing cells, quiescent stellate cells/myofibroblasts, and activated stellate cells/injured Schwann cells (cluster 6, arrowed). Marker gene lists are shown in Table S7. **C** Single cell proportion test comparing *CFTR*^*−/−*^ with WT shows significant over representation of activated stellate cells/injured Schwann cells and duct cells, and under representation of acinar cells. **D** Feature plots show cluster marker genes for clusters 0–7

In addition to the major stromal/fibroblast cell cluster 2, clusters 6 and 8 also show many differentially expressed fibroblast markers. Cluster 8 are myofibroblast-like pancreatic stellate cells and are marked by abundant transcripts of smooth muscle genes including tropomyosin 2 (*TPM2*), caldesmon 1 (*CALD1* (Fig. 6D)), *ACTA2*, matrix Gla protein (*MGP*), transgelin (*TAGLN*) and endothelin receptor Type A (*EDNRA*). Cluster 8 may contain both quiescent and activated stellate cells. Cluster 6 also has a transcriptome that is consistent with activated pancreatic stellate cells but additionally expresses key markers of Schwann cells. Among the top marker genes is apolipoprotein D (*APOD*) which was identified as a marker of juxtatumoral stromal cells in infiltrating pancreas carcinoma (Ricci et al. 2005). APOD, though a high-density lipoprotein, has more similarity to the lipocalin family member plasma retinol (vitamin A)-binding protein (*RBP4*) (cluster 2) and has little homology with other apolipoproteins. Consistent with other observations (Hrabak et al. 2021) these activated stellate cells in cluster 6 show down regulation of *ACTA2*, which is a top marker of cluster 8 (PSCs) but not a marker of cluster 6 cells. Among other markers only seen in cluster 6 are leucine zipper protein 2 (*LUZP2*), catenin alpha like 1 (*CTNNAL1*), tenascin C (*TNC*), sodium voltage-gated channel alpha subunit 7 (*SCN7A*), SH3 and PX domains 2A (*SH3PXD2A*). *CTNNAL1* encodes a protein that is thought to facilitate actin filament and cadherin binding activity (Xiang et al. 2008) and is known to be highly expressed in normal pancreas but is down regulated in the ASPC-1 cancer cell line upon sodium butyrate treatment (Zhang et al. 1998). Tenascin C was recently shown to be highly upregulated in systemic sclerosis and to be associated with fibrosis (Bale et al. 2023), while SH3PXD2A (formerly TKS5) is involved in extracellular matrix degradation in both normal podosomes/invadopodia and in cancer cells (Blouw et al. 2008). Of note, cluster 6 also shows certain neuronal markers characteristically seen in activated stellate cells including GDNF family receptor alpha 1 (*GFRA1*), neurexin 1 (*NRXN1*) and peripheral myelin protein 22 (*PMP22*), which is also a marker of stromal cells in cluster 2 and stellate cells in cluster 8. However, it is also possible that cluster 6 cells are Schwann cells rather than activated stellate cells, as proteolipid protein 1 (*PLP1*), nerve growth factor receptor (*NGFR*) and S100 calcium binding protein B (*S100B*) are all on the marker gene list and are known to be expressed in pancreatic Schwann cells (Baron et al. 2016). Of note, genes encoding myelin sheath proteins such as myelin basic protein (*MPB*) and myelin-associated glycoprotein (*MAG*) are not on the marker gene list for cluster 6, while markers of injured Schwann cells including forkhead box D3 (*FOXD3*) and inhibitor of DNA-binding (*ID4*) are present (Baron et al. 2016; Lovatt et al. 2022). Gamma-aminobutyric acid type A receptor subunit gamma1 (*GABRG1*) on the marker gene list for cluster 6 is strongly indicative of neuronal cells, however, few cell express the Schwann cell marker *SOX10* (data not shown). A recent analysis of early human pancreatic development by single-cell and spatial transcriptomics between 12–20 post conception weeks (pcw) identified multiple Schwann cell types (Olaniru et al. 2023). This human gestational time window corresponds to 46–77 days in the sheep, so the later time points are close to the 80 days sheep pancreas scRNAseq presented here. Interestingly, the main marker of Schwann cells used in the human developmental data was crystallin alpha B (*CRYAB*), which is not on the marker gene list for cluster 6 in the developing sheep pancreas, but rather a marker of stellate cells in cluster 8. Hence, cells in cluster 6 have a rather unique transcriptome that is consistent both with activated stellate cells and injured Schwann cells. Cluster 9 are endothelial cells, marked by endomucin (*EMCN*), C-type lectin domain family 3 member B (*CLEC3B*), platelet and endothelial cell adhesion molecule 1 (*PECAM1* (Fig. 6D)), protein tyrosine phosphatase receptor type B (*PTPRB*), plasmalemma vesicle associated protein (*PLVAP*), cadherin 5 (*CDH5*), together with von Willebrand factor (*VWF*). Cluster 11 cells are likely centroacinar cells since they are close to duct epithelial cells in the UMAP space but express both acinar cell marker genes and *CFTR* (Fig. 6D, Fig S7).

Notable features of the UMAP plot in Fig. 6B showing cluster identity by donor are the under-representation of acinar cells (cluster 0) and over-representation of ductal cells (cluster 3) and particularly activated stellate cells/injured Schwann cells (cluster 6) among *CFTR*^*−/−*^ cells (marked by arrow). This altered distribution is confirmed in the single cell proportion test show in Fig. 6C, where comparing *CFTR*^*−/−*^ (n = 3) with WT (n = 4) cluster 6 (activated stellate/injured Schwann cells) are the most significantly overrepresented cluster in the *CFTR*^*−/−*^ animals. Of lower (albeit statistical) significance is the underrepresentation of acinar (0) cells and the overrepresentation of duct (3) cells and one cluster of immune cells (10) in the *CFTR*^*−/−*^ animals. These data are consistent with the bulk cell data suggesting that at 65 days gestation the *CFTR*^*−/−*^ pancreas appeared immature compared to WT with lower expression of markers of differentiated acini and islet cells among others.

Next, we performed scRNA-seq on 120-day gestation pancreas tissue from three WT donor samples (AXH039, AXH040, AXH073) (12, 023 cells) and five samples from *CFTR*^*−/−*^ animals (17,791 cells), two of which were samples processed separately from the same donor (AXH079, AXH080, AXH121, AXH122, AXH127). Cells were also analyzed from two naturally bred 120-day animals (AXH130, AXH131) (9648 cells). Figure 7 shows the 120-day data clustered by identity (Fig. 7A) and by donor (Fig. 7B) and cluster markers are shown in Table S8. As for the 80-day tissue, the most abundant cell type (cluster 0) had marker genes of acinar/exocrine glandular cells, and cluster 0 contained a greater proportion of the total cells than in most animals at 80 days, consistent with the development and differentiation of functional acini during this developmental window. Cluster 0 markers included *PNLIPRP2, CELA3B* (Fig. 7D), *CPA1, PRSS2*, and *CEL,* which were also identified in acinar cells at 80 days, and also phospholipase A2 group 1B (*PLA2G1B*)*,* and *AQP8* among others. Duct epithelial cells are found in cluster 1, and by 120 days the identity is much clearer based upon myAUC values: among the most significant are *CLDN4*, *SLC4A4* and *KRT19* (Fig. 7D), with other markers including *EHF*, *CDLN6*, *CFTR* and *KRT18.* Cluster 2 has markers of endocrine cells, which largely coincide with those seen in endocrine cells at 80-days including genes encoding multiple granins (Herold et al. 2021) *SCG3* (Fig. 7D), *SCG5*, *SCGN* and *SCG2*, *TTR*, *ISL1* and *GCG*. Cluster 3 is one of three that have fibroblast/stromal cell identity and most closely resembles cell cluster 2 at 80 days, with very high expression of multiple collagens including *COL1A1* (Fig. 7D), *COL1A2*, *COL3A1* and *COL6A1* in addition to *DCN*, *LUM* and *SPARC*. *RBP4* is in the marker gene list for cluster 3 cells, but *ACTA2* is not. Endothelial markers identify cluster 4, with high expression of *PECAM1* (Fig. 7D), endothelial cell surface expressed chemotaxis and apoptosis regulator (*ECSCR*), *CDH5*, *PLVAP*, *PTPRB* together with *VWF*, *CD36* and *CD34*. Cluster 5 is another group of fibroblasts, specifically pancreatic stellate cells/myofibroblasts as evidenced by the top marker genes *CALD1* (Fig. 7D) and *TPM*2, which interacts with caldesmon in smooth muscle cells, also *ACTA2*, matrix gla protein (MGP), osteoglycan (OGN), *COL4A1*, *VIM*, *SPARC* and lactate dehydrogenase (LHDA). Cluster 6 appears to be a group of rapidly dividing cells as has been observed in scRNA-seq data from some other human tissues including the lung (Paranjapye et al. 2022). Marker genes for this cluster include topoisomerase ii alpha (*TOP2A* (Fig. 7D)), TPX2 microtubule nucleation factor (*TPX2*), centromeric proteins (*CENPA* and *CENPF*), cell division cycle associated 3 (*CDCA3*) and cyclins (*CCNA2, CCNB1, CCNB2*). The identity of cluster 7 is consistent with immune cells and is most similar to cluster 5 at 80 days. Marker genes of macrophages/mast cells and lymphocytes are seen including *SRGN* (Fig. 7D), *FCER1G*, interleukin receptor subunit gamma (*IL2RG*), pleckstrin (*PLEK*), nuclear factor kappa B subunit 1 (*NFKB1A*) and the REL proto-oncogene, NF-KB subunit (*REL*). Another type of fibroblast is found in cluster 8 that has markers of activated stellate cells, with *NRXN1* and *PMP22* close to the top the list. Additional markers include *COL3A1, COL4A1*, *COL5A3*, and *COL1A2*, *VIM*, the zinc finger E-box homeobox 2 (*ZEB2*) gene, which is a transcriptional repressor, and *SH3PXD2A*. However, as for cluster 6 in the 80-day UMAP plot, the marker genes for cluster 8 also include *APOD*, *PLP1* and *ID4*, but not *MBP* or *MAG* myelin genes. In contrast to cluster 6 cells at 80 days, *CRYAB* is a marker gene for cluster 8 as are myelin protein zero (*MPZ*) and EGF like domain multiple 8 (*EGFL8*), hence these cells may also be injured Schwann cells. Of particular interest is the observation that cluster 8 is largely contributed to by cells from the *CFTR*^*−/−*^ pancreas samples (Fig. 7B and Table S8), moreover in the single cell proportion test (Fig. 7C) cluster 8 is the most significantly overrepresented in the *CFTR*^*−/−*^ samples. Hence, we have additional evidence that the early disease process in the *CFTR*^*−/−*^ pancreas is associated with enrichment of a population of activated stellate cells/injured Schwann cells.

**Fig. 7:**
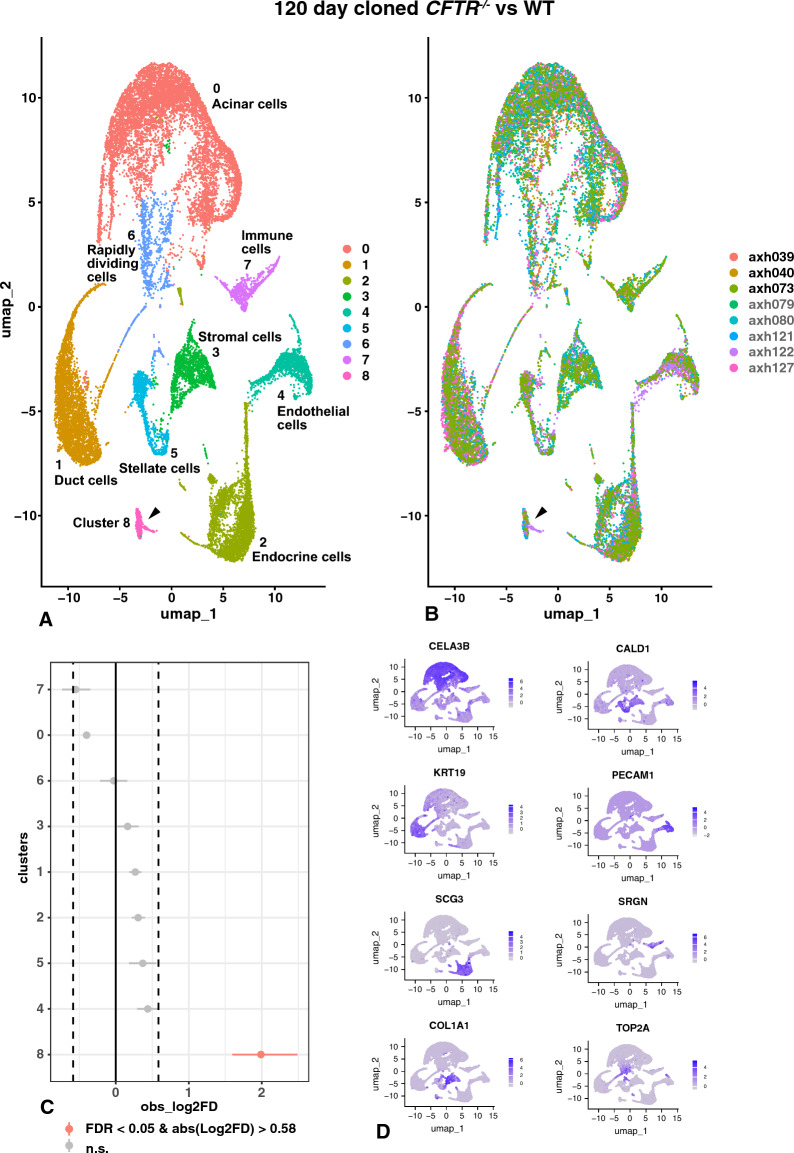
Single-cell RNA-seq defines cell types in 120-day WT and *CFTR*^−/−^ sheep pancreas and identifies an activated stellate cell/injured Schwann cell population that is significantly overrepresented in the *CFTR*^−/−^ pancreas. UMAP plots of merged WT (AXH039, AXH040, AXH073) and *CFTR*^−/−^ (AXH079, AXH080, AXH121, AXH122, AXH127) sheep pancreas by differential gene expression profiles (**A**) or donor genotype (**B**, black font WT, grey font *CFTR*^−/−^). Nine cell clusters are seen in (**A**, **B**) including acinar cells, duct cells, endocrine cells, stromal cells, endothelial cells, immune cells, rapidly diving cells, quiescent stellate cells/myofibroblasts, and activated stellate cells/injured Schwann cells (cluster 8, arrowed). Marker gene lists are shown in Table S8. **C** Single cell proportion test comparing *CFTR*^−/−^ with WT shows significant over representation of activated stellate cells/injured Schwann cells. **D** Feature plots show cluster marker genes for clusters 0–7

At term the *CFTR*^*−/−*^ pancreas is usually in an advanced state of destruction (Fig. S1B), with normal acini replaced by cystic lesions, dilated acini and ducts and large areas of fibrosis. We performed scRNA-seq on three term pancreas tissue samples obtained from two *CFTR*^−/−^ lambs produced by natural breeding (AXH087 and AXH088 (2 independent samples from the same lamb) and AXH112), a total of 18,886 cells, one cloned *CFTR*^−/−^ animal (AXH142 and AXH143, two independent samples from the same lamb) with 6,954 cells annotated, and one sample from each of 4 WT sheep (AXH036, AXH092, AXH136 and AXH139) with a total of 21,951 cells annotated). Identity by cluster and by donor UMAPs are shown in Fig. 8A, B, respectively. Eight clusters were identified with marker genes shown in Table S9. Cluster 0 are acinar cells/glandular epithelial cells with markers of zymogen granule enzymes such as *CELA3B* (Fig. 8D), *CPA1*, colipase (*CLPS*), *PLA2G1B*, *PRSS1*, *DNASE1,* chymotrypsin C (*CTRC), SPINK1*, chymotrypsinogen B1 (*CTRB1*), *CEL*, *CELA1,* and syncollin (*SYCN*), which encodes a secretory granule membrane protein involved in zymogen granule fusion (Edwardson et al. 1997), and also *AQP8.* Cluster 1 are duct epithelial cells with marker genes including *SLC4A4*, *KRT19* (Fig. 8D), *CLND4, EHF*, *KRT8*, and *CFTR*. Endocrine cells are found in cluster 2, with *TTR, SCG5, SCG3* (Fig. 8D) and *CHGA* at the top of the marker gene list together with *ISL1*, though the cells are not distinguished by endocrine cell sub-type. Cluster 3 cells show classical markers of endothelial cells based upon *CLEC3B, PECAM1* (Fig. 8D), *PLVAP*, *VWF* and *PTPRB.* Cluster 4 are stromal cells/fibroblasts identified by differential expression of *COL6A*1, *COL1A1* (Fig. 8D)*, COL1A2*, *COL3A1*, *COL6A3* together with *DCN, LUM* and *VIM.* At least 2 types of immune cells are included in cluster 5, with 2 merging subclusters, both of which show *SRGN* (Fig. 8D), *FCER1G, CD53*, BCL2 related protein A1 (*BCL2A1*), protein tyrosine phosphatase receptor type C (*PTPRC*), which is a key regulator of B- and T-cell antigen receptor signaling, and *NFKB1*, among many other immune function-related genes in the marker list. The marker gene list for cluster 6 is indicative of rapidly dividing cells, with differential expression of cell cycle genes such as aurora kinase A (*AURKA*), cell division cycle 20 (*CDC20*), the microtubule destabilizing protein stathmin (*STMN1*), *CENPW*, *CENPF* and *TOP2A* (Fig. 8D). Of note rapidly dividing cells are also seen in WT pancreas at 80- and 120-days gestation (Figs. 6A, 7A) and are not overrepresented in the *CFTR*^*−/−*^ pancreas (Fig. 8C). Cluster 7 (marked by the arrow in Fig. 8A) are another population of stromal cells with differentially expressed marker genes including *CALD1* (Fig. 8D), *TPM2, TAGLN* and *SPARC*. This cluster may include both quiescent and activated stellate cells since in addition to the marker genes *COL4A1/2*, *COL6A1* and *COL3A1*, both *ACTA2* and *PMP22* are highly expressed. Together, the profile of the term *CFTR*^*−/−*^ sheep pancreas shown by scRNA-seq reveals a damaged organ, consistent with the histology shown in Fig. S1B. A comparison of cell contributions to each cluster (sc cell proportions test) from WT and *CFTR*^*−/−*^ animals (Fig. 8C) suggests that cells from *CFTR*^*−/−*^animals are significantly underrepresented in cluster 4 (stromal cells) and cluster 6 (rapidly dividing cells) and significantly overrepresented in clusters 3 (endothelial), and particularly cluster 7 (stellate cells). The difference in distributions of stromal cell types from individual WT and *CFTR*^*−/−*^ animals can be seen in Fig. 8B (and Fig. S13C) and cluster 7 appears show a transition from quiescent to activated stellate cells. Though such comparisons should be interpreted with caution on a relatively small number of animals, the results suggest that at term, the shift from stromal cells to stellate cells may reflect the extensive fibrotic reaction seen in the *CFTR*^*−/−*^ pancreas.

**Fig. 8:**
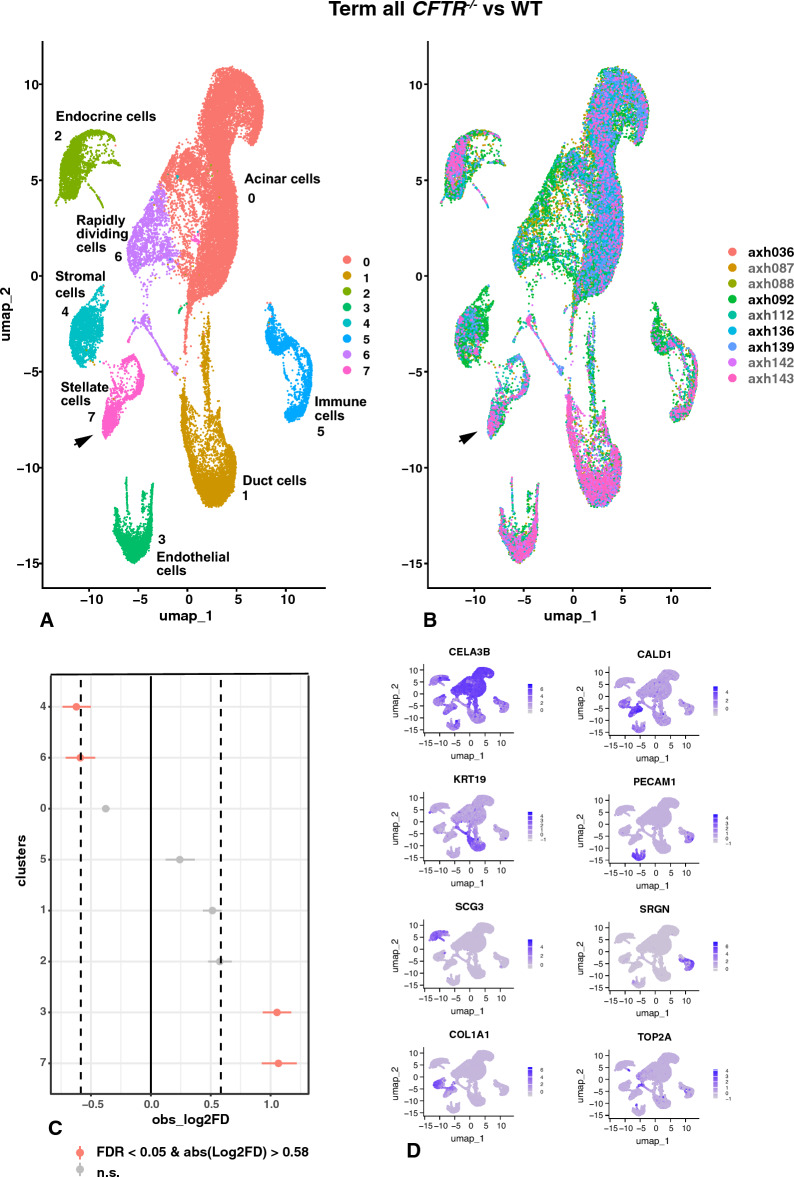
Single-cell RNA-seq defines cell types in term WT and *CFTR*^−/−^ sheep pancreas and shows an activated stellate cell/myofibroblast population is significantly overrepresented in the *CFTR*^−/−^ pancreas. UMAP plots of merged WT (AXH036, AXH092, AXH136, AXH139) and *CFTR*^−/−^ (AXH087, AXH088, AXH112, AXH142, AXH143) sheep pancreas by differential gene expression profiles (**A**) or donor genotype (B, black font WT,  grey font *CFTR*^−/−^). Eight cell clusters are seen in (**A**, **B**) including acinar cells, duct cells, endocrine cells, stromal cells, endothelial cells, activated stellate cells/myofibroblasts (cluster 7, arrowed) and rapidly diving cells. Marker gene lists are shown in Table S9. **C** Single cell proportion test comparing *CFTR*^−/−^ with WT shows significant over representation of activated stellate cells/myofibroblasts. **D** Feature plots show cluster marker genes for clusters 0–7

### Validation of scRNA-seq observations by immunostaining

Tissue sections from pancreas samples taken at the same gestational ages as the bulk RNA-seq, though generally not from the same fetuses (only 65- and 100-day WT and 100-day *CFTR*^*−/−*^ were the same), were used for immunostaining. More extensive areas of collagen I-staining were seen in the *CFTR*^*−/−*^ pancreas compared to WT at all time points, particularly in interstitial tissue between pancreatic lobules (Fig. 9A–D) in green; A, C, (WT), B, D (*CFTR*^*−/−*^); 80-days (A, B) and 120-days (C, D); and Fig. S8, all timepoints). Although already evident at day 65 and 80 these *CFTR*^*−/−*^-associated changes become more apparent at later time points. Concurrently, abundance of a smooth muscle actin, which is encoded by a top marker gene for PSCs, is increased in the *CFTR*^*−/−*^ pancreas (Fig. 9A–D) in red; (Fig. S8 all timepoints) as is the frequency of SPARC-positive cells especially at 65- and 80 days (Fig. 9E–H) in green; E, G, (WT), F, H, (*CFTR*^*−/−*^) (Fig. S9 all timepoints). We also stained tissue sections with an antibody specific for APOD as a marker of the activated stellate cell population, however, though APOD-positive cells were observed in the interlobular spaces, due to the rarity of the cell population it was not possible to make significant comparisons between WT and *CFTR*^*−/−*^ tissues (Fig. S10). Lastly, to further investigate the identity of a subcluster of cells in the term pancreas samples from some donors (not evident in the combined analysis in Fig. 8), which in addition to showing characteristic acinar cell marker genes also had features of stressed or apoptotic cells, we performed cleaved caspase-3 and TUNEL assays on pancreas tissue samples throughout gestation. No significant increase in cleaved caspase 3 staining was observed between WT and *CFTR*^*−/−*^ pancreas at all-time points, suggesting apoptosis was not a key mechanism. However, a significant increase in TUNEL staining was seen in the *CFTR*^*−/−*^ pancreas compared to WT at day 120 gestation and term animals, suggestive of DNA-damage (Fig. S11). The TUNEL staining we observe apparently in mesenchymal cells in the *CFTR*^*−/−*^ animals is not seen prior to day 120 and is thought not to be background staining, but instead is likely indicative of necrosis. In recent work on mechanisms of kidney injury (Moore et al. 2021), a similar pattern of irregular TUNEL-positive staining in tissue areas with little DAPI staining was thought to show leakage of DNA fragments from damaged cells, consistent with cell death by necrosis.

**Fig. 9:**
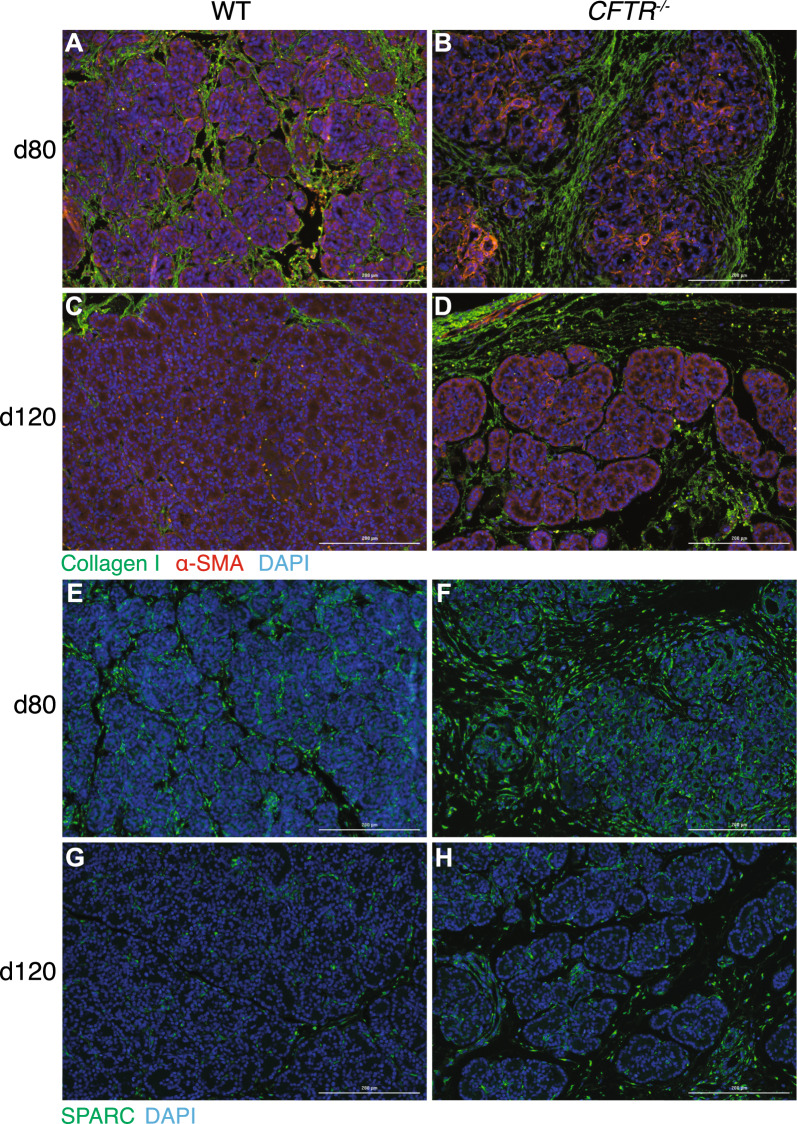
Elevated expression of stellate cell markers in *CFTR*^−/−^ pancreas compared to WT at 80- and 120-days gestation. Tissue sections are stained with antibodies specific for (**A**–**D**) type-I collagen (COL1A1, green) and α smooth muscle actin (ACTA2, red), and (**E**–**H**) secreted protein acidic and cysteine rich (SPARC, green) wild-type (**A**, **C**, **E**, **G**) and *CFTR*^*−/−*^ pancreas. Nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI). COL1A1 and SPARC staining and αSMA-positive expressing cells were detected in the interlobular spaces of the WT (left panels: **A**, **C**) and *CFTR*^−/−^ (right panels: **B**, **D**) pancreas at 80-days (**A**, **B**, **D**, **F**) and 120 days of gestation (**C**, **D**, **G**, **H**). Size bar = 200 μm for all panels

### Pseudotime analysis of sheep pancreas scRNA-seq data

Even though we have real-time gene expression data through sheep gestation, it was of interest to perform pseudotime analysis of these data to measure the progress of individual cells through pancreas development and compare cells from WT and *CFTR*^*−/−*^ animals. For this analysis we used Monocle 3 and chose marker genes for each cell cluster defined at 80 days gestation above to construct single cell trajectories. These included: *AQP8* and *PRSS2* for acinar cells; *KRT19* and *EHF* for duct cells; *COL1A1* for stromal cells and *RBP4* and *ACTA2* for stellate cells (all shown Fig. 10); and *SCGN*, *TTR* and *ISL1* for endocrine cells (Fig. S12).

**Fig. 10:**
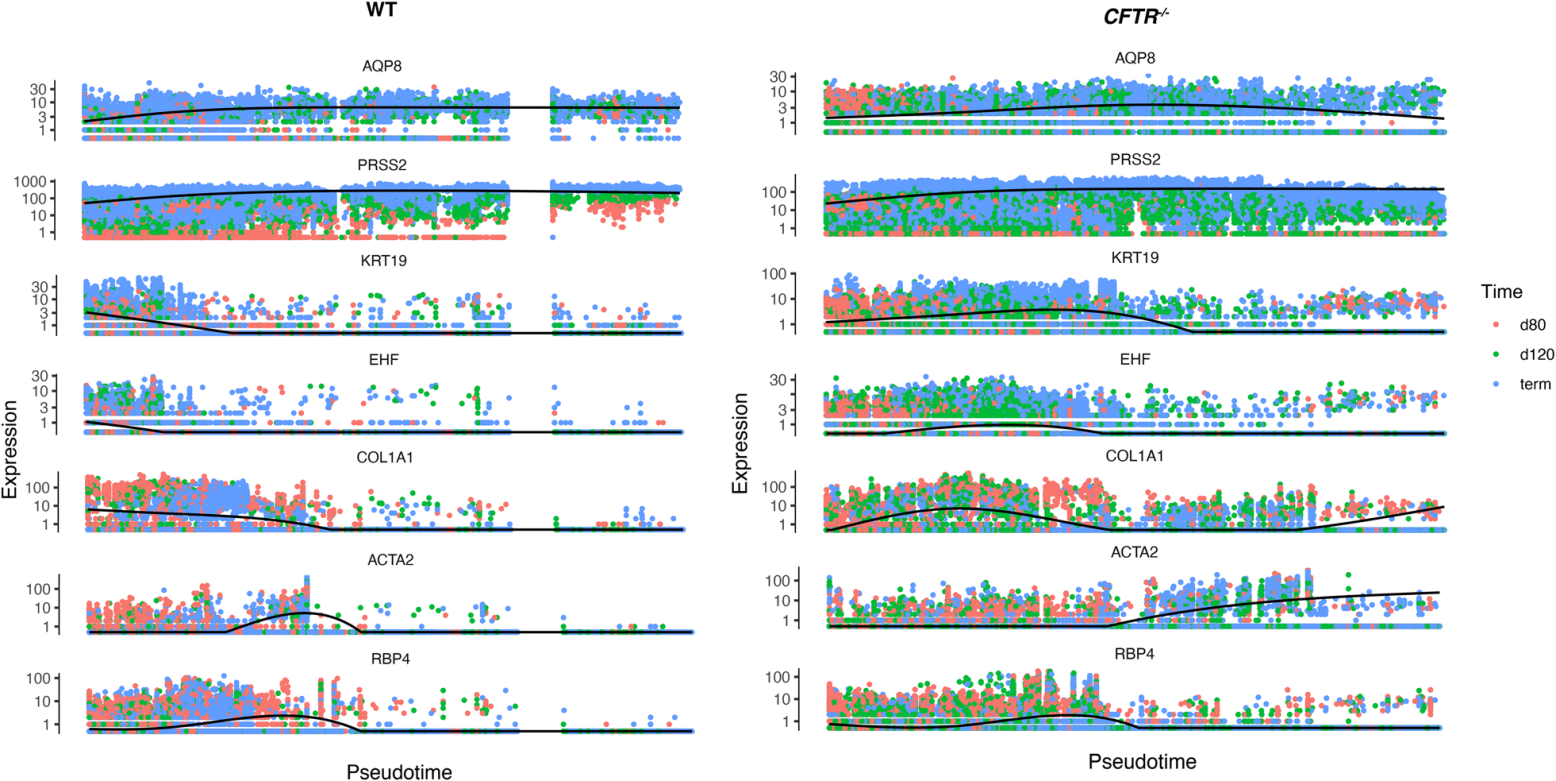
Pseudotime analysis of scRNA-seq data using Monocle 3 shows altered gene expression profiles in WT and *CFTR*^−/−^ pancreatic duct and stromal cells. Markers for acinar cells *AQP8* and *PRSS2*; for duct cells *KRT19*, and *EHF*; *COL1A1* for stromal cells and *ACTA2* and *RBP4* for activated and quiescent stellate cells

Of most interest are the genes identifying acinar cells, duct cells and stellate cells, which show different trajectories in WT and *CFTR*^*−/−*^ pancreas (Fig. 10) and are consistent with our interpretation of data from the bulk RNA-seq and scRNA-seq above. Considering the splines (black lines) in Fig. 10: acinar cell markers appear to show similar profiles in the *CFTR*^*−/−*^ cells compared to WT, though AQP8 declines towards later pseudotime; duct cell markers, which decline to very low levels early in pseudotime in WT cells show prolonged expression through pseudotime in *CFTR*^*−/−*^ cells, consistent with the observed overrepresentation of duct cells in *CFTR*^*−/−*^ pancreas in the single cell proportion test at 80 days (Fig. 6C); while stellate cells marked by *ACTA2* appear to show increased expression later in pseudotime only in *CFTR*^*−/−*^ pancreas, in accordance with the overrepresentation of stellate cells in *CFTR*^*−/−*^ pancreas observed in the single cell proportion test at term (Fig. 8C). No clear differences were seen in the splines of endocrine markers in WT and *CFTR*^*−/−*^ samples (Fig. S12).

### Comparison of cloned and naturally bred* CFTR*^*−/−*^animals through gestation

In our previous work defining the pathology of *CFTR*^*−/−*^ in sheep we focused on cloned animals as these were the only available models (Fan et al. 2018; Van Wettere et al. 2022; Kerschner et al. 2023; Viotti Perisse et al. 2021). Over the last two sheep breeding seasons we also generated *CFTR*^*−/−*^ lambs by natural breeding of heterozygous (*CFTR*^±^) ewes and rams. The majority of term animals analyzed here were naturally bred with only one being a cloned *CFTR*^*−/−*^ animal (Table 1). Moreover, we also optimized amniocentesis on sheep at 55 + 3 days gestation to enable in utero genotyping of fetuses and collected twin naturally bred *CFTR*^*−/−*^ lambs at 120 days gestation. The genotype was reconfirmed after collection. This enabled a preliminary comparison between cloned and non-cloned *CFTR*^*−/−*^ animals, though data should be interpreted with caution on n = 2 non-cloned tissue samples (Table 1), particularly since the *CFTR*^*−/−*^-associated pancreatic lesions at 120 days are focal, with some areas of the tissue apparently normal and others showing significant pathology (Van Wettere et al. 2022). The data for the 120 days samples shown in Fig. 7 only include cloned animals. When comparing all *CFTR*^*−/−*^ samples (cloned and non-cloned) with WT at 120 days the unique activated stellate cells/injured Schwann cell cluster (8) was still the only overrepresented cell type in the single cell proportion test, though there were fewer of these cells in the non-cloned animals (data not shown) suggesting a more severe phenotype in the cloned *CFTR*^*−/−*^ lambs*.* However, when comparing the two naturally bred *CFTR*^*−/−*^ animals with WT, the single cell proportion test was greatly skewed by fewer erythroid cells in the *CFTR*^*−/−*^ samples. This was likely an artefact reflecting varying efficacy of the red blood cell removal step in the protocol (data not shown), making further interpretation more challenging.

## Discussion

Utilizing a sheep model of cystic fibrosis has enabled us to examine the initiation and progression of CF pancreatic disease in utero with transcriptomic precision at both whole tissue and single cell levels. Previous studies detected *CFTR* mRNA in pancreatic ducts in early human gestation (Hyde et al. 1997; Foulkes and Harris 1993), so an early phenotype resulting from loss of CFTR was not unexpected. However, the recent suggestion that loss of CFTR might impair tubulogenesis (Breton et al. 2016) raised doubt over the initiating events in CF pancreatic pathology. Here we describe a fibrotic and damage response by 80 days gestation (~ 21 weeks in human) and the presence of a unique population of cells that may be activated stellate cells or injured Schwann cells, which are significantly more abundant in *CFTR*^*−/−*^ animals than in WT at 80- and 120 days gestation. The observations of a very early (by 65 days of gestation) and enduring fibrotic response in *CFTR*^*−/−*^ animals were confirmed by immunohistology using antibodies specific for collagen 1A (COL1A1), which is produced by all stromal cells, actin alpha 2, smooth muscle actin (ACTA2), which is a marker of activated stellate cells/ myofibroblasts in the liver (Hoffmann et al. 2020; de Smet et al. 2021) and secreted protein acidic and cysteine rich (SPARC), (Fig. 9; Figs. S8, S9). By 65 days of sheep gestation (~ 16 weeks in human) an abundance of stromal cells (green, collagen 1A) is evident in the *CFTR*^*−/−*^ fetal pancreas compared to WT, and distension of acini, with evidence for stellate cell (red, alpha smooth muscle actin) activation/ proliferation also seen (Fig. 9A, B). As gestation proceeds (Fig. S8C, D, 80 days, Fig. S8G, H, 120 days) the stromal cell involvement proceeds in parallel with the loss of acinar tissue and stellate cells are prominent. At term parts of the pancreas are already destroyed (Fig. S8I, J). It is notable that though we observed an under representation of acinar cells in the scRNA-seq data from 80 day *CFTR*^*−/−*^ pancreas compared to WT, this was not recapitulated in the term *CFTR*^*−/−*^ pancreas samples, despite their altered histology. One possible explanation is the difficulty of capturing live acinar cells in the single cell preparation protocols since these cells readily autolyze post-mortem. Perhaps we are only capturing a sub-population of more resilient acinar cells (for example those close to the ductal tree or adjacent to the stromal cells surrounding the acinar bundles) in both WT and *CFTR*^*−/−*^ pancreas samples. Alternatively, the results may simply reflect sampling location since the acinar loss is multifocal and variable between *CFTR*^*−/−*^ animals.

Our data suggest that CF pancreatic pathology is probably not due to a failure to generate the ductal tree but instead is a reaction to the abnormal ductal microenvironment in the absence of functional CFTR, as originally suggested. Loss of CFTR-mediated chloride and bicarbonate secretion (Gray et al. 1990; Saint-Criq and Gray 2017) is accompanied by a lack of hydration of the pancreatic duct epithelium. This in turn likely causes the deposition of secreted protein on the duct epithelium, initial intralobular duct obstruction (we reported mucus accumulation in ducts and acini of *CFTR*^*−/−*^ sheep fetal pancreas previously (Van Wettere et al. 2022)) and tissue damage resulting in activation of stellate cells and fibrosis. The stellate cell activation may also have an immunological/inflammatory component. Pancreatic duct obstruction appears to be the main cause of acinar loss, as enzymes released from zymogen granules cannot reach the duodenum and instead cause cell necrosis. Fibrosis is likely a later event in the disease course. PSCs may be progenitors for several cell types in the pancreas. They normally proliferate and migrate through the pancreatic tissue where they synthesize ECM proteins and also matrix degrading enzymes (for example MMPs and TIMPs). In healthy pancreas, PSCs regulate normal ECM processing. In contrast, during pancreatic injury PSC activation can disrupt the fine-tuned balance between ECM production and remodeling, causing fibrosis and other phenotypes that are consistent with pancreatic pathology in *CFTR*^*−/−*^ sheep.

It is of interest that activated hepatic stellate cells (HSCs) were implicated in the etiology of cystic-fibrosis-associated liver disease (CFLD) in an earlier study of human liver biopsies (Lewindon et al. 2002). Cells identified by colocalization of collagen 1A1 mRNA (by in situ hybridization) and alpha smooth muscle actin (by immunostaining), suggesting activated HSCs/myofibroblast, were shown to be the source of excess collagen production in a person with CF and hepatic fibrosis. Moreover, bile duct epithelial cells were suggested to be the major source of transforming growth factor beta (TGFB) which may stimulate collagen synthesis by HSCs in CF (Lewindon et al. 2002). In the sheep pancreas at 80 days gestation the TGFB subunits are marker genes for stromal cells and myofibroblasts and are not apparently differentially expressed in pancreatic duct epithelial cells, suggesting fibrosis may be a later event. However, it is possible that a specific sub-type of ductal epithelial cell is important in TGFB activation of stellate cells and that we have not reached sufficient single cell resolution to identify it. The origins of duct cells in the pancreas were broadly understood (Edlund 2002), though more recent scRNA-seq analysis has revealed additional complexity (Qadir et al. 2020). Furthermore, recent bulk and scRNA-seq analysis of hepatic stellate cell activation suggests that transcriptional programs driving the initiation of HSCs remain active in chronic liver disease (de Smet et al. 2021). A similar persistence of multiple activated stellate cell types in the *CFTR*^*−/−*^ sheep pancreas may underlie our observations. The similarity of many marker genes in activated stellate cells and injured Schwann cells makes it challenging to definitively assign a cell identity to the unique cluster of cells seen to be overrepresented at 80- and 120-days gestation in *CFTR*^*−/−*^ animals. Indeed, UMAP plots for several key marker genes show that expression is rarely limited to a single differentiated cell population at these gestational ages (Fig. S13A, B). If indeed these are Schwann cells, the relative lack of expression of genes encoding myelin proteins indicates that they are likely either dedifferentiating or damaged, possibly as a direct response to the pancreatic enzyme induced acinar autolysis and associated fibrotic reaction in the *CFTR*^*−/−*^ pancreas.

An earlier detailed analysis of post-natal human and mouse pancreas by scRNA-seq identified multiple stellate cell types at different stages of activation, and also Schwann cell dedifferentiation in the pancreas (Baron et al. 2016). Though not all the critical markers of these cells are annotated in the sheep genome these data are helpful in interpreting the scRNA-seq data presented here. The definition of different clusters in our data is also more challenging as we are looking at cell populations that are differentiating through organ development. At 80 days we see platelet derived growth factor receptor alpha (*PDGFRA*) as a marker gene only for cluster 2 (stromal cells), along with *COL4A1* which is a marker of quiescent and activated stellate cells. *COL1A1* and *LUM* are marker genes for cluster 2 though are seen in activated stellate cells in the earlier human data (Baron et al. 2016). TIMP metallopeptidase inhibitor 1 (*TIMP1*), another marker of activated stellate cells is seen in both clusters 2 and 8 (stellate cells), while *SPARC* is in the marker gene list for both clusters 2 and 6 (activated stellate cells/injured Schwann cells) and 8 (Fig. S13A). Our particular interest in cluster 6, due to its significant overrepresentation in the cloned *CFTR*^*−/−*^ animals, led us to speculate that though these cells show many markers of activated stellate cells they are perhaps more similar to cells of neural crest origin, specifically injured or dedifferentiated Schwann cells without myelin (e.g., myelin basic protein, *MBP*). *S100B*, *NGFR* and *PLP1* are all markers for cluster 6, while *CRYAB* is a marker for cluster 8 (though is expressed in many cell types at 80 days gestation, Fig. S13A) and *PMP22* is seen in clusters 2, 6 and 8. Most notably, *ID4* and *FOXD3*, which are transcription factors associated with Schwann cell dedifferentiation (Baron et al. 2016), and endothelin receptor type B (*EDNRB*) and nestin (*NES*) both encoding proteins associated with this process are also in the marker gene list for cluster 6. Though in the earlier work it was suggested that this cluster might have dedifferentiated during extraction and culture, it is likely that in the *CFTR*^*−/−*^ pancreas these cells are overrepresented due to disease -associated organ damage in the tissue. In contrast at 120 days cluster 8, which appears to have a similar identity to cluster 6 at 80 days, is also overrepresented in the *CFTR*^*−/−*^ pancreas but has a less clear identity. Though *CRYAB* and *PLP1* are marker genes (Fig. S13B), *NGFR* and *S100B* are not (the latter is a marker of duct cells at this gestational age). *ID4* is a marker of clusters 5 (stellate cells) and 8 as are *EDNRB* and *NES* perhaps suggesting a closer relationship of this cluster to activated stellate cells than injured Schwann cells. This might also correlate with the observed overrepresentation of quiescent- and activated stellate cells in the *CFTR*^*−/−*^ pancreas at term.

Comparative genomics studies can throw light on important aspects of human disease, so we next considered earlier work on the development of pancreatic disease in pig and ferret models of CF. In the CF pig, pancreatic tissue was collected from 8 fetuses in utero, during one time window (83–90 days out of the total 114-day gestation period), RNA was extracted and used for microarray studies of gene expression (Abu-El-Haija et al. 2012). This time-period is broadly equivalent to ~ 100–110 days gestation in sheep, where term is at ~ 147 days.

Gene set enrichment analysis (GSEA) at this single timepoint identified elevated response to injury, inflammatory response and host defense response, innate immunity, complement cascade, tissue remodeling and fibroblast proliferation, in addition to induction of apoptosis, as enriched processes in the CF fetuses. Focusing on specific genes that contributed to these pathways, both *ACTA2* and *TGFB1* showed increased expression in fetal and newborn CF pig pancreas, indicative of activation of fibrosis. Furthermore, proinflammatory, complement cascade and proapoptotic genes were all upregulated and thus implicated in contributing to pancreatic destruction. When compared to bulk RNA-seq data from the *CFTR*^*−/−*^ sheep pancreas reported here, we did not observe consistent increases in *CXCL8* or *NFKB1* transcripts in utero and newborn, although *TGFB1* was elevated in *CFTR*^*−/−*^ sheep fetuses at 65 days (Fig. S6E–G). Also, complement activation as measured by elevated transcripts of *C3*, *C1Q* and *CFB*, were seen in CF pig but not in *CFTR*^*−/−*^ sheep. It is however, of interest that in the scRNA-seq data at 80 days gestation we see a significant increase in one immune cell cluster (10) in the *CFTR*^*−/−*^ fetuses. It is notable that although the data from the CF pig pancreas were interpreted to support plugging and obstruction of the pancreatic ducts triggering an inflammatory response that ultimately leads to tissue destruction, overt fibrosis was not seen until weeks to months after birth. In contrast, as in humans with CF, fibrosis is evident in the *CFTR*^*−/−*^ sheep in utero and the results presented here suggest that stellate cell activation by mechanisms other than profound inflammation and complement activation initiates the process. 

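CXCL8 had 0.198 and 0.343 CPM in CFTR−/− animals and 3.2 and 2.1 CPM in WT at 65 days, 0.224 and 0.642 CPM against 5.55 and 1.2 CPM at 80 days, and 0.516 and 0 CPM against 8.89 and 1.12 CPM at term. Its log2 fold changes were -3.26, -2.94 and -3.77, with adjusted p-values of 0.302, 1 and 0.0899 (edgeR). At 100 and 120 days it was 1.32 and 1.89, from 1.91 and 3.21 and 0.572 and 1.54 CPM in CFTR−/− animals and 1.28 and 0.783 and 0.51 and 0 CPM in WT. The log2 fold changes of NFKB1 were 0.47, 0.36, 0.28, -0.38 and -0.81 from 65 days to term, with adjusted p-values between 0.0956 and 1. At 100 days that of NFKB1 was -0.23 without CFTR−/− animal 2. TGFB1 had 18.5 and 14 CPM in CFTR−/− animals at 65 days and 5.35 and 7.2 CPM in WT, a log2 fold change of 1.37 (SE 0.40, edgeR, Benjamini-Hochberg adjusted p 0.262). From 80 days to term its values were 0.40, 0.79, -0.18 and 0.53, with adjusted p-values between 0.435 and 1, and at 120 days 0.12 without CFTR−/− animal 2.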

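C3 had 34 and 38.8 CPM in CFTR−/− animals and 27.1 and 30.6 CPM in WT at 65 days, 23.2 and 65.1 CPM against 18.5 and 20.1 CPM at 80 days, 21.8 and 235 CPM against 16.6 and 8.86 CPM at 100 days, 34 and 71.8 CPM against 12 and 68 CPM at 120 days, and 42.4 and 86.8 CPM against 20.6 and 15.6 CPM at term. Its log2 fold changes were 0.34, 1.19, 3.34, 0.41 and 1.82, with adjusted p-values of 0.928, 1, 0.36, 1 and 0.192 (edgeR). Without WT animal 1 at 120 days the value of C3 was -0.36. C1QA, C1QB and C1QC had log2 fold changes of -0.11, 0.22 and 0.54 at 65 days, 2.23, 1.91 and 1.67 at 100 days, and -1.91, -1.80 and -1.86 at 120 days, with adjusted p-values from 0.383 to 0.999. At 80 days they were 0.32, 0.41 and 0.56. At term they were -0.52, -0.26 and -1.89, with adjusted p-values of 0.791, 0.898 and 0.316 (edgeR). The higher values at 100 days came mainly from CFTR−/− animal 2, with 66.2, 106 and 77 CPM, and without it those of C1QB and C1QC were -0.02 and -0.55. Without WT animal 2 at 120 days the values of C1QA, C1QB and C1QC were 0.66, 0.84 and 0.65. CFB had log2 fold changes of 0.72, -0.34, 0.17, -1.66 and -2.45 from 65 days to term, with adjusted p-values between 0.0448 and 1. At term CFB had 8.81 and 9.01 CPM in CFTR−/− animals and 82.9 and 14.4 CPM in WT.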

Further, these events start to happen very early, within the first half of gestation in *CFTR*^*−/−*^ sheep and pwCF.

Next comparing pancreatic disease in the CF ferret (Rotti et al. 2018) with our observations presented here in the *CFTR*^*−/−*^ sheep, the most notable difference is the time scale, as the ferret pathology primarily appears at term and develops after birth. Moreover, there is a remarkable replacement of acinar tissue by fat/adipose tissue in the CF ferret, which is not seen in the *CFTR*^*−/−*^ sheep pancreas at term. Three stages of CF pancreatic exocrine disease in ferrets are defined: (I) inflammation, (II) associated stellate cell activation followed by replacement of exocrine tissue with adipose tissue and fibrosis, which progresses in stage III. Thus, the CF ferret pancreatic pathology appears not to be fully consistent with our observation in the *CFTR*^*−/−*^ sheep, where acinar tissue is not replaced by fat, but rather acinar loss and stromal collapse results in cystic spaces, with some multifocal fibrosis, consistent with the early disease course in humans.

Lastly, in the initial description of the *CFTR*^*−/−*^ sheep, we observed pancreatic hypoplasia in some animals, which was thought to be a cloning-related phenomenon (Fan et al. 2018). The *CFTR*^*−/−*^ animals generated by cloning over several subsequent sheep breeding seasons and used here to examine the developmental time course (day 65- day 120) of CF (Van Wettere et al. 2022) did not exhibit such profound pancreatic hypoplasia. Moreover, all but one of the *CFTR*^*−/−*^ animals investigated here at term were not cloned, but rather the result of natural breeding of heterozygote *CFTR*^±^ ewes and rams, with their genotype confirmed within ~ 6 h of birth. Hence, the observation of overrepresentation of quiescent and activated stellate cells at term is not an artifact of cloning procedures but rather a specific feature of the *CFTR*^*−/−*^ sheep pancreas. Given the major focus on PSCs in the context of developing novel therapeutic approached to pancreas cancer it is encouraging to speculate that advances in this field may have applications to early attenuation of pancreatic disease in pwCF.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

Supplementary Material 11.

Supplementary Material 12.

## Data Availability

All raw and processed deep sequence data are deposited at GEO: GSE254376. There are no other materials to make available.

## References

[CR1] Abi-Nader KN, Boyd M, Flake AW, Mehta V, Peebles D, David AL. Animal models for prenatal gene therapy: the sheep model. Methods Mol Biol. 2012;891:219–48. 10.1007/978-1-61779-873-3_11.22648775 10.1007/978-1-61779-873-3_11

[CR2] Abu-El-Haija M, Ramachandran S, Meyerholz DK, et al. Pancreatic damage in fetal and newborn cystic fibrosis pigs involves the activation of inflammatory and remodeling pathways. Am J Pathol. 2012;181(2):499–507. 10.1016/j.ajpath.2012.04.024.22683312 10.1016/j.ajpath.2012.04.024PMC3409440

[CR3] Alcorn DG, Adamson TM, Maloney JE, Robinson PM. A morphologic and morphometric analysis of fetal lung development in the sheep. Anat Rec. 1981;201(4):655–67. 10.1002/ar.1092010410.7340570 10.1002/ar.1092010410

[CR4] Andersen DH. Cystic fibrosis of the pancreas and its relation to celiac disease—a clinical and pathological study. Am J Dis Child. 1938;56(2):344–99.10.1001/archpedi.1938.01980140114013

[CR5] Andersen DH. Cystic fibrosis of the pancreas. J Chronic Dis. 1958;7(1):58–90. 10.1016/0021-9681(58)90185-1.13491678 10.1016/0021-9681(58)90185-1

[CR6] Apte MV, Haber PS, Applegate TL, et al. Periacinar stellate shaped cells in rat pancreas: identification, isolation, and culture. Gut. 1998;43(1):128–33. 10.1136/gut.43.1.128.9771417 10.1136/gut.43.1.128PMC1727174

[CR7] Apte MV, Wilson JS, Lugea A, Pandol SJ. A starring role for stellate cells in the pancreatic cancer microenvironment. Gastroenterology. 2013;144(6):1210–9. 10.1053/j.gastro.2012.11.037.23622130 10.1053/j.gastro.2012.11.037PMC3729446

[CR8] Arsenijevic T, Perret J, Van Laethem JL, Delporte C. Aquaporins involvement in pancreas physiology and in pancreatic diseases. Int J Mol Sci. 2019;20(20):5052. 10.3390/ijms20205052.31614661 10.3390/ijms20205052PMC6834120

[CR9] Bachem MG, Schneider E, Gross H, et al. Identification, culture, and characterization of pancreatic stellate cells in rats and humans. Gastroenterology. 1998;115(2):421–32. 10.1016/s0016-5085(98)70209-4.9679048 10.1016/s0016-5085(98)70209-4

[CR10] Bale S, Verma P, Varga J, Bhattacharyya S. Extracellular matrix-derived damage-associated molecular patterns: implications in systemic sclerosis and fibrosis. J Invest Dermatol. 2023. 10.1016/j.jid.2023.04.030.37452808 10.1016/j.jid.2023.04.030PMC11974346

[CR11] Banstola A, Reynolds JNJ. The sheep as a large animal model for the investigation and treatment of human disorders. Biology (basel). 2022;11(9):1251. 10.3390/biology11091251.36138730 10.3390/biology11091251PMC9495394

[CR12] Baron M, Veres A, Wolock SL, et al. A single-cell transcriptomic map of the human and mouse pancreas reveals inter- and intra-cell population structure. Cell Syst. 2016;3(4):346-360 e4. 10.1016/j.cels.2016.08.011.27667365 10.1016/j.cels.2016.08.011PMC5228327

[CR13] Barry JS, Anthony RV. The pregnant sheep as a model for human pregnancy. Theriogenology. 2008;69(1):55–67. 10.1016/j.theriogenology.2007.09.021.17976713 10.1016/j.theriogenology.2007.09.021PMC2262949

[CR14] Blouw B, Seals DF, Pass I, Diaz B, Courtneidge SA. A role for the podosome/invadopodia scaffold protein Tks5 in tumor growth in vivo. Eur J Cell Biol. 2008;87(8–9):555–67. 10.1016/j.ejcb.2008.02.008.18417249 10.1016/j.ejcb.2008.02.008PMC2629379

[CR15] Boue A, Muller F, Nezelof C, et al. Prenatal diagnosis in 200 pregnancies with a 1-in-4 risk of cystic fibrosis. Hum Genet. 1986;74(3):288–97.3536726 10.1007/BF00282551

[CR16] Breton S, Ruan YC, Park YJ, Kim B. Regulation of epithelial function, differentiation, and remodeling in the epididymis. Asian J Androl Jan-Feb. 2016;18(1):3–9. 10.4103/1008-682X.165946.10.4103/1008-682X.165946PMC473635326585699

[CR17] Chandra R, Liddle RA. Recent advances in the regulation of pancreatic secretion. Curr Opin Gastroenterol. 2014;30(5):490–4. 10.1097/MOG.0000000000000099.25003603 10.1097/MOG.0000000000000099PMC4229368

[CR18] Chen J, Fu R, Cui Y, et al. LIM-homeodomain transcription factor Isl-1 mediates the effect of leptin on insulin secretion in mice. J Biol Chem. 2013;288(17):12395–405. 10.1074/jbc.M113.450536.23504315 10.1074/jbc.M113.450536PMC3636923

[CR19] Chen Y, Lun AT, Smyth GK. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. F1000 Res. 2016;5:1438. 10.12688/f1000research.8987.2.10.12688/f1000research.8987.2PMC493451827508061

[CR20] da Huang W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57. 10.1038/nprot.2008.211.19131956 10.1038/nprot.2008.211

[CR21] Davies CJ, Fan Z, Morgado KP, et al. Development and characterization of type I interferon receptor knockout sheep: a model for viral immunology and reproductive signaling. Front Genet. 2022;13: 986316. 10.3389/fgene.2022.986316.36246651 10.3389/fgene.2022.986316PMC9556006

[CR22] De Smet V, Eysackers N, Merens V, et al. Initiation of hepatic stellate cell activation extends into chronic liver disease. Cell Death Dis. 2021;12(12):1110. 10.1038/s41419-021-04377-1.34839349 10.1038/s41419-021-04377-1PMC8627507

[CR23] Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. 10.1093/bioinformatics/bts635.23104886 10.1093/bioinformatics/bts635PMC3530905

[CR24] Dupre J, Ross SA, Watson D, Brown JC. Stimulation of insulin secretion by gastric inhibitory polypeptide in man. J Clin Endocrinol Metab. 1973;37(5):826–8. 10.1210/jcem-37-5-826.4749457 10.1210/jcem-37-5-826

[CR25] Edlund H. Pancreatic organogenesis-developmental mechanisms and implications for therapy. Nat Rev Genet. 2002;3(7):524–32. 10.1038/nrg841.12094230 10.1038/nrg841

[CR26] Edwardson JM, An S, Jahn R. The secretory granule protein syncollin binds to syntaxin in a Ca2(+)-sensitive manner. Cell. 1997;90(2):325–33. 10.1016/s0092-8674(00)80340-2.9244306 10.1016/s0092-8674(00)80340-2

[CR27] Fan Z, Viotti Perisse I, Cotton CU, et al. A sheep model of cystic fibrosis generated by CRISPR/Cas9 disruption of the CFTR gene. JCI Insight. 2018;3(19):e123529. 10.1172/jci.insight.123529.30282831 10.1172/jci.insight.123529PMC6237476

[CR28] Foulkes AG, Harris A. Localization of expression of the cystic fibrosis gene in human pancreatic development. Pancreas. 1993;8(1):3–6. 10.1097/00006676-199301000-00003.7678325 10.1097/00006676-199301000-00003

[CR29] Fournet JC, Junien C. The genetics of neonatal hyperinsulinism. Horm Res. 2003;59(Suppl 1):30–4. 10.1159/000067842.12566718 10.1159/000067842

[CR30] Froeling FE, Feig C, Chelala C, et al. Retinoic acid-induced pancreatic stellate cell quiescence reduces paracrine Wnt-beta-catenin signaling to slow tumor progression. Gastroenterology. 2011;141(4):1486–97. 10.1053/j.gastro.2011.06.047.21704588 10.1053/j.gastro.2011.06.047

[CR31] Graff SM, Johnson SR, Leo PJ, et al. A KCNK16 mutation causing TALK-1 gain of function is associated with maturity-onset diabetes of the young. JCI Insight. 2021;6(13):e138057. 10.1172/jci.insight.138057.34032641 10.1172/jci.insight.138057PMC8410089

[CR32] Gray MA, Pollard CE, Harris A, Coleman L, Greenwell JR, Argent BE. Anion selectivity and block of the small-conductance chloride channel on pancreatic duct cells. Am J Physiol. 1990;259(5 Pt 1):C752–61.1700622 10.1152/ajpcell.1990.259.5.C752

[CR33] Greene LJ, Pubols MH, Bartelt DC. Human pancreatic secretory trypsin inhibitor. Methods Enzymol. 1976;45:813–25. 10.1016/s0076-6879(76)45075-9.1012034 10.1016/s0076-6879(76)45075-9

[CR34] Gremlich S, Porret A, Hani EH, et al. Cloning, functional expression, and chromosomal localization of the human pancreatic islet glucose-dependent insulinotropic polypeptide receptor. Diabetes. 1995;44(10):1202–8. 10.2337/diab.44.10.1202.7556958 10.2337/diab.44.10.1202

[CR35] Han J, Kang D, Kim D. Functional properties of four splice variants of a human pancreatic tandem-pore K+ channel, TALK-1. Am J Physiol Cell Physiol. 2003;285(3):C529–38. 10.1152/ajpcell.00601.2002.12724142 10.1152/ajpcell.00601.2002

[CR36] Hao Y, Hao S, Andersen-Nissen E, et al. Integrated analysis of multimodal single-cell data. Cell. 2021;184(13):3573-3587 e29. 10.1016/j.cell.2021.04.048.34062119 10.1016/j.cell.2021.04.048PMC8238499

[CR37] Harris A. Human molecular genetics and the long road to treating cystic fibrosis. Hum Mol Genet. 2021;30(R2):R264–73. 10.1093/hmg/ddab191.34245257 10.1093/hmg/ddab191PMC8490019

[CR38] Herold Z, Doleschall M, Somogyi A. Role and function of granin proteins in diabetes mellitus. World J Diabetes. 2021;12(7):1081–92. 10.4239/wjd.v12.i7.1081.34326956 10.4239/wjd.v12.i7.1081PMC8311481

[CR39] Hirano K, Tada M, Isayama H, et al. High alcohol consumption increases the risk of pancreatic stone formation and pancreatic atrophy in autoimmune pancreatitis. Pancreas. 2013;42(3):502–5. 10.1097/MPA.0b013e31826b3984.23146923 10.1097/MPA.0b013e31826b3984

[CR40] Hoffmann C, Djerir NEH, Danckaert A, et al. Hepatic stellate cell hypertrophy is associated with metabolic liver fibrosis. Sci Rep. 2020;10(1):3850. 10.1038/s41598-020-60615-0.32123215 10.1038/s41598-020-60615-0PMC7052210

[CR41] Hrabak P, Kalousova M, Krechler T, Zima T. Pancreatic stellate cells—rising stars in pancreatic pathologies. Physiol Res. 2021;70(Suppl 4):S597–616. 10.33549/physiolres.934783.35199546 10.33549/physiolres.934783PMC9054180

[CR42] Hyde K, Reid CJ, Tebbutt SJ, Weide L, Hollingsworth MA, Harris A. The cystic fibrosis transmembrane conductance regulator as a marker of human pancreatic duct development. Gastroenterology. 1997;113(3):914–9.9287984 10.1016/S0016-5085(97)70187-2

[CR43] Ikejiri N. The vitamin A-storing cells in the human and rat pancreas. Kurume Med J. 1990;37(2):67–81. 10.2739/kurumemedj.37.67.2255178 10.2739/kurumemedj.37.67

[CR44] Kerschner JL, Paranjapye A, Schacht M, et al. Transcriptomic analysis of lung development in wildtype and CFTR^(−/−)^ sheep suggests an early inflammatory signature in the CF distal lung. Funct Integr Genomics. 2023;23(2):135. 10.1007/s10142-023-01050-y.37085733 10.1007/s10142-023-01050-yPMC10121546

[CR45] Lewindon PJ, Pereira TN, Hoskins AC, et al. The role of hepatic stellate cells and transforming growth factor-beta(1) in cystic fibrosis liver disease. Am J Pathol. 2002;160(5):1705–15. 10.1016/s0002-9440(10)61117-0.12000722 10.1016/s0002-9440(10)61117-0PMC1850885

[CR46] Li XY, Zhai WJ, Teng CB. Notch signaling in pancreatic development. Int J Mol Sci. 2015;17(1):48. 10.3390/ijms17010048.26729103 10.3390/ijms17010048PMC4730293

[CR47] Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30. 10.1093/bioinformatics/btt656.24227677 10.1093/bioinformatics/btt656

[CR48] Lovatt D, Tamburino A, Krasowska-Zoladek A, et al. scRNA-seq generates a molecular map of emerging cell subtypes after sciatic nerve injury in rats. Commun Biol. 2022;5(1):1105. 10.1038/s42003-022-03970-0.36261573 10.1038/s42003-022-03970-0PMC9581950

[CR49] Marino CR, Matovcik LM, Gorelick FS, Cohn JA. Localization of the cystic fibrosis transmembrane conductance regulator in pancreas. J Clin Invest. 1991;88(2):712–6.1713921 10.1172/JCI115358PMC295422

[CR50] Masamune A, Shimosegawa T. Pancreatic stellate cells—multi-functional cells in the pancreas. Pancreatology. 2013;13(2):102–5. 10.1016/j.pan.2012.12.058.23561965 10.1016/j.pan.2012.12.058

[CR51] Moore CL, Savenka AV, Basnakian AG. TUNEL assay: a powerful tool for kidney injury evaluation. Int J Mol Sci. 2021;22(1):412. 10.3390/ijms22010412.33401733 10.3390/ijms22010412PMC7795088

[CR52] Murray ER, Menezes S, Henry JC, et al. Disruption of pancreatic stellate cell myofibroblast phenotype promotes pancreatic tumor invasion. Cell Rep. 2022;38(4):110227. 10.1016/j.celrep.2021.110227.35081338 10.1016/j.celrep.2021.110227PMC8810397

[CR53] Napolitano T, Silvano S, Vieira A, et al. Role of ghrelin in pancreatic development and function. Diabetes Obes Metab. 2018;20(Suppl 2):3–10. 10.1111/dom.13385.30230184 10.1111/dom.13385

[CR54] Olaniru OE, Kadolsky U, Kannambath S, et al. Single-cell transcriptomic and spatial landscapes of the developing human pancreas. Cell Metab. 2023;35(1):184-199 e5. 10.1016/j.cmet.2022.11.009.36513063 10.1016/j.cmet.2022.11.009

[CR55] Paranjapye A, Leir SH, Huang F, Kerschner JL, Harris A. Cell function and identity revealed by comparative scRNA-seq analysis in human nasal, bronchial and epididymis epithelia. Eur J Cell Biol. 2022;101(3): 151231. 10.1016/j.ejcb.2022.151231.35597096 10.1016/j.ejcb.2022.151231PMC9357053

[CR56] Pickard MR, Mourtada-Maarabouni M, Williams GT. Candidate tumour suppressor Fau regulates apoptosis in human cells: an essential role for Bcl-G. Biochim Biophys Acta. 2011;1812(9):1146–53. 10.1016/j.bbadis.2011.04.009.21550398 10.1016/j.bbadis.2011.04.009

[CR57] Qadir MMF, Alvarez-Cubela S, Klein D, et al. Single-cell resolution analysis of the human pancreatic ductal progenitor cell niche. Proc Natl Acad Sci USA. 2020;117(20):10876–87. 10.1073/pnas.1918314117.32354994 10.1073/pnas.1918314117PMC7245071

[CR58] Raudvere U, Kolberg L, Kuzmin I, et al. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res. 2019;47(W1):W191–8. 10.1093/nar/gkz369.31066453 10.1093/nar/gkz369PMC6602461

[CR59] Reid CJ, Hyde K, Ho SB, Harris A. Cystic fibrosis of the pancreas: involvement of MUC6 mucin in obstruction of pancreatic ducts. Mol Med. 1997;3(6):403–11.9234245 10.1007/BF03401687PMC2230211

[CR60] Reimand J, Arak T, Adler P, et al. g:Profiler—a web server for functional interpretation of gene lists (2016 update). Nucleic Acids Res. 2016. 10.1093/nar/gkw199.27098042 10.1093/nar/gkw199PMC4987867

[CR61] Ricci F, Kern SE, Hruban RH, Iacobuzio-Donahue CA. Stromal responses to carcinomas of the pancreas: juxtatumoral gene expression conforms to the infiltrating pattern and not the biologic subtype. Cancer Biol Ther. 2005;4(3):302–7. 10.4161/cbt.4.3.1501.15876873 10.4161/cbt.4.3.1501

[CR62] Rotti PG, Xie W, Poudel A, et al. Pancreatic and islet remodeling in cystic fibrosis transmembrane conductance regulator (CFTR) knockout ferrets. Am J Pathol. 2018;188(4):876–90. 10.1016/j.ajpath.2017.12.015.29366680 10.1016/j.ajpath.2017.12.015PMC5963477

[CR63] Saint-Criq V, Gray MA. Role of CFTR in epithelial physiology. Cell Mol Life Sci. 2017;74(1):93–115. 10.1007/s00018-016-2391-y.27714410 10.1007/s00018-016-2391-yPMC5209439

[CR64] Sherman MH. Stellate cells in tissue repair, inflammation, and cancer. Annu Rev Cell Dev Biol. 2018;34:333–55. 10.1146/annurev-cellbio-100617-062855.30028641 10.1146/annurev-cellbio-100617-062855

[CR65] Sherman BT, Hao M, Qiu J, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res. 2022. 10.1093/nar/gkac194.35325185 10.1093/nar/gkac194PMC9252805

[CR66] Van Wettere AJ, Leir SH, Cotton CU, et al. Early developmental phenotypes in the cystic fibrosis sheep model. Faseb Bioadv. 2022. 10.1096/fba.2022-00085.36643895 10.1096/fba.2022-00085PMC9832529

[CR67] Viotti Perisse I, Fan Z, Van Wettere A, et al. Sheep models of F508del and G542X cystic fibrosis mutations show cellular responses to human therapeutics. FASEB Bioadv. 2021;3(10):841–54. 10.1096/fba.2021-00043.34632318 10.1096/fba.2021-00043PMC8493969

[CR68] Watanabe T, Yonekura H, Terazono K, Yamamoto H, Okamoto H. Complete nucleotide sequence of human reg gene and its expression in normal and tumoral tissues. The reg protein, pancreatic stone protein, and pancreatic thread protein are one and the same product of the gene. J Biol Chem. 1990;265(13):7432–9.2332435 10.1016/S0021-9258(19)39132-X

[CR69] Watari N, Hotta Y, Mabuchi Y. Morphological studies on a vitamin A-storing cell and its complex with macrophage observed in mouse pancreatic tissues following excess vitamin A administration. Okajimas Folia Anat Jpn. 1982;58(4–6):837–58. 10.2535/ofaj1936.58.4-6_837.7122019 10.2535/ofaj1936.58.4-6_837

[CR70] Wice BM, Gordon JI. A tetraspan membrane glycoprotein produced in the human intestinal epithelium and liver that can regulate cell density-dependent proliferation. J Biol Chem. 1995;270(37):21907–18. 10.1074/jbc.270.37.21907.7665614 10.1074/jbc.270.37.21907

[CR71] Wollam J, Mahata S, Riopel M, et al. Chromogranin A regulates vesicle storage and mitochondrial dynamics to influence insulin secretion. Cell Tissue Res. 2017;368(3):487–501. 10.1007/s00441-017-2580-5.28220294 10.1007/s00441-017-2580-5PMC10843982

[CR72] Xiang Y, Tan YR, Zhang JS, et al. Wound repair and proliferation of bronchial epithelial cells regulated by CTNNAL1. J Cell Biochem. 2008;103(3):920–30. 10.1002/jcb.21461.17647259 10.1002/jcb.21461

[CR73] Yang M, Hall J, Fan Z, et al. Oocytes from small and large follicles exhibit similar development competence following goat cloning despite their differences in meiotic and cytoplasmic maturation. Theriogenology. 2016;86(9):2302–11. 10.1016/j.theriogenology.2016.07.026.27650944 10.1016/j.theriogenology.2016.07.026

[CR74] Yang X, Chen J, Wang J, et al. Very-low-density lipoprotein receptor-enhanced lipid metabolism in pancreatic stellate cells promotes pancreatic fibrosis. Immunity. 2022;55(7):1185-1199 e8. 10.1016/j.immuni.2022.06.001.35738281 10.1016/j.immuni.2022.06.001

[CR75] Zhang JS, Nelson M, Wang L, et al. Identification and chromosomal localization of CTNNAL1, a novel protein homologous to alpha-catenin. Genomics. 1998;54(1):149–54. 10.1006/geno.1998.5458.9806841 10.1006/geno.1998.5458

[CR76] Zhang K, Shen X, Wu J, et al. Endoplasmic reticulum stress activates cleavage of CREBH to induce a systemic inflammatory response. Cell. 2006;124(3):587–99. 10.1016/j.cell.2005.11.040.16469704 10.1016/j.cell.2005.11.040

How the deposited data were processed for this re-analysis (not part of the article)

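Bulk RNA-seq was analysed of pancreas tissue in 20 libraries, of 2 WT and 2 CFTR−/− animals at each of 65, 80, 100 and 120 days of gestation and at term (147 days). Libraries were grouped by genotype and age as their labels give them, and 0 libraries of the tables were left out. The same animal label is given to WT animal 1 at 65 days and CFTR−/− animal 2 at 100 days, and this label was not used. The single-cell data and the histology were not analysed here, and the tables hold no library of 50 days.

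The counts are numbers of reads per gene that the authors made by aligning reads with STAR to Oar_v4.0 and counting them with featureCounts, and they were deposited as whole numbers without normalization. The 3 tables, of WT, of CFTR−/− and of all libraries, list 24478 genes each, and the counts of all 20 libraries in the third table equal those in the others. Total counts per library ranged from 23171353 to 64947692 (median 61588258), so that 1 count was worth 0.0101 to 0.0805 CPM (counts per 1000000).

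Counts were normalized with TMM and fitted in edgeR 4.0.16 (R 4.3.3) with estimateDisp, glmQLFit and glmQLFTest, after filterByExpr with the group, a minimum count of 10 and a minimum total count of 15. This kept 18714 genes in the WT table, 18737 in the CFTR−/− table and 19522 in the table of all libraries. Ages were compared within a genotype in its own table, and genotypes at each age, and over all ages with age in the model, in the table of all libraries. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 with an absolute log2 fold change of at least 0.58. SEs are the absolute log2 fold change divided by the square root of the F statistic. A gene with 0 counts in a whole group was given a lower bound of its fold change against 3 counts per library.

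Lists of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and called at p of at most 0.05 by camera. The 266 tests are of 19 lists in 14 comparisons. The lists are ribosomal protein, DNA replication, mitosis, unfolded protein response, heat shock, endocrine, acinar, stromal, stellate or myofibroblast, Schwann, hepatocyte, adipocyte, lymphoid, erythroid, enterocyte, immediate early, imprinted, X inactivation escape and duct or epithelial genes. The last 2 were written after the counts were read. The paper names 8 of the stromal, 7 of the endocrine, 5 of the unfolded protein response, 4 of the acinar, 3 each of the heat shock, hepatocyte and duct or epithelial, 2 each of the adipocyte and erythroid, and 1 each of the ribosomal protein, stellate or myofibroblast, immediate early and imprinted genes. P-values of lists in the text are adjusted by the Benjamini-Hochberg method over all 266 tests, an adjustment of the fry values that was added after their unadjusted values had been seen. Principal components were computed from centred log2 CPM with a prior count of 2, and their shares tested by 100000 permutations.

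Genes named in the text are those the paper names for the bulk data, the 3 per direction with the smallest adjusted p among called genes whose groups do not overlap, and for all ages the 10 with the smallest adjusted p whose groups do not overlap at any age. LOC101112291, the gene FAU and its like-named locus at all ages, REG1A at term and HSPA6 at 65 days were chosen after their values were seen. Of 24478 gene IDs, 8432 are locus numbers, and 625 of these were given a name, 485 from the RefSeq gene table, 62 from Tables S7 to S9 and 78 by matching the CPM of Tables S1, S3 and S5. In those tables 92 pairs of a name and a matched gene carry a name that is the ID of another gene, and some names recur. Some sheets of these tables were held only in part.

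The fits were tested on simulated counts with the means, dispersions and library sizes of these data, where 200 genes were changed. A gene had the same dispersion in all groups, which the real pairs of animals need not have. They recovered 28% of these for WT at 80 against 65 days, 20% for WT at term, 30% and 22.5% for the same steps in CFTR−/− animals, 27% and 32% for the genotypes at 65 days and term, and 73.5% for all ages, and called 0 to 4 unchanged genes.

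The alternatives were DESeq2 1.42.0 (size factors in edgeR, and its Wald test), no filter on low counts, an adjusted p of 0.05, an unadjusted p of 0.01, glmTreat against a fold change of 1.5, the likelihood ratio test, the legacy quasi-likelihood fit, a fit of only the 4 libraries compared or of all 20, the replicate number as a block, removal of the trend with gene length (loess, span 0.3), and leaving out each animal or age. Where 1 animal of a group is left, it is assumed to vary like the animals of the other groups.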

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

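The tests for gene length of the endocrine and DNA replication genes, of joint variation of the ribosomal protein genes, and of X inactivation escape genes in the WT pairs, were chosen only after the result was seen. The genes LOC101112291 and, for all ages, those listed below are outside what the paper discusses.

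The difference between CFTR−/− and WT animals changed between 65 days and term for 3 of 19 lists by a test of the difference itself that passed by camera and by fry. For the ribosomal protein genes the difference at term minus that at 65 days had a median of 2.403 (log2), with 77 of 77 genes higher (limma, adjusted p 1.38e-49 by camera and 0.0364 by fry over 19 lists). For the DNA replication genes it was -1.471, with 40 of 42 lower (adjusted p 9.79e-13 and 0.0116), and for the endocrine genes 3.018, with 30 of 32 higher (adjusted p 1.75e-18 and 0.0364).

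With each of the 8 animals of these ages left out in turn the medians ranged from 2.00 to 2.91, -2.29 to -1.14 and 2.32 to 3.69, the DNA replication genes moving most, to -2.29 without CFTR−/− term animal 1. The medians of these lists kept their sign in all 8 runs. Adjusted fry did not stay under 0.05 in every run for any of these lists. Each run leaves 1 animal in a group, so its test cannot separate a loss of power from dependence on a single library. No conclusion is drawn from these tests. The tables argue against gene length bias, since with the trend on length removed the medians were 1.982, -1.202 and 3.143. Without the 43 genes that were among the 10 most abundant of any library, which took 12.7% to 58.7% of the counts, they were 2.388, -1.45 and 2.971. The ribosomal protein genes also move together between the 2 animals of a group, in 1 direction in at least 76 of 77 genes in 9 of 10 groups and by a median of up to 1.09, so the rotation test, which takes the correlation of the genes from the residuals (fry, 0.00416 before adjustment), weighs more here than camera. Cloning of the CFTR−/− animals, the composition of the tissue, and RNA integrity apart from gene length could contribute and were not tested. With 2 animals per group a difference in how the tissue matures between the genotypes stays a hypothesis.

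Over all ages 39 genes were called between the genotypes (edgeR, 14 higher and 25 lower in CFTR−/− animals), none of them named by the paper. In 100 splits of the animals within ages, the real one included, 1 gave at least 39 genes, the real one, and the others gave at most 1. The count was 13 without WT animal 1 at 80 days, 113 without WT animal 2 at 120 days, and 6, 17, 3, 9 and 18 without the ages 65, 80, 100 and 120 days and term.

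The 10 genes of the rule were NXPH1 (-4.49, SE 0.43, adjusted p 3.88e-06), STPG1 (-3.25, SE 0.37, adjusted p 7.95e-05), ALG1 (-0.97, SE 0.11, adjusted p 0.000223), LOC105605886 (-1.48, SE 0.18, adjusted p 0.000833), GPX7 (1.03, SE 0.14, adjusted p 0.00157), LOC105610544 (-5.10, SE 0.78, adjusted p 0.00157), LOC105605981 (-4.64, SE 0.64, adjusted p 0.00223), LOC105603901 (-3.31, SE 0.53, adjusted p 0.00257), MESP2 (2.36, SE 0.34, adjusted p 0.00257), COPG2 (-0.72, SE 0.10, adjusted p 0.00257) (edgeR, log2 fold changes). NXPH1, STPG1 and ALG1 stayed called without any 1 age, while the other 7 were lost without at least 1, and COPG2 also with the trend on gene length removed (-0.64). Since all CFTR−/− animals are clones of 1 line, a variant shared by the clones could change such genes. Animals of an age differed more in WT than in CFTR−/− for 58.97% of these 39 genes, which decides nothing, since 25 of them were selected for lower values in CFTR−/− animals, which leave less room to differ. An effect of CFTR and of the donor line are confounded here and stay open.

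LOC101112291, on chromosome X, had a mean of 545.06 CPM in WT and 0.29 CPM in CFTR−/− animals (log2 fold change -11.38, edgeR, adjusted p 0.00257), with an SD of 488 in WT. It had 701 to 1222 CPM in 6 WT libraries (animal 1 at 65 and 80 days and both animals at 100 and 120 days) and under 1.5 CPM in the other 14. Females among the WT animals are a candidate explanation, as the CFTR−/− animals come from a male line. Over the WT pairs at 65 and 80 days, where animal 1 has the RNA and animal 2 does not, 9 genes that escape X inactivation were higher in animal 1 in 17 of 18 values (median difference 0.2766, log2), but WT animals at 120 days, which both have it, also differed, by a median of 0.272 in 7 of 9 genes. Over all ages the list was lower in CFTR−/− animals in 8 of 9 genes, with a median of -0.3304 (limma, adjusted p 0.000343 by camera and 0.0119 by fry). At term, where neither genotype has the RNA, it was lower in 7 of 9 genes with a median of -0.4059 (adjusted p 0.182 and 0.175), the lowest of the 5 ages, and at 65 days the median was -0.1324. The lower list in CFTR−/− animals therefore does not follow the RNA across ages and decides nothing about sex. The sex of the WT animals is not given, and the explanation stays open. If the RNA marks females, sex is confounded with genotype at 100 and 120 days. In WT it is then also confounded with age from 120 days to term.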

How the results depend on the processing

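All alternative settings below were set before the data were examined, while 2 of the 19 gene lists and the adjustment of the fry values were added later. A count is said to have moved where it changed by more than 1.5 times or from or to 0, and smaller changes are not listed. In the order of WT 65 days to 80 days, WT 80 days to 100 days, WT 100 days to 120 days, WT 120 days to term, CFTR−/− 65 days to 80 days, CFTR−/− 80 days to 100 days, CFTR−/− 100 days to 120 days, CFTR−/− 120 days to term, CFTR−/− against WT at 65 days, CFTR−/− against WT at 80 days, CFTR−/− against WT at 100 days, CFTR−/− against WT at 120 days, CFTR−/− against WT at term and all ages, the counts of called genes were 0, 0, 0, 2, 0, 0, 0, 0, 0, 0, 0, 0, 154, 39. By DESeq2's Wald test they were 3, 20, 46, 1677, 15, 7, 13, 141, 43, 6, 35, 9, 2401, 181. By glmTreat at an unadjusted p of 0.01 they were 19, 49, 84, 1062, 56, 43, 88, 298, 131, 31, 164, 64, 1680, 192. By the likelihood ratio test they were 3, 12, 15, 840, 7, 2, 1, 92, 8, 4, 8, 3, 1536, 107. At an unadjusted p of 0.01 they were 68, 118, 191, 1898, 232, 181, 403, 355, 597, 111, 479, 191, 2671, 714. With only the 4 libraries compared the count moved to 5 (WT 65 days to 80 days), 0 (WT 120 days to term), 3 (CFTR−/− 120 days to term), 123 (CFTR−/− against WT at 65 days), 21 (CFTR−/− against WT at term). Without the filter on low counts the count moved to 1 (WT 80 days to 100 days), 6 (WT 120 days to term). With the trend on gene length removed the count moved to 1 (WT 80 days to 100 days), 35 (WT 120 days to term), 358 (CFTR−/− against WT at term). At an adjusted p of 0.05 the count moved to 1 (WT 80 days to 100 days), 504 (WT 120 days to term), 1863 (CFTR−/− against WT at term), 149 (all ages). In a fit of all 20 libraries the count moved to 133 (WT 120 days to term). With DESeq2 size factors the count moved to 4 (WT 120 days to term). With the replicate number as a block the count moved to 0 (WT 120 days to term), 93 (CFTR−/− against WT at term). With the legacy quasi-likelihood fit the count moved to 17 (all ages).

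With each animal left out in turn the counts were 0 to 0 (WT 65 days to 80 days), 0 to 0 (WT 80 days to 100 days), 0 to 31 (WT 100 days to 120 days), 6 to 1148 (WT 120 days to term), 0 to 8 (CFTR−/− 65 days to 80 days), 0 to 105 (CFTR−/− 80 days to 100 days), 0 to 744 (CFTR−/− 100 days to 120 days), 0 to 2 (CFTR−/− 120 days to term), 0 to 1 (CFTR−/− against WT at 65 days), 0 to 0 (CFTR−/− against WT at 80 days), 0 to 241 (CFTR−/− against WT at 100 days), 0 to 9 (CFTR−/− against WT at 120 days), 3 to 305 (CFTR−/− against WT at term), 13 to 113 (all ages). The lowest and highest term counts between the genotypes came without CFTR−/− animal 2 and without WT animal 1, the highest WT term count without WT animal 1 at 120 days, and the highest counts of CFTR−/− animals at 100 days without animal 1 of that age. The 31 genes of WT at 120 days and the 9 between the genotypes there came without WT animal 1 at 120 days, and the 8 of CFTR−/− animals at 80 days without animal 1 at 65 days. Leaving out 1 age gave 6, 17, 3, 9 and 18 genes for all ages.

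Medians of lists with each animal left out ranged over 1.25 to 2.13 (Ribosomal protein genes, CFTR−/− vs WT at term), -2.35 to -1.09 (DNA replication genes, CFTR−/− vs WT at term), -1.46 to -0.34 (Mitosis genes, CFTR−/− vs WT at term), 1.33 to 1.84 (Unfolded protein response genes, WT term vs 120), 0.56 to 0.72 (Heat shock genes, WT 100 vs 80), -2.35 to -1.32 (Endocrine genes, CFTR−/− vs WT at 65), -1.21 to -0.65 (Acinar genes, CFTR−/− vs WT at 65), 1.13 to 1.20 (Stromal genes, CFTR−/− vs WT at 65). The mitosis list did not pass camera without WT term animal 1. With an estimated correlation the ribosomal protein (1.68), mitosis (-0.97) and acinar (-0.90) lists no longer passed, and by unadjusted fry the heat shock (0.59) and acinar lists did not. Of 266 tests of lists, 151 passed camera after adjustment, 38 fry before and 3 fry after adjustment. PC1 held 32.66%, 23.88%, 24.76%, 23.25% and 25.08% of the variance with the 500 most variable genes, without the filter, with DESeq2 size factors, with a prior count of 0.5 and with scaled genes.

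Of 832 values of named genes with 1 animal left out, 753 kept direction and call, 12 lost and 22 gained a call, and 45 changed sign. The log2 fold changes of the genes that changed sign ranged over FGB -5.03 to 0.11 (CFTR−/− 65 days to 80 days), C1QA -0.63 to 0.48, C1QB -0.42 to 0.67, C1QC -0.0553 to 0.97, ELF5 -0.16 to 0.39 (CFTR−/− against WT at 65 days), DCN -0.000438 to 1.32, COL1A1 -0.0206 to 0.58, COL3A1 -0.24 to 0.74, SPARC -0.038 to 1.22, C1QA -0.51 to 0.84, C1QB -0.53 to 1.03, C1QC -0.49 to 1.20 (CFTR−/− against WT at 80 days), CFTR -0.36 to 0.0904, FAU -0.30 to 0.84, NFKB1 -0.23 to 0.66, C1QB -0.0249 to 2.72, C1QC -0.55 to 2.51, CFB -0.62 to 0.70 (CFTR−/− against WT at 100 days), CFTR -0.62 to 0.54, FAU -0.41 to 1.09, PRSS2 -0.11 to 0.54, CEL -0.0376 to 0.39, DCN -0.0837 to 0.58, COL1A1 -0.62 to 0.41, COL3A1 -0.46 to 0.37, TGFB1 -0.51 to 0.19, C3 -0.36 to 2.14, C1QA -2.79 to 0.66, C1QB -2.68 to 0.84, C1QC -2.73 to 0.65 (CFTR−/− against WT at 120 days), CEL -0.93 to 0.28, C1QA -1.17 to 0.46, C1QB -0.95 to 0.71 (CFTR−/− against WT at term). C1QA at 65 days was 0.0625 with the block and CFTR at term 0.0342 with the length trend removed.

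Direction and call of the named genes held for 167 of 168 with DESeq2 size factors (1 gained and 0 lost), 139 of 168 with DESeq2's Wald test (29 gained and 0 lost), 147 of 168 with the likelihood ratio test (21 gained and 0 lost), 161 of 168 with the length trend removed (5 gained and 1 lost), 167 of 168 with no filter (1 gained and 0 lost), 166 of 168 with the legacy fit (0 gained and 2 lost), 145 of 157 with only 4 libraries (7 gained and 5 lost), 165 of 168 with the block (0 gained and 2 lost), 27 of 50 with 1 age left out (0 gained and 23 lost). The replicate numbers do not pair the animals, since the deviations from the group means correlate at -0.396 to 0.454 (median -0.0239) over 45 pairs of groups, 15 of them above 0.1 and 15 under -0.1.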

Differences from the paper's values

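The counts of differentially expressed genes differ as follows, the values here being at an adjusted p of 0.01 and those by glmTreat, an alternative set before the data were examined, at an unadjusted p of 0.01 against a fold change of 1.5. WT 65 days to 80 days, the paper's 11 higher and 8 lower against 0 and 0 here (11 and 8 by glmTreat). WT 80 days to 100 days, the paper's 42 higher and 8 lower against 0 and 0 here (41 and 8 by glmTreat). WT 100 days to 120 days, the paper's 61 higher and 20 lower against 0 and 0 here (63 and 21 by glmTreat). WT 120 days to term, the paper's 399 higher and 656 lower against 1 and 1 here (399 and 663 by glmTreat). CFTR−/− 65 days to 80 days, the paper's 31 higher and 27 lower against 0 and 0 here (30 and 26 by glmTreat). CFTR−/− 80 days to 100 days, the paper's 12 higher and 30 lower against 0 and 0 here (11 and 32 by glmTreat). CFTR−/− 100 days to 120 days, the paper's 49 higher and 45 lower against 0 and 0 here (46 and 42 by glmTreat). CFTR−/− 120 days to term, the paper's 49 higher and 246 lower against 0 and 0 here (48 and 250 by glmTreat). CFTR−/− against WT at 65 days, the paper's 52 higher and 80 lower against 0 and 0 here (53 and 78 by glmTreat). CFTR−/− against WT at 80 days, the paper's 23 higher and 8 lower against 0 and 0 here (23 and 8 by glmTreat). CFTR−/− against WT at 100 days, the paper's 87 higher and 74 lower against 0 and 0 here (87 and 77 by glmTreat). CFTR−/− against WT at 120 days, the paper's 21 higher and 42 lower against 0 and 0 here (21 and 43 by glmTreat). CFTR−/− against WT at term, the paper's 717 higher and 936 lower against 68 and 86 here (711 and 969 by glmTreat).

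The genes in the paper's tables behind these counts are listed at an unadjusted p of at most 0.01, with false discovery rates of up to 1, and 0 of the listed genes have a false discovery rate of at most 0.01 except 1 for WT from 120 days to term. The 0.01 list for the genotypes at term was not at hand, and the 0.001 list holds 10. By glmTreat these counts come within 1.5 times of the paper's. Other alternatives set before the data were examined that do are, for WT 120 days to term, higher: 350 (likelihood ratio test), 298 (without WT 120 days animal 1), 267 (adjusted p 0.05). For WT 120 days to term, lower: 938 (DESeq2 Wald test), 490 (likelihood ratio test), 850 (without WT 120 days animal 1). For CFTR−/− 80 days to 100 days, lower: 45 (without CFTR−/− 100 days animal 1). For CFTR−/− 120 days to term, higher: 41 (DESeq2 Wald test). For CFTR−/− 120 days to term, lower: 199 (unadjusted p 0.01). For CFTR−/− against WT at term, higher: 1031 (DESeq2 Wald test), 661 (likelihood ratio test), 822 (adjusted p 0.05). For CFTR−/− against WT at term, lower: 1370 (DESeq2 Wald test), 875 (likelihood ratio test), 1041 (adjusted p 0.05). The remaining alternatives do not. At p 0.001 for the genotypes at term the paper gives 183 higher and 246 lower (the paper's values), against 0 and 0 here and 176 and 240 by glmTreat.

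Genes the paper names that were not called here were called as follows. By DESeq2's Wald test, HERPUD1, HSPA6, C4A, S100A12, ADIPOQ, HSPA5, ATF6, DNAJC3, CREB3L3, HBA1, HBB, MDK, PDGFC, PTN, FGFR2, PRSS2, CELA3B, CEL, REG1A, SCG5, POSTN, CASP9, NR4A1, KCNK16, IGFBP5, FGL1, FAU and CFB. By the likelihood ratio test, HERPUD1, HSPA6, ADIPOQ, HSPA5, ATF6, DNAJC3, CREB3L3, HBA1, HBB, MDK, PDGFC, PTN, FGFR2, PRSS2, CELA3B, REG1A, POSTN, CASP9, NR4A1 and CFB. With DESeq2 size factors, HERPUD1. Without the filter on low counts, HERPUD1. With the trend on gene length removed, HERPUD1, DNAJC3, HBA1, MDK and PTN. With only the 4 libraries compared, VIP, KCNK16, IGFBP3, DKK2, DACT1, FGL1 and ACTA2. With 1 animal left out, calls were gained without WT 120 days animal 1 for S100A12, ADIPOQ, HERPUD1, ATF6, DNAJC3, HBA1, HBB, MDK, PDGFC and PTN. They were gained without WT term animal 1 for HERPUD1, HSPA5 and REG1A. They were gained without WT term animal 2 for HERPUD1 and REG1A. They were gained without WT 120 days animal 2 for HBA1. They were gained without CFTR−/− 65 days animal 1 for FGB, FGA and PLG. They were gained without CFTR−/− term animal 1 for BNIP3 and DDIT4. They were gained without CFTR−/− 100 days animal 1 for C3. Each of these fits leaves 1 animal in a group, so a gained call holds no spread of that group.

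The paper states that the first principal component follows the time course, while 25.3% of its variance lies between ages here (permutation test over 20 libraries, p = 0.328) and 59.7% of that of PC2. The paper does not give the genes and scaling behind its components, and its earliest age was not analysed here, so the inputs may differ. The paper's text lists NOV among genes that rise in CFTR−/− animals from 65 to 80 days, while its log2 fold change is -2.93 both here and, rounded, in the paper's own table. The paper names FAU as higher in CFTR−/− animals at 100 and 120 days and term, while the gene listed as FAU has 0.19, 0.16 and 1.82, and the values of the paper's tables are those of LOC101104797.

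Of 73 log2 fold changes of named genes in the paper's tables, 73 have the same sign here and the largest absolute difference is 0.0612.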

Other observations

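The tests of the first principal component, of the FAU locus, of the genotype of the libraries with the same animal label, of intestinal genes and of the depth of 1 term library were chosen only after the result was seen.

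Higher ribosomal protein and lower DNA replication genes in CFTR−/− animals at term were weighed against technical explanations. With the trend on gene length removed the median of the ribosomal protein genes was 1.465 and that of the DNA replication genes -1.24, and without CFTR−/− term animal 2, the shallowest library, they were 1.249 and -1.09, so neither gene length nor that library could be the whole cause. With only 2 animals per group, and with adjusted fry values of 0.175 and 0.0119, the result for the DNA replication genes rests on more than that for the ribosomal protein genes. The paper reports slightly lower RNA integrity in term CFTR−/− than WT samples. Removing a trend with gene length tests only part of what that could do, so RNA integrity stays open. Cloning against breeding, and birth of the term animals, were not tested.

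ADIPOQ, FASN and S100A12 were higher in WT animal 2 than in animal 1 at 120 days. Adipose tissue in that sample is a candidate explanation, since the 20 genes of an adipocyte list were higher than in animal 1 by a median of 3.089 (log2), 18 of them higher, with 175 CPM of ADIPOQ, 136 of FABP4 and 128 of CFD against 12.5, 4.46 and 3.71 in animal 1. The median pancreas library has more than 1 CPM of 9 of the 20 genes, and the paper names 2. From 100 to 120 days in WT this list had 18 of 19 higher (limma, adjusted p 1.67e-19 by camera and 0.336 by fry, 4 called when adjusted over the list alone and 0 over all genes).

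FGA, FGB and PLG were higher in CFTR−/− animal 2 than in every other library at 65 days. Liver tissue or liver RNA in that sample is a candidate explanation, since ALB, APOA1, AHSG and SERPINA1 differed from animal 1 by a median of 7.701 in absolute log2 CPM, and 26 of 27 hepatocyte genes were higher (18 have more than 1 CPM in the median library and the paper names 3). ALB had 1288 CPM against 1.15, AHSG 1688 against 5.06 and SERPINA1 1036 against 7.9, while APOA1 was lower, with 1489 against 2270.0 CPM. All 15 erythroid genes were higher in the same animal, by a median of 4.82, and fetal liver makes blood cells, which was not tested further. At 65 days hepatocyte genes had 24 of 27 higher (limma, adjusted p 0.00268 by camera and 0.736 by fry, 0 called when adjusted over the list alone and 0 over all genes).

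The lymphoid list differed by a median of 4.653 between the CFTR−/− animals at 100 days, 23 of 24 genes being higher in animal 2, with 98.3 CPM of LTB, 72.9 of CD3E and 67 of CCL21 against 1.32, 1.09 and 2.82 in animal 1. The median library has more than 1 CPM of 9 of the 24. Lymphoid tissue in the sample may explain this, and so may an infiltrate, which these data cannot separate.

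CFTR−/− animal 2 at 100 days and WT animal 2 at 120 days lie apart at 1 end of the first principal component. The smallest of the 4 median differences of the adipocyte and lymphoid lists between the animals of these groups was 3.089, so adipose and lymphoid tissue in both samples may explain their place. With the length trend removed the score of WT animal 2 still lay at -102.6 from the median, which argues against gene length bias. Differences that rest on these 2 libraries at 100 and 120 days may thus reflect what was dissected. CFTR−/− animal 2 at 100 days shares its animal label with WT animal 1 at 65 days, the log2 CPM of the 2 libraries correlating at 0.8741, and a mislabelled sample was not excluded. Over the 45 genes called between the genotypes over all ages without this library, it lay nearer the mean of the other CFTR−/− libraries in 32, too few to exclude a WT animal by the share of 3 in 4 set for this test, while WT animal 1 at 65 days lay nearer WT in 18 of 22, which argues against a CFTR−/− animal under that label. LOC101112291 had 797 CPM in WT animal 1 at 65 days and 0 in this library, and the locus named FAU had 4.41% of the counts of the gene in this library, the highest of the 20, against at most 2.8% in WT.

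Enterocyte genes, 3 of them above 1 CPM in the median library, were lower in CFTR−/− than WT animals at 100 days, 11 of 12 (limma, adjusted p 0.000757 by camera and 0.336 by fry, 1 called when adjusted over the list alone and 0 over all genes). The median CPM of the list was 4.19 in WT animal 1 at 100 days and at most 0.871 in the other 19 libraries, with 133 CPM of FABP2, 128 of APOC3 and 103 of APOA4, so intestinal tissue in that sample is a candidate explanation.

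Lower endocrine and acinar and higher stromal genes in CFTR−/− animals at 65 days would follow if their samples held fewer epithelial cells. The duct or epithelial list then would also be lower, but its median was 0.2112 (log2), 13 of 18 higher (limma, adjusted p 0.0663 by camera and 0.751 by fry, 0 called when adjusted over the list alone and 0 over all genes), which decides nothing, as its members go both ways and it passed neither test, so a smaller epithelial share stays open. The paper names 3 of its genes. Fewer endocrine and acinar cells among the epithelial ones, or more stroma, stay open, as does a difference in developmental stage, which was not tested. Schwann cell genes moved with the stromal ones, 20 of 21 higher (limma, adjusted p 4.79e-11 by camera and 0.175 by fry, 3 called when adjusted over the list alone and 0 over all genes), with a median of 1.14.

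The locus given the name FAU in Table S5 had counts equal to a mean of 3.47% (SD 0.469) of those of the gene FAU in CFTR−/− animals and 0.951% (SD 0.667) in WT, n = 10 each (permutation test, 100000 permutations, p = 4e-05). The difference of 2.518 percentage points argues against reads of the gene being placed there at a fixed share in every animal, and the log2 fold change of the gene at 120 days, 0.1563, against a change of the gene itself at that age. At 100 days and at term the log2 fold change of the locus exceeded that of the gene by 2.355 and 2.582, in each case by more than 2 SE of the difference, but at term the gene itself was 1.82 higher (edgeR, adjusted p 0.0507), so a change of the gene could be part of the term difference. A variant of the donor line near the locus could change where reads are placed, which was not tested.

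Immediate early genes were higher in CFTR−/− animals at term, with 14 of 20 higher (limma, adjusted p 0.00616 by camera and 0.322 by fry, 1 called when adjusted over the list alone and 0 over all genes) and a median of 0.80. Of 14 comparisons the list passed adjusted camera in 5, imprinted genes in 0, adipocyte genes in 6, hepatocyte genes in 11, enterocyte genes in 3, Schwann cell genes in 12, duct or epithelial genes in 7 and X inactivation escape genes in 4, of which adjusted fry passed only the last list, in 1 comparison. Imprinted genes over all ages had 25 of 48 higher (limma, adjusted p 0.526 by camera and 0.998 by fry, 1 called when adjusted over the list alone and 1 over all genes). In 23 of 266 tests the median, the mean and the direction of the test of a list differed in sign, and 0 of those passed camera after adjustment (limma).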
